# Mouse *Obox* and *Crxos* modulate preimplantation transcriptional profiles revealing similarity between paralogous mouse and human homeobox genes

**DOI:** 10.1186/s13227-018-0091-4

**Published:** 2018-01-27

**Authors:** Amy H. Royall, Ignacio Maeso, Thomas L. Dunwell, Peter W. H. Holland

**Keywords:** Gene duplication, Gene loss, Homeodomain, PRD class, *ARGFX*, Transcription factor, Compensation, Blastocyst

## Abstract

**Background:**

ETCHbox genes are eutherian-specific homeobox genes expressed during preimplantation development at a time when the first cell lineage decisions are being made. The mouse has an unusual repertoire of ETCHbox genes with several gene families lost in evolution and the remaining two, *Crxos* and *Obox*, greatly divergent in sequence and number. Each has undergone duplication to give a double homeodomain *Crxos* locus and a large cluster of over 60 *Obox* loci. The gene content differences between species raise important questions about how evolution can tolerate loss of genes implicated in key developmental events.

**Results:**

We find that *Crxos* internal duplication occurred in the mouse lineage, while *Obox* duplication was stepwise, generating subgroups with distinct sequence and expression. Ectopic expression of three *Obox* genes and a *Crxos* transcript in primary mouse embryonic cells followed by transcriptome sequencing allowed investigation into their functional roles. We find distinct transcriptomic influences for different *Obox* subgroups and *Crxos*, including modulation of genes related to zygotic genome activation and preparation for blastocyst formation. Comparison with similar experiments performed using human homeobox genes reveals striking overlap between genes downstream of mouse *Crxos* and genes downstream of human *ARGFX*.

**Conclusions:**

Mouse *Crxos* and human *ARGFX* homeobox genes are paralogous rather than orthologous, yet they have evolved to regulate a common set of genes. This suggests there was compensation of function alongside gene loss through co-option of a different locus. Functional compensation by non-orthologous genes with dissimilar sequences is unusual but may indicate underlying distributed robustness. Compensation may be driven by the strong evolutionary pressure for successful early embryo development.

**Electronic supplementary material:**

The online version of this article (10.1186/s13227-018-0091-4) contains supplementary material, which is available to authorized users.

## Background

Members of the homeobox superclass are widespread across eukaryotes, and their encoded proteins function mainly as transcription factors [1]. The proteins contain a DNA-binding domain known as the homeodomain which is highly variable at the primary sequence level. In animals, homeobox genes can be assigned to eleven classes, containing ~ 100 gene families in humans [1]. The largest homeobox gene class in animals is the ANTP class, with the PRD class being second largest. Some homeobox genes are highly conserved throughout animals; others, such as the mammalian X-linked *Rhox* cluster, have been evolving rapidly through duplication and sequence divergence [2]. Some homeobox gene families have been lost from certain evolutionary lineages secondarily [3, 4].

Ten years ago, several PRD class homeobox genes with highly divergent sequences were identified in the human genome (*TPRX1*, *TPRX2*, *DPRX*, *LEUTX* and *ARGFX*); it is now known that these are specific to eutherian mammals and arose through duplication of an Otx family gene *Crx* [4–7]. Each of these genes has expression limited to the germ line and early embryos in humans, and collectively they have been named Eutherian Totipotent Cell Homeobox (ETCHbox) genes [5, 7, 8]. Ectopic expression of several human ETCHbox genes revealed roles in transcriptional regulation of genes that have a peak of expression in the eight-cell embryo and morula stage, around the time of embryo compaction and following embryonic genome activation in humans [7, 9].

Until recently, these genes were thought to be lost from the mouse genome due to the absence of genes with highly similar homeobox sequences to human ETCHbox genes. The genomic regions syntenic to *TPRX1* and *TPRX2*, flanking the *Crx* gene on mouse chromosome 7, contain homeobox genes, but these are so distinct in sequence from the human genes that it was hypothesised they had arisen through independent tandem gene duplications in mouse ancestry [4, 10]. Each of these mouse genes, *Crx*-opposite strand (*Crxos*) [11] and oocyte-specific homeobox (*Obox*), have also undergone additional tandem duplication events not evident at the human locus. However, with increased sampling of rodents, the long phylogenetic branch lengths leading to *Crxos* and *Obox* could be broken and the mouse genes were shown to be highly divergent orthologues of *TPRX1* and *TPRX2*, respectively [7]. The mouse genome has no orthologous homeobox genes in loci syntenic to any other ETCHbox gene (Fig. 1; [7]). This unique genome organisation is quite different from human and most other mammals and raises important questions about the function of these genes in the mouse. For example, does extensive sequence divergence of the mouse genes imply they have acquired distinct functions from their human orthologues? What is the functional consequence of secondary duplications experienced by these genes in mice? With loss of *Dprx*, *Leutx*, *Pargfx* and *Argfx* in mice, have any compensatory mechanisms evolved such that *Crxos* or *Obox* genes take over the function of the lost genes?

**Fig. 1:**
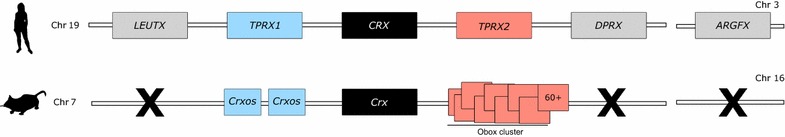
ETCHbox genes in human and mouse. The ETCHbox group of homeobox genes has six members: *Leutx*, *Tprx1*, *Tprx2*, *Dprx*, *Argfx* and *Pargfx*. In human, *Pargfx* has been lost in evolution. In mouse, only *Tprx1* and *Tprx2* orthologues remain and are referred to as *Crxos* and *Obox*, respectively; each has undergone sequence divergence and gene duplication

Previous studies of mouse *Crxos* revealed that the locus gives rise to three distinct transcripts: a long transcript encompassing the two duplicate genes (and two homeoboxes) and one transcript from each duplicate. The complete *Crxos* locus has six exons with homeobox sequences spanning exons 2–3, and 5–6. The long transcript consists of exons 1, 2, 3 (partially), 5 and 6, with the shorter transcripts containing either exons 1, 2 and 3, or exons 4, 5 and 6 [12, 13]. Experiments involving ectopic expression in embryonic stem cells followed by quantification of candidate downstream targets have suggested that *Crxos* is involved in cell pluripotency with each shorter variant inhibiting differentiation markers [13–15]. Furthermore, an RNAi screen has identified *Crxos* as important for correct formation of the inner cell mass in the blastocyst and for hatching and outgrowth [16]. Another study has suggested that the long isoform is involved in specifying the primitive endoderm lineage [17].

The *Obox* genes were initially described as transcripts in unfertilised mouse eggs [18], and expression has now been reported throughout early murine development [19, 20]. Secondary duplication of *Obox* genes generated multiple loci. In a recent genome assembly (GRCm38/mm10), an array of five *Obox* loci is annotated, *Obox1*, *Obox2*, *Obox3*, *Obox5* and *Obox6*, with an additional locus *Obox7* given ‘provisional’ status. Previously, *Obox4* was annotated, but this is now listed as a ‘partial’ and unplaced annotation. Cheng et al. [19] showed that *Obox1* and *Obox2* have high sequence similarity and suggested they have the same expression pattern in the preimplantation embryo; they also found that *Obox1/2*, *Obox3* and *Obox5* are most highly expressed in the one-cell stage embryo with expression decreasing until no expression is detected in the morula. The *Obox6* locus, in contrast, has elevated expression between the two-cell and morula stages. When *Obox6* was knocked out in mice by homologous recombination, offspring exhibited normal development and were fertile [19]. More recent genome exploration has revealed that the *Obox* duplications were far more extensive than previously recognised and have generated over 60 distinct loci [7]. Not all loci have complete homeobox sequences, but it is clear that the diversity of *Obox* genes had been vastly underestimated. This raises new questions regarding the function of the *Obox* cluster in the light of these extensive duplications.

In this study, we use ectopic expression and transcriptomic analysis to investigate the function of mouse ETCHbox genes (*Crxos* and *Obox*). Our goals were to investigate whether these divergent genes have similar or distinct developmental functions to their human homologues, and whether *Crxos* or *Obox* genes have taken over roles associated with ETCHbox genes secondarily lost in mouse evolution. We find that ectopic expression of *Crxos* or *Obox* genes in cultured mouse embryonic fibroblasts induces large transcriptomic changes which can be related to notable events in the preimplantation embryo. We also argue that *Crxos* functions have evolved to compensate partially for loss of the *Argfx* homeobox gene.

## Results

### Sequence and expression diversity within expanded mouse ETCHbox clusters

The orthologues of both *TPRX1* (*Crxos*) and *TPRX2* (*Obox*) genes are duplicated in mouse. We previously identified 67 *Obox* loci (including pseudogenes) clustered on chromosome 7 in the region syntenic to the *TPRX2* locus in humans [7]. To investigate the pathway of duplication and search for groupings of highly similar loci, we conducted phylogenetic analyses using *Obox* nucleotide sequences (Additional files 1A and 2). One locus previously identified was found to not contain a homeodomain or high sequence similarity to annotated *Obox* genes. This sequence was therefore disregarded resulting in a total of 66 loci. Phylogenetic analysis revealed three main categories, named here OboxA, OboxB and OboxD (Additional file 1A) containing 13, 26 and 26 loci, respectively, arranged in an interspersed manner (Additional file 1B). These include putatively functional loci and pseudogenes. Since there are many more loci than previously named, we propose a new Obox nomenclature system based on DNA sequence (see Additional file 1C). We identify one additional locus that does not fit within these main groups, *Oboxc*.

Of these 66 *Obox* loci, we suggest that 28 have potential to be translated into protein sequences with a full homeodomain (Additional file 2). These deduced protein sequences were then used in a second phylogenetic analysis which indicated three subgroups within the OboxA group (Table 1; Fig. 2b; Additional file 1D). Analysis of RNA sequencing data from preimplantation mouse embryos revealed that temporal expression is similar within *Obox* groups or subgroups, but can be subtly different between them (Fig. 2b). Expression of the vast majority loci within the OboxD group was not detected in the early embryo, with the exception of *Oboxd10* which shows low-level expression (FPKM 4.09) at the two-cell stage (Table 1). Overall, we identified four expression profiles: oocyte to two cell (OboxAb), two cell to four cell (OboxAa, OboxB), two cell to eight cell (OboxC) and two cell to blastocyst (OboxAc) (Fig. 2b). The observed expression patterns for *Oboxa1*, *Oboxa2*, *Oboxa3*, *Oboxa4* and *Oboxa6* are consistent with previous studies [18–20]. Based on sequence and expression similarity, we hypothesise there is likely to be functional redundancy within, but not usually between, *Obox* groups and subgroups.

**Table 1:** Groupings of mouse *Obox* genes with corresponding expression patterns

Human orthologue	Group	Subgroup	Members with ORF and HD	Members expressed in embryo	Example	Expression
*TPRX2*	OboxA	OboxAa	5	5	*Oboxa7*	Two cell to four cell
		OboxAb	4	4	*Oboxa4*	Oocyte to two cell
		OboxAc	1	1	*Oboxa1*	Two cell to morula
	OboxB	OboxB	1	1	*Oboxb2*	Two cell to four cell
	OboxC	OboxC	1	1	*Oboxc*	Two cell to eight cell
	OboxD	OboxD	16	1*	*Oboxd10*	Two cell
*TPRX1*	Crxos	NA	3	3	*Crxos*	Two cell to blastocyst

* Exact number uncertain because of 100% sequence similarity

**Fig. 2:**
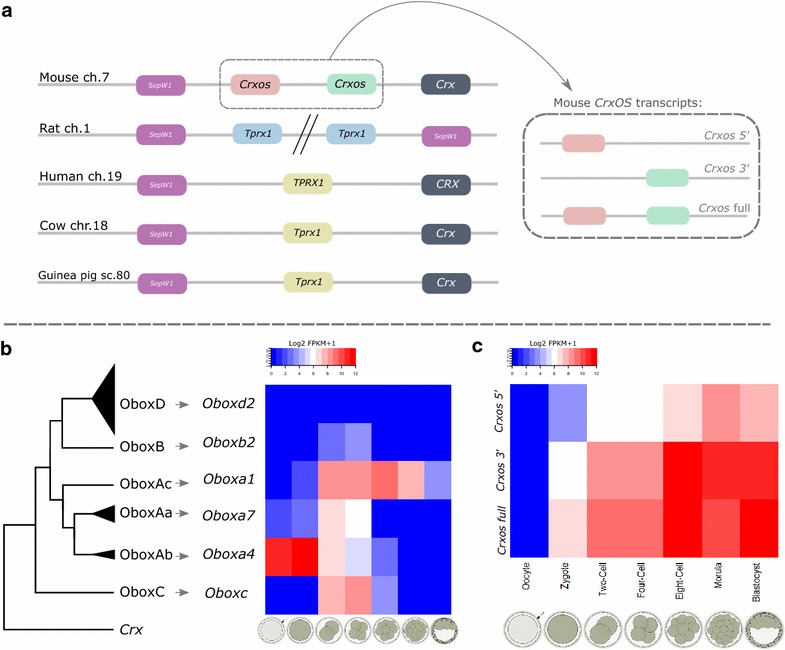
ETCHbox organisation and expression in preimplantation development: **a** The *Crxos* locus has undergone a mouse-specific duplication and generates three transcripts: two with a single homeobox and a composite double-homeobox transcript. *Crxos* is the *Tprx1* orthologue although originally named as a distinct gene. **b** Analysis of protein and nucleotide sequences of 66 *Obox* genes in mouse identified four groupings; sequences and expression profiles enable OboxA to be split into three subgroups. **c** The three *Crxos* transcripts have the same preimplantation temporal expression pattern, with the 3′ single-homeobox transcript generally having higher RNA levels

The murine gene *Crxos*, orthologous to human *TPRX1*, has duplicated in tandem with the locus generating three distinct transcripts (Fig. 2a). To date the duplication, we used a conserved domain search to examine the genomic region between *Crx* and *Sepw1* loci (the location of *TPRX1*/*Crxos*) for homeobox sequences. In cow (*Bos taurus*), guinea pig (*Cavia porcellus*), naked mole rat (*Heterocephalus glaber*) and brown rat (*Rattus norvegicus*), only one homeobox was found (Fig. 2a, Additional file 1E), although *R. norvegicus* has an apparently independent duplication of the region containing extra copies of both *Crxos* and *Sepw1*. In contrast, using TBLASTN in the Algerian mouse (*Mus spretus*, Jackson laboratory strain #001146*)*, we found two homeobox sequences and regions homologous to all *M. musculus* exons (Additional file 1E and F). These data reveal that the internal duplication to generate a double-homeobox *Crxos* gene occurred in the ancestry of the *Mus* genus after the split of the mouse and rat lineages.

Analysis of RNA sequencing data from mouse preimplantation embryos revealed that the 3′ single-homeobox *Crxos* transcript has higher expression than the 5′ single-homeobox transcript, although the temporal profile is the same (Fig. 2c). The 3′ *Crxos* transcript has also been previously reported to encode sequences essential for nuclear localisation of the protein [21].

### Ectopic expression of *Crxos* and *Obox* genes induces transcriptomic changes

As homeobox genes encode transcription factors, we asked whether ectopic expression of mouse ETCHbox genes could induce transcriptional changes and how such changes are related to possible in vivo roles. Due to the complex genomic organisation, we used the above evolutionary analyses to inform the choice of genes. We selected three *Obox* genes with different expression patterns and from different subgroups to test the hypothesis that genes from different subgroups have distinct activities. We also selected the 3′ *Crxos* single homeodomain transcript as the most highly expressed splice variant of *Crxos;* this will now be referred to as ‘*Crxos’* throughout.

We expressed ectopically *Oboxa1* (subgroup OboxAc, *Obox6* in earlier nomenclature), *Oboxa4* (subgroup OboxAb, formerly *Obox1*), *Oboxa7* (subgroup OboxAa) or *Crxos* under a constitutive promoter in primary mouse embryonic fibroblasts and assayed transcriptome-wide effects through RNA sequencing. In each case, we determined catalogues of genes that were up- or down-regulated 48 h after ectopic expression (Additional file 3). These catalogues could include direct and indirect targets. 

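Primary mouse embryonic fibroblasts are connective tissue cells grown out of embryos. RNA was sequenced from 15 libraries, 3 for each transfected gene and 3 for the empty vector that serves as control, from cells sorted 48 h after electroporation for the fluorescent protein that the vector co-expresses. The reads of the transfected gene identify each library. Reads assigned to Crxos numbered 5586 to 12033 in the Crxos libraries and at most 2 in any other, and those assigned to Obox6 (Oboxa1) numbered 2009 to 5956 in the Oboxa1 libraries and at most 19 in any other. Reads assigned to Obox1 (Oboxa4) numbered 2338 to 3712 in the Oboxa4 libraries and at most 34 elsewhere, and those assigned to Gm8053 (Oboxa7) numbered 2227 to 3899 in the Oboxa7 libraries and at most 1 elsewhere. The control libraries held 0 reads of each. Levels of genes below are given as CPM, the counts scaled to a common library total.

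The authors aligned the paired-end reads to GRCm38/mm10 with STAR and counted reads per protein-coding gene with featureCounts, without versions given in the sources used here. The deposited values are these counts, with no normalization applied. The total count per library ranged from 30999518 to 35824302 (median 34493939) for Crxos, from 29541541 to 36435455 (median 32052848) for Oboxa1, from 28440415 to 38903272 (median 37331152) for Oboxa4, from 33032614 to 42778823 (median 35412979) for Oboxa7 and from 31239855 to 33849761 (median 33793656) for the control. The range of read numbers per sample in the paper starts and ends higher than that of these counted totals, which are the ones used here. Genes with too few counts for a test were removed with edgeR's filter, which left 14012 of 22063 rows. Each transfected gene was compared with the control by edgeR's quasi-likelihood test fitted to all 15 libraries after TMM scaling, and a gene was called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change above 1.25, the thresholds of the paper. Nothing in the paper or the sample labels says whether the 3 libraries of a condition came from separate cultures, so the p-values measure the spread between these libraries.

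The libraries did not group by transfected gene alone. In a principal component analysis of the 1000 most variable genes, component 1 held 56.5% of the variance and separated 5 libraries (Crxos replicates 1 to 3, Oboxa1 replicate 3 and control replicate 1) from the other 10. With a term for this split, 1251 genes were higher and 1308 lower in the set of 5 by edgeR's quasi-likelihood test. Of 34 Hox genes measured, 22 were higher and 7 lower in the set of 5, and of 35 interferon-stimulated genes 26 were higher and 0 lower (31 and 0 at an unadjusted p under 0.05). The paper states that experiments were matched by date, but neither the paper nor the sample labels give the date of a library, and the 15-library test takes no account of dates. Because all Crxos libraries lie in the set of 5 and all Oboxa4 and Oboxa7 libraries in the set of 10, another fit, chosen after seeing the data, gave each condition a mean within each set and compared conditions only within a set. Values from this fit are called within-set values. For Crxos they rest on 1 control library (replicate 1), for Oboxa4 and Oboxa7 on 2 (replicates 2 and 3), and for Oboxa1 on all 3. The single control library gives no spread of its own. The standard errors, p-values and calls for Crxos within its set therefore take their spread from the other groups, the Crxos libraries among them.

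**Figure D1:**
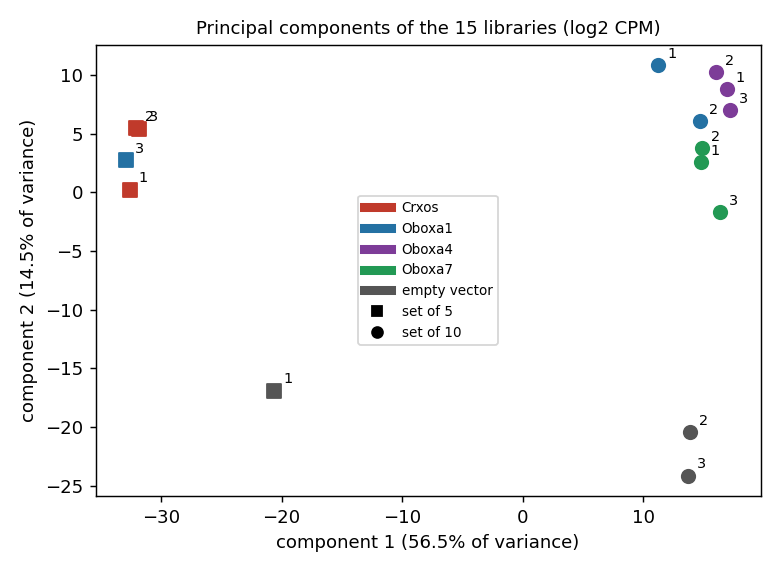
Principal components 1 and 2 of the 15 libraries, computed from the 1000 most variable genes, with the percentage of variance on each axis. Colours mark the transfected gene, numbers the replicate, squares the set of 5 libraries and circles the set of 10. The largest gap between neighbouring libraries on component 1 is 31.9, against 11.2 for the next.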

To identify embryonic processes potentially influenced by *Crxos*, *Oboxa1*, *Oboxa4*, and *Oboxa7,* we examined whether each catalogue of up- or down-regulated genes had overlap with defined ‘temporal expression profiles’ (these are sets of genes grouped on the basis of expression pattern in mouse preimplantation development; shown in Additional files 1G and 4). We also used gene ontology (GO terms) to provide further functional information on groups of genes. The numbers of genes affected significantly by each treatment, and the overlaps between experiments are shown in Additional file 1H.

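Crxos changed more genes than any of the Obox genes in the 15-library test, with 1174 genes higher and 1177 lower than in the empty-vector control. Oboxa4 followed with 1129 higher and 817 lower, then Oboxa1 with 595 higher and 460 lower, and Oboxa7 with 466 higher and 328 lower. A common response of 173 genes was higher and 130 lower after all 4 genes. It includes the collagen gene Col3a1 and the elastic fibre gene Eln, both higher after every gene, and 661 genes were called higher and 796 lower after Crxos alone. Both counts depend on how the 2 sets of libraries are treated. Within sets the common response held 332 higher and 184 lower genes and that to Crxos alone 307 and 377, and with a term for the 2 sets these were 416 and 237, and 147 and 242. Crxos shared 411 higher and 343 lower genes with Oboxa1, where lists of these sizes drawn independently would share 49.6 and 38.7. It shared 397 higher and 278 lower genes with Oboxa4, where independent lists would share 94.1 and 68.7, and 216 higher and 150 lower genes with Oboxa7 against 38.7 and 27.6.

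The log2 fold changes of Crxos correlated across genes with those of Oboxa1 (r = 0.69, covariance 0.130), Oboxa4 (r = 0.32, covariance 0.0671) and Oboxa7 (r = 0.27, covariance 0.0528). Unchanged groups simulated against the same 3 controls, with the 2 sets of libraries taken as alike, gave r = 0.50 for Crxos and Oboxa1 and 0.51 for Crxos with Oboxa4 or Oboxa7, a covariance of 0.0135 for each, and at most 0.05 shared genes per simulation. With the sets taken to differ as they do here, the simulated r was 0.20 for Crxos and Oboxa1 and -0.42 for Crxos with Oboxa4 or Oboxa7. The r of Crxos with Oboxa4 and with Oboxa7 thus lies below the simulated value where the sets are alike and above it where they differ. Genes are not independent replicates, and lists drawn independently take no account of the shared controls, which the simulated groups include. Within sets, where Crxos and Oboxa4 share no control library, r was 0.44, and 478 genes were higher and 281 lower after both, with 51 in opposite directions.

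The order of the counts was another within sets, with 896 higher and 799 lower genes for Crxos, 1248 and 804 for Oboxa1, 1780 and 1081 for Oboxa4, and 1068 and 603 for Oboxa7. A fit of only Oboxa1 and the control gave 49 higher and 18 lower genes for Oboxa1. The test against a fold change of 1.25 (glmTreat) gave 414 and 331 for Crxos, 128 and 51 for Oboxa1, 212 and 110 for Oboxa4, and 66 and 14 for Oboxa7. Single libraries moved several counts by more than 1.5 times. For Crxos, 700 genes were higher and 713 lower without Crxos replicate 2, 691 and 767 without control replicate 2, 635 and 685 without control replicate 3, and 1781 were higher without control replicate 1. For Oboxa1, 285 were higher and 187 lower without Oboxa1 replicate 1, 286 and 211 without control replicate 3, 1096 and 694 without control replicate 1, and 962 were higher without Oboxa1 replicate 3. For Oboxa7, 171 were higher and 86 lower without Oboxa7 replicate 1, 208 and 139 without Oboxa7 replicate 2, 214 and 149 without control replicate 3, and 842 were higher without Oboxa1 replicate 3, which enters through the spread that all groups share.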

### *Crxos* up- and down-regulated profiles

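Several genes of chromosome segregation and DNA replication were among the profile 5 members that fell after Crxos. They include Cenpe, a kinetochore motor (log2 fold change -0.63), Clspn, a replication checkpoint adaptor (-0.57), Incenp of the chromosomal passenger complex (-0.48), Tpx2, a spindle assembly factor (-0.45), Kif2c, a microtubule depolymerase (-0.42), and Mybl1, a transcription factor (-0.64). Among the 58 measured members of the temporal profile of genes abundant in the oocyte, numbered 5 in Additional file 4, 12 were lower after Crxos than in the control, 1 was higher (Tdrkh, 0.66) and the others did not pass edgeR's quasi-likelihood test. Within sets the tally was also 12 lower and 1 higher, but the higher member was Lrp6, and Tdrkh at 0.18 did not pass. The copy of Additional file 4 used here holds 1999 of 9463 rows, among them 64 genes of profile 5, so the enrichment itself was not tested.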

The catalogue of genes down-regulated following *Crxos* ectopic expression is enriched in genes from a single temporal expression profile, number 5 (Fisher’s test *p* = 0.0007; Fig. 3a, Additional file 5). Profile 5 contains genes with high levels of mRNA in the oocyte, which decrease as development proceeds (Fig. 3a). Genes up-regulated by *Crxos* ectopic expression are enriched for genes in profile 59 (Fisher’s test *p* = 0.02, Additional file 5) composed of genes with a sharp peak of expression in the two-cell embryo, then lower expression from four cell to morula, before a second, larger expression peak in blastocyst. 

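The members of profile 59 that rose after Crxos were Ppp1r3b, a regulatory subunit of a glycogen-associated phosphatase (log2 fold change 1.02), the stress-response transcription factor Ddit3 (0.98), Herpud1, a protein of the endoplasmic reticulum (0.38), and the secreted protease Htra1 (0.35). More members fell than rose. Sox2 had a log2 fold change of -3.95 over all 3 controls and of -1.47 within the set. Gipc2 (-1.36, and -0.14 within the set), Upp1 (-0.99, and -0.58 within the set), Cdkn3 (-0.66), Cdca3 (-0.63) and Arhgap19 (-0.57) were also lower. In all, 4 of the 73 measured members were higher and 11 lower than in the control by edgeR's quasi-likelihood test, and within sets 3 were higher (Ddit3, Junb and Rnd3) and 7 lower. Ppp1r3b, at 0.23, Gipc2 and Upp1 did not pass within the set. The number of higher members was 1 without Crxos replicate 2, 2 without Crxos replicate 3 or either of control replicates 2 and 3, and 7 without control replicate 1. The part of Additional file 4 used here holds 78 genes of this profile, and no enrichment was tested on it. From profiles 5 and 59 together, the paper proposes that Crxos prepares the embryo for blastocyst formation from the time its transcription begins.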

There is also enrichment for profile 216, but this profile is not consistent with normal *Crxos* expression so may be off-target. Given that expression of *Crxos* begins in the two-cell embryo and extends to the blastocyst, we suggest that the second, larger peak of expression in profile 59 includes in vivo downstream targets of *Crxos* (Fig. 3a). Together, these results suggest that when *Crxos* transcription is initiated in the two-cell stage, it serves a role in preparing the embryo for blastocyst formation.

**Fig. 3:**
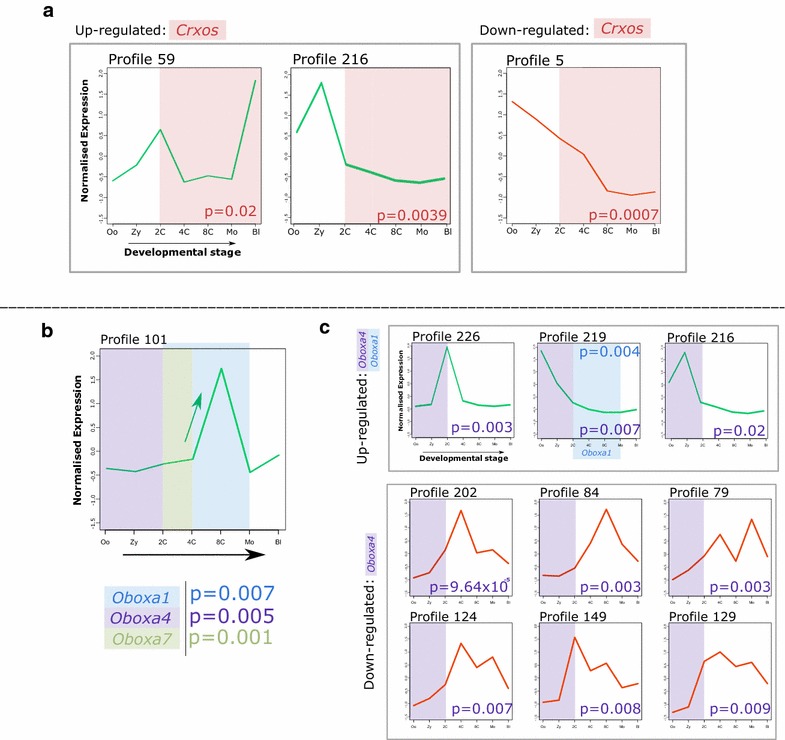
Enriched profiles following *Crxos* or *Obox* ectopic expression. Following over-expression of *Crxos*, *Oboxa1*, *Oboxa4 or Oboxa7* in cultured mouse embryonic cells, we identified genome-wide transcriptomic changes. Each set of up- or down-regulated genes was compared to sets of genes assigned to distinct temporal expression profiles to test for enrichment (Fisher’s exact test, corrected *p* values shown). **a** Genes up-regulated following *Crxos* ectopic expression are enriched for two profiles, 59 and 216, although we suggest profile 216 is an off-target effect. Genes down-regulated are enriched for profile 5. Pink shading indicates time of *Crxos* expression. **b** Genes in profile 101 are up-regulated by *Oboxa1*, *Oboxa4* and *Oboxa7*. Blue, purple or green shading indicates time of expression for *Oboxa1*, *Oboxa4* or *Oboxa7*, respectively. **c** Genes up-regulated by *Oboxa4* ectopic expression are enriched for two profiles not affected by other *Obox* genes (226, 216) and one profile also affected by *Oboxa1* (219). Genes down-regulated by *Oboxa4* ectopic expression are enriched for six profiles not affected by other *Obox* genes (202, 84, 79, 124, 149, 129). Green curves relate to up-regulated genes; red curves relate to down-regulated genes. Oo = oocyte, Zy = zygote, 2C = two-cell embryo, 4C = four-cell embryo, 8C = eight-cell embryo, Mo = morula, Bl = blastocyst

### *Obox* up- and down-regulated profiles

The catalogue of genes up-regulated by ectopic expression of *Oboxa1*, *Oboxa4* or *Oboxa7* showed extensive overlap. Each of these *Obox* genes elicited higher expression of genes found within temporal expression profile 101 (*Oboxa1 p* = 0.007, *Oboxa4 p* = 0.005, *Oboxa7 p* = 0.001; Fig. 3b, Additional file 5). 

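The 3 Obox genes raised and lowered overlapping groups of genes. Megf6, which encodes a protein with EGF-like repeats and lies on chromosome 4 of GRCm38.p6 from 154170704 to 154275721, rose from 4.26 ± 0.636 CPM (SD, n = 3) in the control to 21.3 ± 5.73 (SD, n = 3) after Oboxa1, 22.2 ± 2.22 (SD, n = 3) after Oboxa4 and 16.2 ± 2.48 (SD, n = 3) after Oboxa7. Gucy1a3, a subunit of soluble guanylate cyclase, and Gja5, a gap junction protein, were higher after all 3 genes, and Ptpn22, a protein tyrosine phosphatase, was lower after all 3, with log2 fold changes of -2.16, -2.62 and -2.26 after Oboxa1, Oboxa4 and Oboxa7.

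By edgeR's quasi-likelihood test, Oboxa1 and Oboxa4 shared 467 higher and 345 lower genes, where independent lists of these sizes would share 47.6 and 26.8. Oboxa4 and Oboxa7 shared 350 and 269, against 37.2 and 19.1, and Oboxa1 and Oboxa7 shared 250 and 201, against 19.6 and 10.8. Across genes, the correlation of log2 fold changes was 0.77 (covariance 0.118) between Oboxa1 and Oboxa4, 0.75 (covariance 0.121) between Oboxa4 and Oboxa7, and 0.65 (covariance 0.0931) between Oboxa1 and Oboxa7. All 3 comparisons use the same control libraries. Unchanged groups simulated against these controls gave r of 0.50, 0.51 and 0.51 (covariances 0.0136, 0.0134 and 0.0134) with the 2 sets of libraries taken as alike, and 0.36, 0.77 and 0.36 (covariances 0.0143, 0.0439 and 0.0144) with the sets taken to differ as they do here, and they shared a mean of 0 called genes. The r of 0.75 between Oboxa4 and Oboxa7 over 15 libraries is therefore not above the value that unchanged groups give where the sets differ. Within sets, where each pair shares 2 control libraries, r was 0.84, 0.78 and 0.74 for these pairs in the same order, against 0.43, 0.61 and 0.44 for unchanged groups with the sets different (0.45, 0.62 and 0.45 with the sets alike), and they shared 1025 higher and 580 lower, 861 and 500, and 722 and 446 genes.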

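Ly6c1, a cell surface protein of the Ly6 family, rose after all 3 Obox genes, with log2 fold changes of 0.90 for Oboxa1, 0.69 for Oboxa4 and 1.37 for Oboxa7. Itm2a, a membrane protein, had log2 fold changes of 0.53 after Oboxa1 and 0.49 after Oboxa4, and Ypel2 of 0.58 after Oboxa4 and 0.56 after Oboxa7. Of the 47 measured members of profile 101, 4 were higher after Oboxa1, 7 after Oboxa4 and 3 after Oboxa7, and 0 were lower after any of the 3 by edgeR's quasi-likelihood test (6, 8 and 4 at an unadjusted p under 0.05, and 0 by DESeq2). After Crxos, 4 members were higher and 1 was lower, with Ly6c1 at 1.12 and Itm2a at 0.56. The within-set tally was 7, 10 and 6 higher members for Oboxa1, Oboxa4 and Oboxa7 and 4 for Crxos. The count for Oboxa1 was 2 without Oboxa1 replicate 1 and 7 without control replicate 1. The part of Additional file 4 used here holds 57 genes of this profile, and no enrichment was tested on it.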

In mouse development, genes in profile 101 are not expressed during the earliest stages of preimplantation development but show a sharp pulse of expression at the eight-cell stage. These genes are likely to have roles before the earliest cell fate decisions. The finding that three *Obox* genes, but not *Crxos*, elicit increased expression of similar sets of genes may be a consequence of the three closely related Obox proteins activating target genes through recognition of the same enhancer motifs [20]. Thus, after ectopic expression, an *Obox* gene may up-regulate targets usually regulated by a different *Obox* gene. 

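Over 15 libraries, few genes differed between any 2 of the Obox genes by edgeR's quasi-likelihood test, and several other fits called more for Oboxa7 against Oboxa4 or Oboxa1. Oboxa4 and Oboxa1 differed at 4 rows, which are the 2 transfected genes, each listed in the count table under its symbol and under a name that carries the subgroup. Oboxa1 and Oboxa7 differed at 17 genes and Oboxa4 and Oboxa7 at 26, the transfected genes among them. Among the latter was Fmo1, a flavin-containing monooxygenase on chromosome 1 of GRCm38.p6 from 162829561 to 162866610, with 6.54 ± 1.16 CPM (SD, n = 3) after Oboxa7 and 0.262 ± 0.136 (SD, n = 3) after Oboxa4. Dynap (log2 fold change -2.48) was also lower after Oboxa4 than after Oboxa7, while the complement gene C4b (0.97) and the tenascin gene Tnxb (0.77) were higher. Apoe, an apolipoprotein, was lower after Oboxa1 than after Oboxa7 (-1.13). Crxos against the mean of the 3 Obox genes gave 2452 genes, but this contrast runs along the split between the 2 sets of libraries. With a term for that split 1 gene was called, fewer than the rows of the transfected genes themselves. The fit with the term thus missed differences known to be present in this contrast. Within sets this contrast gave 838 genes, by glmTreat 316, and it gave 1130 without Crxos replicate 1 and 1032 without Crxos replicate 2.

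Within sets, Oboxa4 differed from Oboxa7 at 494 genes, Oboxa1 from Oboxa7 at 245 and Oboxa4 from Oboxa1 at 9 rows, and with a term for the 2 sets at 280, 64 and 9. DESeq2 called 109 genes between Oboxa4 and Oboxa7 (118 with a normal prior), 90 between Oboxa1 and Oboxa7 (106) and 6 rows between Oboxa4 and Oboxa1 (6). A fit of only the compared groups called 393, 12 and 4, and glmTreat 14, 14 and 4. The 26 genes between Oboxa4 and Oboxa7 became 16 with a replicate block, 128 without Oboxa1 replicate 3 and 98 without control replicate 1, and between 11 and 17 without Crxos replicate 2, control replicate 2 or any single Oboxa4 or Oboxa7 library. The 17 genes between Oboxa1 and Oboxa7 became 7 without Oboxa1 replicate 1, 11 without Oboxa7 replicate 3, 34 without Oboxa1 replicate 3 and 104 without control replicate 1. The paper proposes that the related Obox proteins recognise the same enhancer motifs.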

Considering the expression profiles of *Oboxa1*, *Oboxa4* and *Oboxa7*, we suggest that genes within profile 101 are possible in vivo downstream targets of *Oboxa1* (OboxAc subclass) or *Oboxa7* (OboxAa subclass).

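Extracellular matrix genes were part of the common response to Oboxa1, Oboxa4 and Oboxa7. Elastin (Eln) had log2 fold changes of 1.68, 2.08 and 1.38 after the 3 genes in this order, the collagen gene Col8a2 of 1.79, 2.13 and 1.30, and the proteoglycan gene Aspn of 1.62, 1.71 and 1.30. Lgr5, a receptor for R-spondins, had log2 fold changes of 2.29, 1.89 and 1.30. Among the genes that fell after all 3 were the metalloprotease gene Mmp3 (-1.12, -1.35 and -1.41) and Ngef, a guanine nucleotide exchange factor (-1.21, -1.05 and -0.92). By edgeR's quasi-likelihood test, 238 genes were higher and 189 lower after every one of the 3 genes, and 568 and 340 with a term for the 2 sets of libraries. Within sets the common groups held 671 and 415 genes, in fits of only the compared groups 36 and 15, and by glmTreat 26 and 10.

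Leaving out 1 library moved the common groups by more than 1.5 times in several cases. They held 157 higher and 95 lower genes without Oboxa1 replicate 1, 521 and 317 without Oboxa1 replicate 3, 103 and 56 without Oboxa7 replicate 1, 119 and 79 without Oboxa7 replicate 2, and 104 and 68 without control replicate 3.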

Considered across all temporal profiles, the three *Obox* genes examined up-regulate a common set of 343 genes and down-regulate a common set of 268 genes (Fig. 4). GO analysis reveals extracellular matrix (*p* = 4.9 × 10^−33^) and focal adhesion (*p* = 7.2 × 10^−8^) as enriched functions among the commonly up-regulated genes, and DNA replication (*p* = 1.7 × 10^−5^) enriched among the down-regulated genes (Additional file 1I).

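Among collagens and the enzymes that modify them, more were called higher than lower after each Obox gene. Of 31 measured, 14 were higher and 1 lower after Oboxa1, 16 higher and 0 lower after Oboxa4, and 7 higher and 0 lower after Oboxa7 (1 lower after Oboxa4 and 2 after Oboxa7 at an unadjusted p under 0.05, 0 by DESeq2). Of 50 elastic fibre, proteoglycan and matricellular proteins, 19, 21 and 13 were higher and 0, 1 and 0 lower in the same order (2 lower after Oboxa1 and 2 after Oboxa7 at an unadjusted p under 0.05, 0 by DESeq2), and of 21 metalloproteases and inhibitors 12, 12 and 7 were higher and 1, 3 and 3 lower. The fibrillar collagen gene Col3a1 had log2 fold changes of 1.09, 1.26 and 0.82, and Aspn after Oboxa4 stood at 1.71 (standard error 0.15, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test). The basement membrane gene Hmcn1 rose by 1.98 after Oboxa4 and 1.57 after Oboxa7 on the log2 scale, while the collagenase Mmp13 fell by 2.38 and 2.16. After Crxos 18 collagens were higher and 1 lower, and 24 elastic fibre and related proteins were higher and 3 lower. Of 9 chondrocyte markers measured, among them the cartilage collagens Col9a1, Col9a2 and Col11a2, 2 were higher after Oboxa1, 3 after Oboxa4 and 0 after Oboxa7 (3 higher after Oboxa7 at an unadjusted p under 0.05, 2 by DESeq2), and within sets 5, 6 and 1; 0 were lower after these genes, also at an unadjusted p under 0.05 or by DESeq2.

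Integrins and focal adhesion proteins, a list that holds no collagens or other matrix proteins, went both ways. Of 30 measured, 3 were higher and 5 lower after Oboxa1, 3 and 6 after Oboxa4, 2 and 3 after Oboxa7, and 3 and 6 after Crxos. The integrin subunit Itga1 rose (0.95, 0.78 and 0.80 after Oboxa1, Oboxa4 and Oboxa7), whereas the subunit Itga6 (-1.21, -1.07 and -0.67) and the adhesion adaptor Parvb (-1.03, -1.11 and -0.81) fell. Of 40 DNA replication genes, 20 were lower after Oboxa1, 20 after Oboxa4 and 13 after Oboxa7, and 0 were higher by edgeR's quasi-likelihood test, at an unadjusted p under 0.05 or by DESeq2. The helicase subunit Mcm7 had log2 fold changes of -0.40, -0.45 and -0.36 and the flap endonuclease Fen1 of -0.39, -0.43 and -0.41. After Crxos 25 of the replication genes were lower, as were all 40 measured genes of mitosis and the G2/M programme, such as Hmmr, a spindle-associated protein (-0.69, standard error 0.09, adjusted p = 0.0003 by the same test). Of the mitosis genes 15 were lower after Oboxa1, 2 after Oboxa4 and 2 after Oboxa7.

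Adjusted over the list alone, the collagens counted 18 higher and 1 lower, 17 and 0, and 8 and 0 after Oboxa1, Oboxa4 and Oboxa7, and 21 and 2 after Crxos. The elastic fibre group counted 25 and 1, 23 and 1, and 16 and 1 for the Obox genes and 25 and 4 for Crxos, the metalloproteases 12 and 1, 14 and 4, and 9 and 3, and the adhesion proteins 5 and 5, 4 and 6, and 4 and 4 adjusted over the list alone. The replication genes counted 22, 21 and 14 lower and 25 for Crxos, and the mitosis genes 20, 2 and 2 lower and 40 for Crxos, adjusted over the list alone. Camera, a test of a list against the other genes, gave adjusted p between 4.3e-12 and 7.7e-06 for the collagens and between 2.4e-11 and 4.3e-07 for the elastic fibre group after the Obox genes, and 7.0e-20, 6.9e-15 and 1.2e-18 for DNA replication. For the adhesion proteins it gave adjusted p = 0.83, 0.31 and 0.35. These values assume a preset correlation of 0.01 between genes, and 0 of the 88 list tests were called with an estimated correlation (24 at an unadjusted p under 0.05), and 50 by fry, which tests a list against no change and not against the other genes. With an estimated correlation, adjusted p = 0.114, 0.150 and 0.230 for the collagens after Oboxa1, Oboxa4 and Oboxa7, 0.114 after each for the elastic fibre group, 0.114, 0.169 and 0.227 for the metalloproteases, 0.114, 0.150 and 0.114 for DNA replication, and 0.227, 0.460 and 0.460 for mitosis. For the metalloproteases after Oboxa7 the median log2 fold change was 0.29 and the mean -0.01. The 2 sets of libraries differed at 11 of the collagens (6 higher and 5 lower in the set of 5), 25 of the elastic fibre group (11 and 14) and 1 of the replication genes. Within sets, the collagens counted 18 higher and 1 lower, 20 and 1, and 13 and 2 after Oboxa1, Oboxa4 and Oboxa7. In the same order the elastic fibre group counted 30 and 1, 31 and 1, and 22 and 1, the metalloproteases 13 and 3, 13 and 3, and 10 and 3, and the adhesion proteins 6 and 7, 6 and 8, and 6 and 6.

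**Figure D2:**
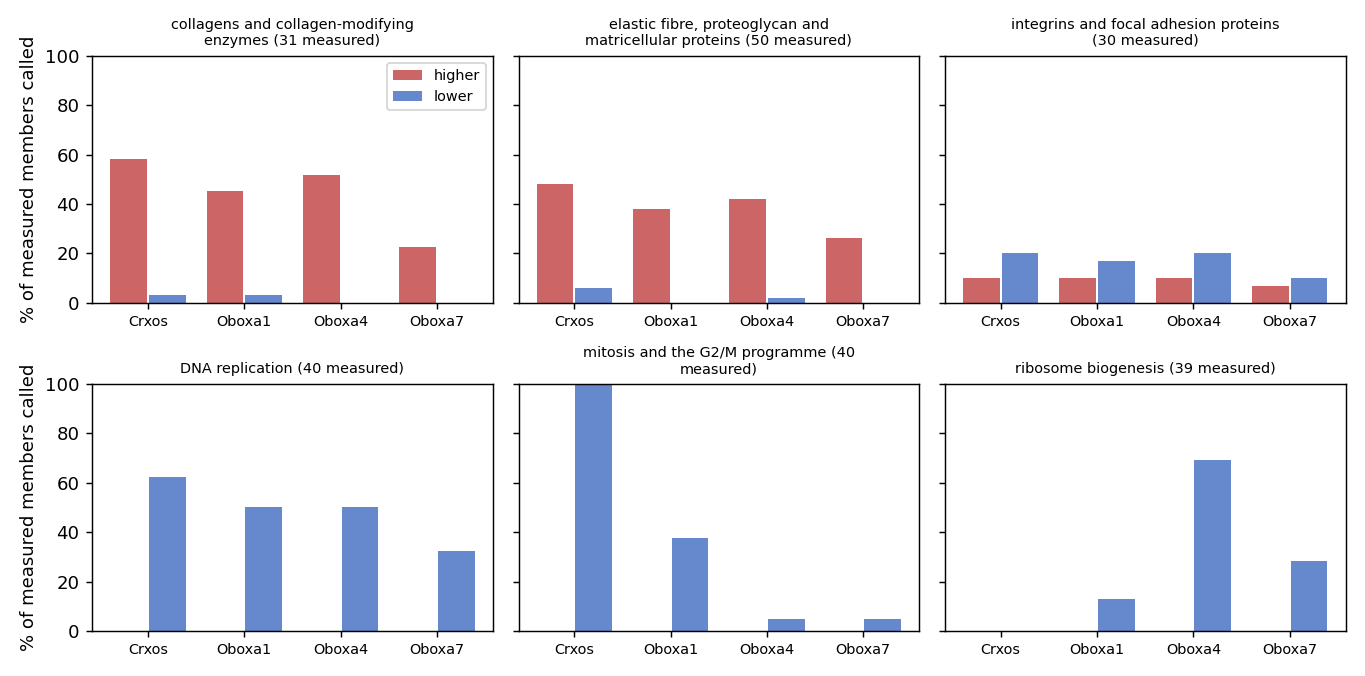
Share of measured members of 6 gene lists called higher (red) or lower (blue) than the empty-vector control after each transfected gene, in percent, from edgeR's quasi-likelihood test over 15 libraries. Collagens and elastic fibre proteins are called mostly higher and replication genes only lower after every gene, whereas the adhesion proteins are called in both directions.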

**Fig. 4:**
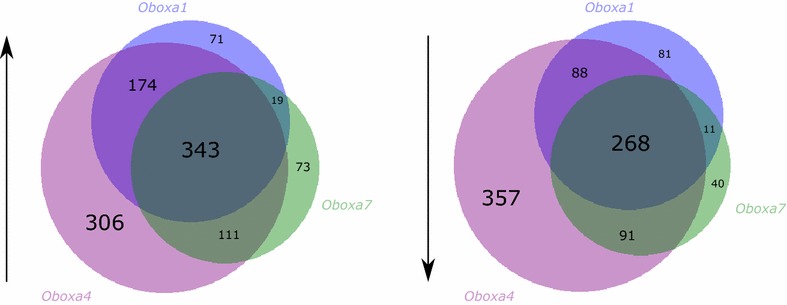
Overlap between genes downstream of *Obox* genes. Comparison of genes up- or down-regulated following ectopic expression of *Obox* genes; ectopic expression of the maternally expressed *Oboxa4* gene affects expression of additional downstream genes not affected by *Oboxa1* or *Oboxa7* expression

The comparison of all downstream genes also reveals that ectopic expression of *Oboxa4* has the most distinct effects of the three *Obox* genes tested, affecting more than 600 genes not significantly affected by the other *Obox* genes (Fig. 4). 

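Genes called after Oboxa4 and after no other Obox gene numbered 938, of which 546 were higher and 392 lower than in the control by edgeR's quasi-likelihood test. The corresponding numbers were 114 higher and 103 lower for Oboxa1 and 102 higher and 47 lower for Oboxa7. Of the 546 higher genes, 534 had a positive log2 fold change after both Oboxa1 and Oboxa7, with medians of 0.52 after Oboxa4, 0.31 after Oboxa1 and 0.30 after Oboxa7. Of the 392 lower genes, 377 had a negative log2 fold change after both, with medians of -0.40, -0.25 and -0.26. These shares are 97.8% and 96.2%, but all 3 comparisons use the same controls, which alone can give a gene the same sign. In simulations against these controls in which Oboxa4 alone had an effect, 38.3% of the higher and 40.8% of the lower genes called after Oboxa4 only had the same sign after both others with the 2 sets of libraries alike (42.6% and 44.3% with the sets different), and at most 63.9% and 68.2% with the effect halved. In the direct comparisons, 0 of the 546 and 0 of the 392 differed between Oboxa4 and Oboxa1 (281 of the 938 at an unadjusted p under 0.05 and 2 by DESeq2), and 1 and 1 differed between Oboxa4 and Oboxa7.

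Within sets, 561 higher and 416 lower genes were called after Oboxa4 alone among the Obox genes. Of these, 1 and 0 differed from Oboxa1 in the direct comparison, and 51 and 43 from Oboxa7. The medians are taken over genes chosen for their call after Oboxa4, which raises its median relative to the others.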

The distinctiveness of *Oboxa4* is also evident at the level of temporal profiles. In addition to the shared profile 101, genes up-regulated following ectopic expression of *Oboxa4* were enriched for three further temporal profiles: 216, 219 and 226 (Fig. 3C, Additional file 5). The first two of these comprise genes with in vivo expression peaks in the zygote and two-cell embryo. Since *Oboxa4* is predominantly expressed as a maternal transcript, these profiles are consistent with being downstream in vivo direct or indirect targets (Fig. 3c). Genes down-regulated following *Oboxa4* ectopic expression are significantly enriched for six expression profiles, each of which has an mRNA peak after zygotic genome activation (ZGA; [22]): profiles 202, 84, 79, 124, 149, 129; collective Fisher’s test *p* = 2.7 × 10^−13^ (Fig. 3b, Additional file 5). These profiles, therefore, are consistent with being negatively regulated downstream in vivo targets, with maternal *Oboxa4* suppressing expression until after ZGA. 

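Timm8a1, a mitochondrial import chaperone (log2 fold change -0.69), Tma16 (-0.61), the polyamine enzymes Sat1 (-0.47) and Odc1 (-0.42) and a translation initiation factor subunit, Eif2b3, are among the 8 members of profile 84 that were lower after Oboxa4. Cth, an enzyme of cysteine synthesis, was the 1 member called higher (0.44), out of 38 measured. In profile 79, 8 of 60 measured members were lower and 1 higher (Zfp708, 0.65). The lower members include nucleolar proteins that process ribosomal RNA, namely Ddx21 (-0.55), Nop58 (-0.51), Rrs1 (-0.49), Gtpbp4 (-0.39), Rbm19 (-0.39) and Pwp2 (-0.38). After Oboxa1, Oboxa7 and Crxos, 1, 2 and 1 members of profile 84 and 2, 2 and 3 members of profile 79 were lower, and these differences from Oboxa4 were not tested.

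The calls are from edgeR's quasi-likelihood test. Within sets, 8 members of profile 84 and 11 of profile 79 were lower, and 5 of profile 79 were lower without Oboxa4 replicate 2. The part of Additional file 4 used here holds 43 and 61 genes of these 2 profiles, and no member of the other 4 profiles was analysed here.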

A gene ontology (GO) analysis of the regulated genes in these profiles shows enrichment for ribosome biogenesis functions (*p* < 0.001). 

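Most of the ribosome biogenesis genes measured were called lower after Oboxa4. Of 39 measured genes of this process, 27 were lower and 0 higher than in the control (0 higher at an unadjusted p under 0.05 or by DESeq2), with a median log2 fold change of -0.38. Npm1, the nucleolar protein nucleophosmin, fell by 0.37 on the log2 scale (standard error 0.05, adjusted p = 0.00085 from edgeR's quasi-likelihood test), and Nhp2, a component of small nucleolar ribonucleoproteins, fell by 0.64 (standard error 0.10, adjusted p = 0.00099 from the same test). After Oboxa7 11 of these genes were lower and after Oboxa1 5, with medians of -0.26 and -0.22. After Crxos 0 were called (1 higher and 7 lower at an unadjusted p under 0.05, 0 by DESeq2), and the median was -0.02. Of 40 cytoplasmic ribosomal proteins, 5 were lower after Oboxa4 and 1 each after Oboxa1 and Oboxa7, with 0 called after Crxos (2 lower at an unadjusted p under 0.05, 0 by DESeq2).

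Adjusted over the list alone, 27, 14, 5 and 0 biogenesis genes were lower after Oboxa4, Oboxa7, Oboxa1 and Crxos. Camera gave adjusted p = 2.0e-17 for Oboxa4, 3.4e-15 for Oboxa7 and 1.2e-10 for Oboxa1, and 0.37 for Crxos; with an estimated correlation these were adjusted p = 0.188, 0.211, 0.265 and 0.886. The list was also higher in the set of 5 libraries, with a median log2 difference of 0.16 (camera, adjusted p = 0.000296, or adjusted p = 0.845 with an estimated correlation), and within sets 25, 9, 5 and 0 of the genes were lower in the same order.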

Profile 219 is also enriched in the genes up-regulated downstream of *Oboxa1*, although considering the temporal expression of *Oboxa1* in the embryo this is more likely to be an in vivo target of *Oboxa4* (Fig. 3c).

### Comparison between human and mouse ETCHbox gene functions

The evolutionary loss of *Argfx*, *Leutx* and *Dprx* ETCHbox genes in mouse, and duplication of the remaining *Tprx1* and *Tprx2* genes, raises questions about functional similarities and differences between mouse and human. We compared the sets of genes significantly up- and down-regulated after ectopic expression of human *TPRX1*, *ARGFX*, *DPRX* and *LEUTX* [7] with each of the gene sets up- or down-regulated by mouse *Crxos*, *Oboxa1*, *Oboxa4* and *Oboxa7*. Two of these comparisons revealed striking overlap (Fig. 5a; Additional files 6 and 7). We found that for 96 of the genes up-regulated by *ARGFX* in human cells, their mouse orthologues were also up-regulated by *Crxos* in mouse cells (Fig. 5b; Fisher’s test *p* = 3 × 10^−52^; Additional file 7). Similarly, the set of genes down-regulated by *ARGFX* in human cells showed significant similarity to the set of genes down-regulated by *Crxos* in mouse cells (Fig. 5b; 125 one-to-one orthologues, *p* = 2.4 × 10^−102^; Additional file 7). Of these, 98% of the jointly down-regulated orthologues are expressed in the mouse preimplantation embryo, as are 50% of the jointly up-regulated genes. These data suggest close similarity of function between human *ARGFX* and mouse *Crxos*, despite these being non-orthologous proteins. 

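All 96 mouse genes of this group could be tested, and 68 were higher and 0 lower after Crxos than in the control (1 lower at an unadjusted p under 0.05, 0 by DESeq2), with a median log2 fold change of 0.63. The group includes the lipid carrier Apoe (1.06, standard error 0.16, adjusted p = 0.000677 from edgeR's quasi-likelihood test), the cholesterol hydroxylase Ch25h (2.08) and the stress-response transcription factor Ddit3 (0.98). After the Obox genes, 30 were higher for Oboxa1 (median 0.43), 34 for Oboxa4 (0.26) and 17 for Oboxa7 (0.15), and 1 was lower for Oboxa4. The study chose the 96 genes on these Crxos libraries, so their direction after Crxos is not independent evidence. Within sets, 58 were higher and 3 lower after Oboxa1, 50 and 12 after Oboxa4, and 36 and 4 after Oboxa7, and the median log2 fold change after Crxos was 0.60. The 17 higher genes for Oboxa7 over 15 libraries became 10 without Oboxa7 replicate 1, 8 without Oboxa7 replicate 2 and 10 without control replicate 3.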

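The DNA replication and mitosis lists hold 44 of these 125 orthologues, among them Cdc6, a replication licensing factor, and Bub1b of the spindle checkpoint, whereas 0 of the 96 jointly up-regulated orthologues are on either list. After Crxos 113 of the 125 were lower and 0 higher, with a median log2 fold change of -0.52, by edgeR's quasi-likelihood test (0 higher at an unadjusted p under 0.05 or by DESeq2). Bub1b had a log2 fold change of -0.64 after Crxos. After the Obox genes 49 were lower for Oboxa1 (median -0.31), 26 for Oboxa4 (-0.24) and 16 for Oboxa7 (-0.21). As with the up-regulated orthologues, the study selected this group on the Crxos libraries themselves. Within sets the counts were 125, 54, 20 and 13 lower after Crxos, Oboxa1, Oboxa4 and Oboxa7. The count for Oboxa1 was 14 without Oboxa1 replicate 1 and 27 without control replicate 3, that for Oboxa4 14 without Oboxa4 replicate 1, and that for Oboxa7 3 without either Oboxa7 replicate 1 or 2, 7 without control replicate 3 and 9 without control replicate 1. From the orthologues shared in both directions, the paper proposes that human ARGFX and mouse Crxos are close in function.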

The direct orthologue of mouse *Crxos* is human *TPRX1*, not *ARGFX*; these orthologous genes seem to have contrasting functions following ectopic expression since many genes down-regulated by *Crxos* over-expression are up-regulated by *TPRX1* (*p* = 1.58^−36^; Additional file 6). There are also additional significant overlaps observed between genes (Fig. 5a), suggesting further overlapping functions of human and mouse ETCHbox genes.

**Fig. 5:**
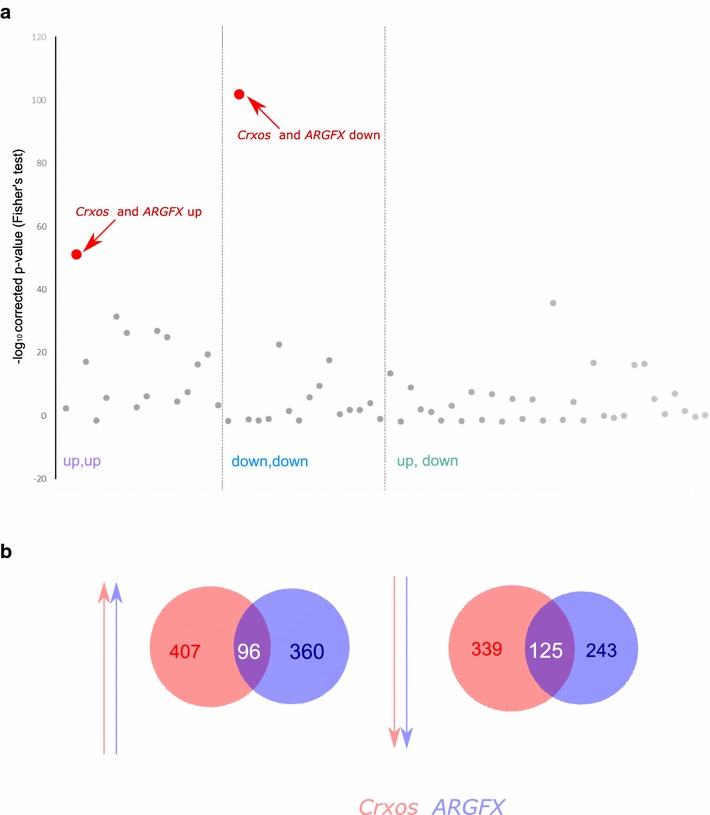
Similarity between genes downstream of human *ARGFX* and mouse *Crxos*. **a** The sets of genes up- or down-regulated following ectopic expression are compared between each mouse and human ETCHbox gene after filtering for one-to-one orthologues (human data from Ref. [7]); *y*-axis shows -log(*p* values) derived from pairwise Fisher’s exact test. Many comparisons are significant; the most striking similarities are between downstream targets of mouse *Crxos* and human *ARGFX* (up-regulated genes *p* = 3 × 10^−52^; down-regulated genes *p* = 4.2 × 10^−102^). Order of comparisons, from left to right, given in Additional file 6. **b** Proportional Venn diagrams showing extent of overlap between human and mouse one-to-one orthologues affected by *Crxos* ectopic expression in primary mouse embryonic fibroblasts and *ARGFX* in primary adult human fibroblasts

### Targets with strong response are associated with embryonic milestones

The analysis of function using temporal gene profiles pays equal attention to genes with low and high expression and does not distinguish between mildly or strongly up- and down-regulated targets. 

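The increases named here are the largest among called genes with a mean of at least 1 CPM, apart from the transfected genes, together with some of genes in the paper's Table 2. Their order is not that of Table 2, which places Megf6 and Lgr5 first after Oboxa4 and Apod first after Crxos. After Crxos, Lgr5, a receptor for R-spondins on chromosome 10 of GRCm38.p6 from 115450314 to 115587780, rose from 6.25 ± 1.81 to 49.6 ± 14.2 CPM (SD, n = 3 each), and Egfl6, a secreted protein with EGF-like repeats on chromosome X from 166523007 to 166585716, rose from 1.89 ± 0.512 to 11.1 ± 2.07 (SD, n = 3 each). The progesterone receptor gene Pgr (log2 fold change 2.48), the neuronal leucine-rich repeat gene Lrrn2 (2.63) and the chemokine gene Ccl11 (2.34) were also among the 10 largest. After Oboxa1 the largest increases included Gucy1a3 (2.90), Gdpd2 (2.38) and Megf6 (2.32), and after Oboxa4 Olfml1 (3.53), Gucy1a3 (3.23), Gdpd2 (3.07), the chemokine gene Cxcl15 (2.94) and the myosin heavy chains Myh1 and Myh2 (2.80 each). After Oboxa7 Fmo1 rose from 0.0829 ± 0.0804 to 6.54 ± 1.16 CPM (SD, n = 3 each), and the chitinase gene Chit1 from 0.138 ± 0.0711 to 2.32 ± 0.261. Rbp3, a retinoid-binding protein gene with a count of 0 in every control library, reached 2.12 ± 0.213 (SD, n = 3) after Oboxa7, at least 70.4-fold higher (against 3 counts over the control group), and Gucy1a3 (3.05), the protease inhibitor gene Slpi (2.84) and Gja5 (2.50) also rose.

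All of these passed edgeR's quasi-likelihood test. Adjusted p = 9.1e-05 for Lgr5 and for Egfl6 after Crxos (standard errors of the log2 fold change 0.29 and 0.24), adjusted p = 0.0042 for Olfml1 after Oboxa4 (standard error 0.71), and adjusted p = 1.0e-05 for Fmo1 after Oboxa7 (standard error 0.46). The Lrrn2 value after Crxos was 2.63 over 3 controls and 1.60 within the set, and that of Ccl11 was 2.34 and 1.67. Reads of the transfected genes also reach other rows, such as Crxos2 in the Crxos libraries and Obox1 in the Oboxa7 libraries. The row Crxos2 may be the transfected transcript itself, since the paper's gene lists for this transfection carry the name CrxOS2. This was not tested. Obox1 may be a near-identical copy that shares reads.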

We therefore asked which target genes were most strongly affected by ectopic expression of mouse *Crxos* and *Obox* genes (highest fold change up-regulated in Table 2; highest fold change down-regulated Additional file 1J). 

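Several matrix and matrix-associated genes rose after Crxos. Mfap4, a microfibril-associated glycoprotein, rose from 36.7 ± 1.04 to 121 ± 14.5 CPM (SD, n = 3 each), a log2 fold change of 1.72 (standard error 0.17, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test). Dermatopontin (Dpt), a collagen-binding matrix protein, rose from 2.19 ± 0.233 to 10.6 ± 1.23 (SD, n = 3 each), with a log2 fold change of 2.28 (standard error 0.31, adjusted p = 0.000443 by the same test). The fibril-associated collagen gene Col14a1 (2.44), the proteoglycan genes Fmod (1.58), Aspn (1.44) and Prelp (1.16), the procollagen protease Adamts2 (1.20) and Col3a1 (1.08) were also higher.

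Genes of other secreted proteins were also higher. Apod, an apolipoprotein on chromosome 16 of GRCm38.p6 from 31296192 to 31314808, went from 21.1 ± 2.62 to 97.9 ± 9.57 CPM (SD, n = 3 each), the chemokine Cxcl14 from 43.3 ± 15.0 to 187 ± 15.4, and the complement inhibitor Serping1 from 16.1 ± 3.94 to 61.3 ± 6.14. Serpina3g had a log2 fold change of 1.55. The tenascin gene Tnn, at 134 ± 13.1 against 116 ± 65.4 CPM, had a log2 fold change of 0.21 (adjusted p = 0.759 from edgeR's quasi-likelihood test) over all 3 controls and of 1.68 (adjusted p = 2.5e-05 by the same test) against the 1 control library of its own set, where the spread comes from other groups. The log2 fold change of Col14a1 was 1.62 within the set, that of the integrin gene Itga11 1.35 against 2.20 over all controls, and those of Mfap4, Dpt and Apod were 1.67, 2.11 and 2.02.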

Three of the 10 most strongly up-regulated genes following *Crxos* ectopic expression have functions related to the extracellular matrix (ECM). Similarly, when ordered by fold change, three of the genes up-regulated most strongly following *Oboxa1* and *Oboxa4* ectopic expression are ECM components or function as mediators of ECM communication: *Col8a2 (Oboxa1* and *Oboxa4)*, *Eln (Oboxa1* and *Oboxa4)*, *Egfl6 (Oboxa1)* and *Aoc3 (Oboxa4).*

**Table 2:** Genes with highest up-regulated expression fold change following ectopic expression of mouse ETCHbox genes

Rank	*Oboxa1*		*Oboxa4*		*Oboxa7*		*Crxos*	
	Gene	Log_2_ fold change	Gene	Log_2_ fold change	Gene	Log_2_ fold change	Gene	Log_2_ fold change
1	*Lgr5*	2.02	*Megf6*	2.24	*Fmo1*	2.45	*Apod*	1.85
2	*Megf6*	1.82	*Lgr5*	1.91	*Megf6*	1.65	*Serpina3* *g*	1.64
3	*Myh1*	1.66	*Myh1*	1.87	*Myh11*	1.58	*Tnn*	1.56
4	*Myh11*	1.54	*Eln*	1.78	*Egfl6*	1.57	*Megf6*	1.53
5	*Col8a2*	1.48	*Gja5*	1.78	*Cdo1*	1.55	*Cxcl14*	1.53
6	*Eln*	1.47	*Gdpd2*	1.71	*Rbp3*	1.44	*Mfap4*	1.53
7	*Gja5*	1.38	*Col8a2*	1.71	*Apoe*	1.39	*Dpt*	1.52
8	*Egfl6*	1.38	*Gucy1a3*	1.69	*Chit1*	1.35	*Egfl6*	1.49
9	*Itga11*	1.36	*Aoc3*	1.68	*Gja5*	1.32	*Ch25* *h*	1.48
10	*Epha3*	1.36	*Hmcn1*	1.64	*Slpi*	1.31	*Serping1*	1.43

The most strongly down-regulated genes have functions in processes distinct from the up-regulated genes (Additional file 1J). 

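A urea transporter, keratins and integrin subunits were among the genes that fell after Crxos. The urea transporter gene Slc14a1 had 15.9 ± 1.97 CPM after Crxos and 99.1 ± 59.1 in the control (SD, n = 3 each), and Ahrr, a repressor of the aryl hydrocarbon receptor, had 10.7 ± 1.45 and 59.2 ± 21.8. Mesothelin (Msln, log2 fold change -2.51), the keratin gene Krt19 (-1.87), the integrin subunits Itga3 (-2.03) and Itga6 (-1.57) and the B cell adaptor Blnk (-3.05) were also lower. Not every integrin fell. Among 30 integrins and focal adhesion proteins 3 were higher and 6 lower after Crxos, and Itga11 was higher (2.20). Of 7 measured epithelial markers 3 were lower after Crxos, and 3 were lower in the set of 5 that holds all Crxos libraries. After Oboxa1 the larger decreases included those of Blnk (-2.41), Ptpn22 (-2.16), the integrin subunit Itga2 (-1.80) and the growth factor gene Areg (-1.41). After Oboxa4 they included those of Acsbg1, an acyl-CoA synthetase (-3.31), Ptpn22 (-2.62), Dynap (-2.41) and Mmp13 (-2.38), and after Oboxa7 those of Ptpn22 (-2.26), Mmp13 (-2.16), the R-spondin receptor Lgr6 (-1.66) and Ccbe1 (-1.57).

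Each passed edgeR's quasi-likelihood test, with adjusted p = 0.00308 for Slc14a1 and 0.00153 for Ahrr after Crxos, 0.00275 for Ptpn22 after Oboxa1, 0.000693 after Oboxa4 and 0.00337 after Oboxa7. Several of the Crxos values depend on control replicates 2 and 3, which lie outside its set. Itga3 stood at -1.37 and Krt19 at -1.42 within the set. Within the set, the log2 fold change of Slc14a1 was -0.96, that of Msln -1.32 and that of Ahrr -1.66, and 3 other genes of the 10 with the largest decrease were no longer called (Krt7 -0.89, Adcyap1 -0.28 and Ripk4 -0.67).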

Among the top 10 down-regulated genes following *Oboxa1* ectopic expression is *Sox2*, a transcription factor involved in specification of the inner cell mass of the blastocyst and deployed in iPS cell production as one of the Yamanaka factors [23]. Similarly, a gene strongly down-regulated after *Crxos* ectopic expression is implicated in trophectoderm specification and development, *Slco2a1* (log_2_ fold change of − 0.94) [24, 25]. 

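Sox2 is a gene on chromosome 3 of GRCm38.p6, from 34649995 to 34652461. Its level was 11.3 ± 8.10 CPM in the control and 4.53 ± 3.08 after Oboxa1 (SD, n = 3 each), and both groups split by set. In the set of 10 the control libraries (replicates 2 and 3) had 14.9 and 17.0 CPM and the Oboxa1 libraries (replicates 1 and 2) 5.37 and 7.10. In the set of 5, control replicate 1 had 2.02 and Oboxa1 replicate 3 had 1.12. Over all libraries the log2 fold change was -1.32 (standard error 0.61, adjusted p = 0.177 from edgeR's quasi-likelihood test), which did not pass the test. Within sets it was -1.19 (standard error 0.20, adjusted p = 0.000216 by the same test), and without control replicate 1 it was -1.81 and also passed.

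After Oboxa4 and Oboxa7 the level was 6.66 ± 1.32 and 7.28 ± 1.60 (SD, n = 3 each). The log2 fold changes of -0.76 and -0.63 did not pass over all libraries (adjusted p = 0.376 and 0.540 from edgeR's quasi-likelihood test) and were -1.26 and -1.12 within the set, both of which passed. After Crxos the level was 0.723 ± 0.130 (SD, n = 3), with a log2 fold change of -3.95 (standard error 0.75, adjusted p = 0.00272 by the same test) over all controls and -1.47 (standard error 0.38, adjusted p = 0.0134) against control replicate 1, a single library, so that the spread comes from other groups.

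**Figure D3:**
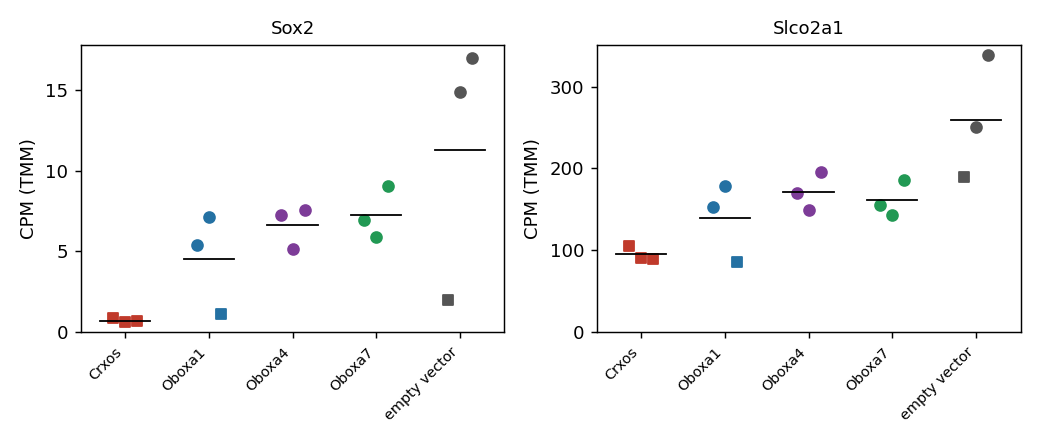
CPM of Sox2 and Slco2a1 in each library, with a bar at the mean of the 3 libraries of a condition. Squares are libraries of the set of 5 and circles those of the set of 10. For Sox2, control replicate 1 at 2.02 lies with the Crxos libraries (0.612 to 0.867) and apart from the other control libraries at 14.9 and 17.0.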

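Slco2a1 encodes a prostaglandin transporter and lies on chromosome 9 of GRCm38.p6 from 103007061 to 103096002. It fell from 260 ± 74.9 CPM in the control to 95.1 ± 8.52 after Crxos (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.24, adjusted p = 0.00124 from edgeR's quasi-likelihood test). Every Crxos library, between 90.0 and 104.9, was below every control library, between 189.6 and 338.7. Against the 1 control library of its own set the log2 fold change was -1.0 (standard error 0.15, adjusted p = 0.000295 by the same test, with the spread taken from other groups). The gene was also lower after Oboxa1, at 139 ± 48.0 CPM (log2 fold change -0.90, adjusted p = 0.0265 by the same test), a call that was lost without Oboxa1 replicate 1 (-0.97), control replicate 2 (-0.92) or control replicate 3 (-0.66). After Oboxa4 and Oboxa7, at 171 ± 23.3 and 162 ± 21.9, the log2 fold changes of -0.60 and -0.68 did not pass over all libraries and were -0.78 and -0.86, both called, within the set.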

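Genes that mark the first lineages of the embryo are poorly represented in fibroblasts. Of 31 listed pluripotency and lineage regulators, 17 were measured; Pou5f1 and Cdx2 had too few counts for a test, and Nanog, at 0.229 ± 0.0521 CPM in the control (SD, n = 3), did not pass after any gene. The trophectoderm regulators Gata3 and Tead4 were lower after Crxos, with log2 fold changes of -1.57 (standard error 0.33, adjusted p = 0.00489 from edgeR's quasi-likelihood test) and -1.13 (standard error 0.20, adjusted p = 0.00192 by the same test). Tead4 was also lower after Oboxa1 (-0.72). After Oboxa4 the reprogramming factors Klf4 (-0.36) and Myc (-0.88) were lower, while Gata3 (-0.21) and Tead4 (-0.53) did not pass. After Oboxa7 none of these 4 genes was called, with Gata3 at -0.12, Tead4 at -0.33, Klf4 at -0.22 and Myc at -0.32.

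Over the list, 3 genes were higher and 7 lower after Crxos, 0 and 3 after Oboxa1, 0 and 4 after Oboxa4, and 1 and 0 after Oboxa7 by edgeR's quasi-likelihood test (at an unadjusted p under 0.05, 0 were higher after Oboxa1 and Oboxa4 and 2 lower after Oboxa7, each 0 by DESeq2); adjusted over the list alone the counts were 3 and 7, 0 and 5, 0 and 4, and 1 and 0. Within sets 0 and 6, 0 and 7, 0 and 8, and 1 and 6 were called. There, Gata3 stood at -0.65, -0.63, -0.52 and -0.43 and Tead4 at -0.76, -0.73, -0.70 and -0.48 after Crxos, Oboxa1, Oboxa4 and Oboxa7, all called lower. Camera gave adjusted p = 0.0457, 0.0482, 0.0763 and 0.615 for the list, and adjusted p = 0.211, 0.218, 0.245 and 0.738 with an estimated correlation.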

The effect of ectopic ETCHbox expression on other genes with known roles in preimplantation development is given in Additional file 1K.

## Discussion

Mammalian preimplantation development encompasses several processes common to a wide range of species, such as generation of a hollow blastocyst and implantation into maternal endometrial tissue. Mice have long been used judiciously as models for human embryogenesis [26–29], with caution urged about extrapolation between species [30]. Furthermore, consistent with the hourglass model which describes propensity for evolutionary change early and late in development, transcriptomic analyses have highlighted variation in the earliest stages of development between different mammalian species [31, 32]. Similarly, several of the ETCHbox genes implicated in regulation of human preimplantation gene expression have been secondarily lost in mice [7]. These findings raise questions about how far pathways and regulatory networks discovered in mice can be applied to human preimplantation development and vice versa. We have studied the mouse ETCHbox genes which, like their human orthologues, are expressed specifically in the preimplantation embryo but which have very different numbers and genomic composition to humans. Extensive gene loss, sequence divergence and duplication of the remaining genes in mouse allowed us to investigate how differences at the genomic level relate to species-specific differences or similarities in preimplantation development.

In mouse, four of the six ancestral ETCHbox gene families have been lost leaving orthologues of just *Tprx1* and *Trpx2*. The mouse *Crxos* gene is the orthologue of human *TPRX1*. *Crxos* has duplicated and is processed to give three transcripts with common temporal expression profiles in the preimplantation mouse embryo. The 66 *Obox* loci are orthologous to human *TPRX2* and can be divided into four groups and six subgroups, with expression profiles mirroring molecular phylogenetic classification. The concordance between sequence and expression suggests there may be functional redundancy within *Obox* subgroups during preimplantation mouse development.

To investigate downstream activities and functional similarity to human genes, we ectopically expressed three *Obox* genes from different subgroups and the most highly expressed *Crxos* transcript in mouse embryonic fibroblasts. It could be argued that these cell types are very different from cells of the preimplantation embryo, but to conduct evolutionarily meaningful comparisons with data previously obtained using human fibroblasts [7] it is important to use comparable cell types. Additionally, ectopic expression of ETCHbox genes in primary cells is comparable to reprogramming experiments, which commonly use primary fibroblasts as the initial cell population.

We found that each of the genes elicited transcriptomic changes related to gene expression profiles of preimplantation stages, suggesting we have partially recapitulated the in vivo roles of mouse ETCHbox genes. For example, we find that over-expression of *Crxos* modifies the transcriptome of embryonic fibroblasts to partially mimic the transcriptome of the blastocyst, down-regulating transcripts that fall in abundance during cleavage stages and up-regulating genes with a blastocyst peak. These results are exciting since the blastocyst is composed of the descendent cell types from the first cell lineage decision: trophectoderm and pluripotent inner cell mass. It is also the time when the embryonic secretome communicates with maternal tissue before subsequent blastocyst invasion into the endoderm [27]. A role in formation of these cell types is emphasised by the finding that orthologues of the genes most strongly up-regulated by *Crxos* are implicated in implantation in human development: *Apod* and *Serpina3* (Table 2).

Similarly, over-expression of *Oboxa4* caused transcriptomic changes mirroring those of the early embryo. *Oboxa4* is expressed maternally in the oocyte, and high levels of RNA are detected in the zygote. Ectopic expression of this gene caused down-regulation of genes that are not detectable as RNA in the earliest developmental stages, and up-regulation of those that are. In mouse ontogeny, zygotic genome activation (ZGA) is initiated earlier than in humans, with an early major wave of activation at the 2-cell stage and further waves of activation occurring until the morula stage [33]. The expression profiles of genes downstream of *Oboxa4* suggest that it may have a role in delaying or suppressing expression of embryonic genes, affecting timing of ZGA (Fig. 6).

**Fig. 6:**
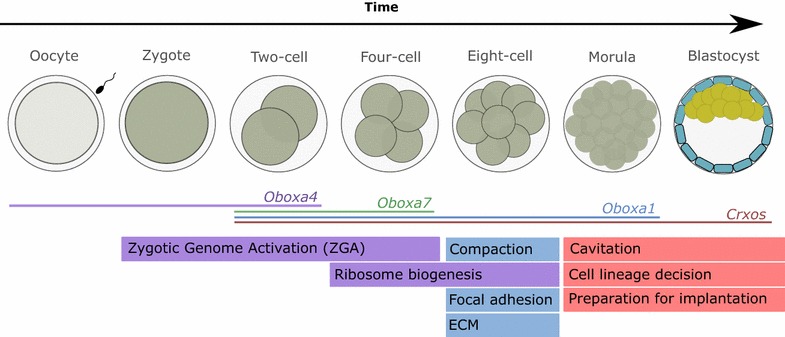
Cellular and embryonic processes potentially regulated by mouse ETCHbox genes. Global transcriptomic changes elicited by ectopic expression, and the embryonic expression profiles of ETCHbox genes themselves, highlight possible developmental milestones regulated by ETCHbox genes. We suggest that *Crxos* is involved in preparing the embryo for the first cell fate decision prior to the early blastocyst stage. *Obox* genes likely regulate a range of biological processes in vivo; we suggest *Oboxa4* is involved with early milestones including induction of zygotic gene expression, whereas *Oboxa1* and *Oboxa7* are involved in later events such as embryo compaction. Expression of the ETCHbox genes tested is represented by coloured lines (*Crxos* red, *Oboxa1* blue, *Oboxa4* purple, *Oboxa7* green)

For all *Obox* genes tested, we detect evidence of regulation of genes expressed in the eight-cell embryo and thus substantially earlier than the effect driven by *Crxos* ectopic expression. However, because this effect is seen for three different *Obox* genes, this may partially reflect cross-regulation between targets of closely related genes. On the basis of the normal expression profiles of *Obox* genes, we suggest the common effect is most likely to reflect in vivo function of *Oboxa1* or *Oboxa7* (Table 1). The eight-cell stage of mouse development, when many putative *Obox* target genes are expressed, is a particularly interesting developmental period. At this stage, the cells of the embryo increase their cell–cell contacts and elongate, and the embryo compacts in a critical morphological change which prepares the embryo for implantation (Fig. 6) [34–36]. Functions of genes affected include interactions with the ECM, adhesion to the external environment and DNA replication.

One of the most striking findings of this study was the discovery of highly significant overlap between the set of genes up- and down-regulated by ectopic mouse ETCHbox genes with the set of genes affected by ectopic expression of human ETCHbox genes. We find many comparisons show significant overlaps (Fig. 5a), which may reflect widespread overlapping functions between the majority of ETCHbox genes. Most notably, many of the inferred downstream targets of *Crxos* in mouse are orthologous to the inferred downstream targets of *ARGFX* in human (96 orthologues commonly up-regulated, 125 commonly down-regulated). Much smaller overlap was detected for other pairs of mouse and human ETCHbox genes. There are differences between the biological activities of the two genes, however. For example, expressing *ARGFX* in human fibroblasts induced transcriptional changes that mirror a pulse of expression in the eight-cell human embryo [7]. In contrast, *Crxos*-induced transcriptional changes more closely parallel changes occurring at the blastocyst stage. Furthermore, *Crxos* has broader expression in mouse preimplantation development than does *ARGFX* in human. Together, these data suggest that before or after the loss of *ARGFX* in murid evolution, the *Crxos* gene took over roles originally undertaken by *ARGFX* and has also acquired additional targets and biological functions (Fig. 7). It is particularly intriguing that this functional compensation involved deployment of a paralogous rather than an orthologous homeobox gene. Indeed, *Crxos* seems to have contrasting transcriptomic effects to its direct orthologue *TPRX1*, with significant overlap between genes down-regulated by *Crxos* and those up-regulated by *TPRX1* (*p* = 1.58^−36^, Additional file 7).

**Fig. 7:**
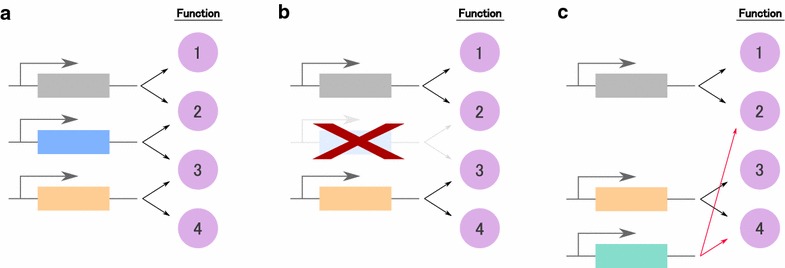
Simplified scenario for the evolution of functional redundancy. **a** A group of genes contribute to several biological processes with partial overlap of functions. **b** Partial functional overlap permits gene loss to persist as a temporary state. **c** Redundancy can be restored through gene duplication and divergence. The temporal sequence of (**b**) and (**c**) can be reversed. Partial redundancy affords buffering against somatic failure of a gene or process

The convergence of function between human and mouse ETCHbox genes provides an intriguing example of compensation and refinement of gene function alongside dynamic lineage-specific gene loss and expansions (Fig. 7). Such compensation would be favoured if the system displays ‘distributed robustness’ as defined by Wagner [37]. Under this model, individual genes may have overlapping rather than redundant functions, such that collectively the system has multiple routes to achieve the same endpoints. Extrapolating, we suggest that a variable set of ETCHbox genes regulates a suite of functions in eutherian preimplantation embryos that are shared between species, regardless of the particular repertoire of ETCHbox genes retained in a genome.

## Conclusions

The evolutionary history of ETCHbox genes, with extensive gene duplication, loss and sequence change during mammalian radiation, contrasts sharply to that of most other homeobox genes. We show that ectopic expression of these genes in mouse embryonic fibroblasts elicits transcriptomic changes that mirror transcriptomic changes in early development. For example, the maternally expressed *Oboxa4* gene can reduce expression of genes normally active after ZGA, other *Obox* genes elevate expression of genes that peak at the eight-cell stage, and *Crxos* expression causes transcriptomic changes mirroring pre-blastocyst development. Most strikingly, we find close similarity between the genes downstream of mouse *Crxos* and human *ARGFX*, despite these not being orthologous homeobox genes. These results point to an evolutionarily labile system where a set of regulatory genes can duplicate and be lost in evolution, but shift functionally to compensate for gene loss. Functional replacement by a paralogous gene might be favoured when evolution builds an inherently redundant system to ensure the robustness of critical developmental events.

## Methods

### Embryonic expression and phylogenetic analyses

To examine endogenous expression patterns, RNA sequencing files were acquired from the SRA database (SRA identifier SRP034543; Additional file 8) and aligned to the GRCm38/mm10 *M*. *musculus* genome using the STAR alignment tool [38]. The Cufflinks tool was used to extract FPKM expression values (Additional file 9). To investigate evolutionary relationships between genes, maximum likelihood phylogenies were generated from nucleotide or deduced amino acid sequences using RAxML with 500 bootstraps [39].

### Ectopic gene expression

Mouse embryonic fibroblasts (Sciencell #M7540-57) were cultured in Dulbecco’s modified Eagle medium (DMEM, ThermoFisher #41966-029) supplemented with 10% foetal calf serum (FCS) and 1% Pen–Strep in 5% CO_2_ at 37 °C on 0.001% poly-l-lysine-coated plasticware. Coding sequences of *Oboxa1*, *Oboxa4*, *Oboxa7* and *Crxos* were obtained from GenScript and cloned into a vector co-expressing daGFP; genes were C-terminally tagged with V5 and under control of a CMV promoter (Oxford Genetics #OG244). For ectopic expression, 10^6^ cells in 100 µl Opti-Mem (Gibco 11058-021) were electroporated (NEPA GENE; poring pulse: 175 volts, 5 ms, 4 pulses) with 10 µg of plasmid DNA and seeded in DMEM, 10% FCS, 1% Pen–Strep antibiotic (ThermoFisher #15140-122). Media was changed after 24 h and cells collected for FACS sorting after 48 h to enrich for transfected cells. RNA was extracted using the RNeasy microkit (Qiagen) and quality checked on an Experion electrophoresis station (Bio-Rad). RNA sequencing was performed on three replicates from each experimental condition and control (empty vector transfection); libraries were prepared using Illumina TruSeq, and paired-end RNA sequencing reads generated on the Hi-Seq 4000 platform (Oxford Genomics Centre), yielding 38.2–58.2 million reads per sample. Sequence reads were aligned to the GRCm38/mm10 *Mus musculus* genome using the STAR alignment tool, and gene expression levels for protein-coding genes assessed according to NCBI annotations (ftp://ftp.ncbi.nlm.nih.gov/genomes/Mus_musculus/ accessed 13 July 2016, FPKM read-outs in Additional file 9). 

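The transfected genes lie on chromosome 7 of GRCm38.p6, Crxos from 15882617 to 15904030, Obox6 (Oboxa1) from 15833250 to 15839679, Obox1 (Oboxa4) from 15547257 to 15556846 and Gm8053 (Oboxa7), which the annotation lists as the pseudogene Obox3-ps5, from 15293517 to 15304613. From the deposited counts and gene lengths, the level as RPKM, the count per kilobase of gene scaled to the library's total, was 95.7 ± 30.3 for Crxos, 90.7 ± 39.2 for Oboxa1, 68.0 ± 13.4 for Oboxa4 and 66.5 ± 12.4 for Oboxa7 in the libraries transfected with each gene (SD, n = 3 each). The libraries of a condition ranged from 60.7 to 113 for Crxos, from 46.9 to 122 for Oboxa1, from 54.9 to 81.7 for Oboxa4 and from 52.5 to 76.1 for Oboxa7. The read counts, not scaled to the library's total, differed between the highest and the lowest library 2.15-fold for Crxos, 2.96-fold for Oboxa1, 1.59-fold for Oboxa4 and 1.75-fold for Oboxa7. The values for Crxos are those of the row of that name and leave out reads on the row Crxos2. Every control library had a count of 0 for each of the 4 genes. A few reads of Obox6 were counted in the Oboxa4 libraries and of Obox1 in the Oboxa7 libraries. The Obox genes may be close enough in sequence to share reads, which was not tested.

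**Figure D4:**
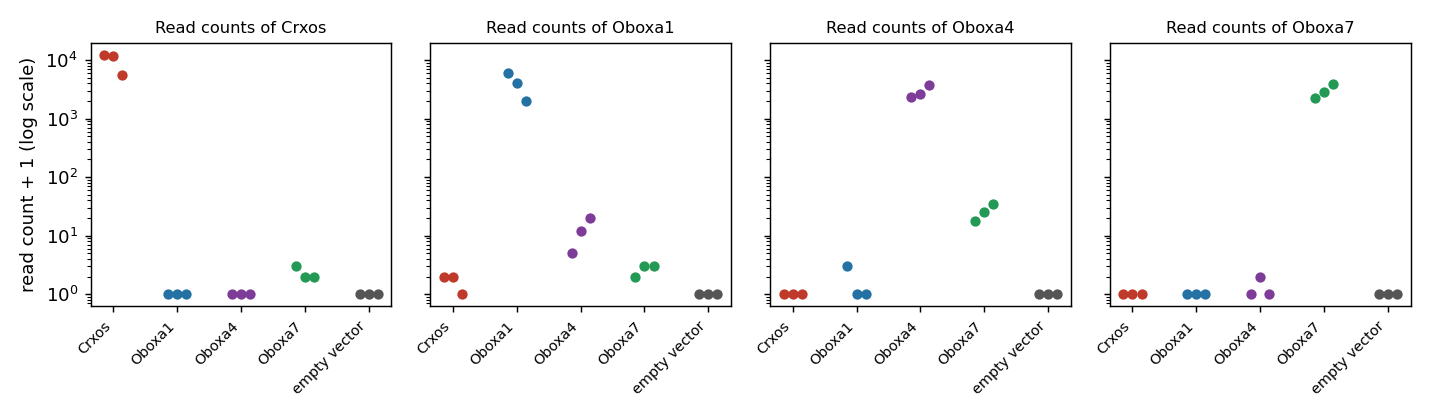
Reads counted for each transfected gene plus 1, on a log scale, in each of the 15 libraries, with 1 panel per gene and 1 point per library. Each gene reaches at least 2009 reads in its own libraries and at most 34 in any other.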

The ectopically expressed genes were expressed at a level (assessed by FPKM) comparable to their embryonic expression levels (Additional file 1L).

### Differential gene expression analysis

DESeq2 was used to identify genes differentially expressed in response to homeobox gene transfection following FeatureCounts to retrieve raw read counts (Additional file 10) [40]. Experiments were matched by date to minimise the effects of day-to-day variation. The Cufflinks tool was used to estimate mean FPKM expression values (Additional file 11). Lists of up- and down-regulated genes for each experimental condition were produced using criteria of *p* < 0.05 (with Benjamini–Hochberg correction) and expression fold change greater than 1.25 or − 1.25 (Additional file 3). Transcripts with an FPKM > 2 were considered to be actively expressed.

To generate sets of genes with similar temporal expression profiles across preimplantation mouse development (oocyte, zygote, two cell, four cell, eight cell, morula and blastocyst), we took mouse RNAseq data processed as above, filtered to identify genes with a FPKM variance > 5 across preimplantation development, and clustered these into profiles using Mfuzz [41, 42]. This analysis generated 150 initial temporal profiles of gene expression. Sets of profiles with a correlation coefficient of over 0.95 were merged into composite clusters which are identified by IDs > 200 (Additional files 1G and 4). When high correlation coefficients were not all reciprocal within a set of profiles, an expression dendrogram was used to guide the process of merging.

### Profile enrichment

Pearson’s Chi-square test was used to test the null hypothesis that the number of differentially expressed genes is proportional across all temporal profiles. If the proportions are not equal between profiles (*p* < 0.05), Pearson’s statistic was used to identify the contribution of each profile to the overall difference. After removal of profiles inferred to contribute to the difference, Fisher’s exact test was used to verify that the differentially expressed genes were proportionally distributed between the remaining profiles and to find statistical difference between occupation of enriched and non-enriched profiles.

## Additional files

**Additional file 1.** (A) *Obox* phylogeny using nucleotide sequences. (B) Genomic organisation of *Mus musculus* ETCHbox genes. (C) Proposed new *Obox* nomenclature. The term ‘partial’ indicates an Obox sequence lacking a complete homeobox, and the term is not part of proposed nomenclature. (D) *Obox* phylogeny using protein sequences that contain a complete homeodomain. (E) Summary of number of homeoboxes in *Tprx1* syntenic region in different species. * In rat, the two homeobox sequences reflect an independent regional duplication. (F) Alignment of *M. musculus* and *M. spretus Tprx1*/*Crxos* homeodomains. (G) Normalised expression graphs of each temporal profile generated by Mfuzz. (H) Venn diagrams shown numbers of genes affected significantly by each treatment, and overlaps between experiments. (I) Enriched GO terms for genes affected by *Obox* ectopic expression. (J) Genes most strongly down-regulated following ectopic expression. (K) Effect of ectopic ETCHbox expression on selected genes with notable preimplantation or stem cell functions. (L) In vivo expression levels of ETCHbox genes at mouse preimplantation stages compared to ectopic expression levels of transfected genes.

**Additional file 2.** Nucleotide and protein sequences used for *Obox* phylogenetic analyses.

**Additional file 3.** Lists of genes significantly up- or down-regulated following ectopic expression.

**Additional file 4.** Mfuzz clusters and genes within each cluster.

**Additional file 5.** Observed and expected numbers of significantly regulated genes populating temporal expression profiles used for enrichment analysis.

**Additional file 6.** List of one-to-one orthologues similarly regulated following ectopic expression of human *ARGFX* and mouse *Crxos*.

**Additional file 7.** Data used for statistical tests of overlap between sets of one-to-one orthologues regulated by mouse and human ETCHbox genes.

**Additional file 8.** SRA data information used to generate embryonic gene expression data.

**Additional file 9.** Gene expression (FPKM) across mouse embryonic stages.

**Additional file 10.** Gene expression (raw reads) from triplicate RNA sequencing of mouse embryonic fibroblasts following ectopic expression of mouse ETCHbox genes.

**Additional file 11.** Average FPKM values for experimental datasets.

## Abbreviations

CMV: cytomegalovirus
DMEM: Dulbecco’s modified Eagle medium
ECM: extracellular matrix
FACS: fluorescence-activated cell sorting
FCS: foetal calf serum
FPKM: fragments per kilobase of transcript per million mapped reads
NCBI: National Center for Biotechnology Information
SRA: sequence read archive
ZGA: zygotic genome activation

# Supplementary material for: Mouse Obox and Crxos modulate preimplantation transcriptional profiles revealing similarity between paralogous mouse and human homeobox genes
**Source:** EvoDevo. 2018 Jan 27;9:2. doi: 10.1186/s13227-018-0091-4
**Supplement:** Supplementary file 1 — Additional file 1. (A) Obox phylogeny using nucleotide sequences. (B) Genomic organisation of Mus musculus ETCHbox genes. (C) Proposed new Obox nomenclature. The term ‘partial’ indicates an Obox sequence lacking a complete homeobox, and the term is not part of proposed nomenclature. (D) Obox phylogeny using protein sequences that contain a complete homeodomain. (E) Summary of number of homeoboxes in Tprx1 syntenic region in different species. * In rat, the two homeobox sequences reflect an independent regional duplication. (F) Alignment of M. musculus and M. spretus Tprx1/Crxos homeodomains. (G) Normalised expression graphs of each temporal profile generated by Mfuzz. (H) Venn diagrams shown numbers of genes affected significantly by each treatment, and overlaps between experiments. (I) Enriched GO terms for genes affected by Obox ectopic expression. (J) Genes most strongly down-regulated following ectopic expression. (K) Effect of ectopic ETCHbox expression on selected genes with notable preimplantation or stem cell functions. (L) In vivo expression levels of ETCHbox genes at mouse preimplantation stages compared to ectopic expression levels of transfected genes.

A

All *Obox* nucleotide sequences:

Group

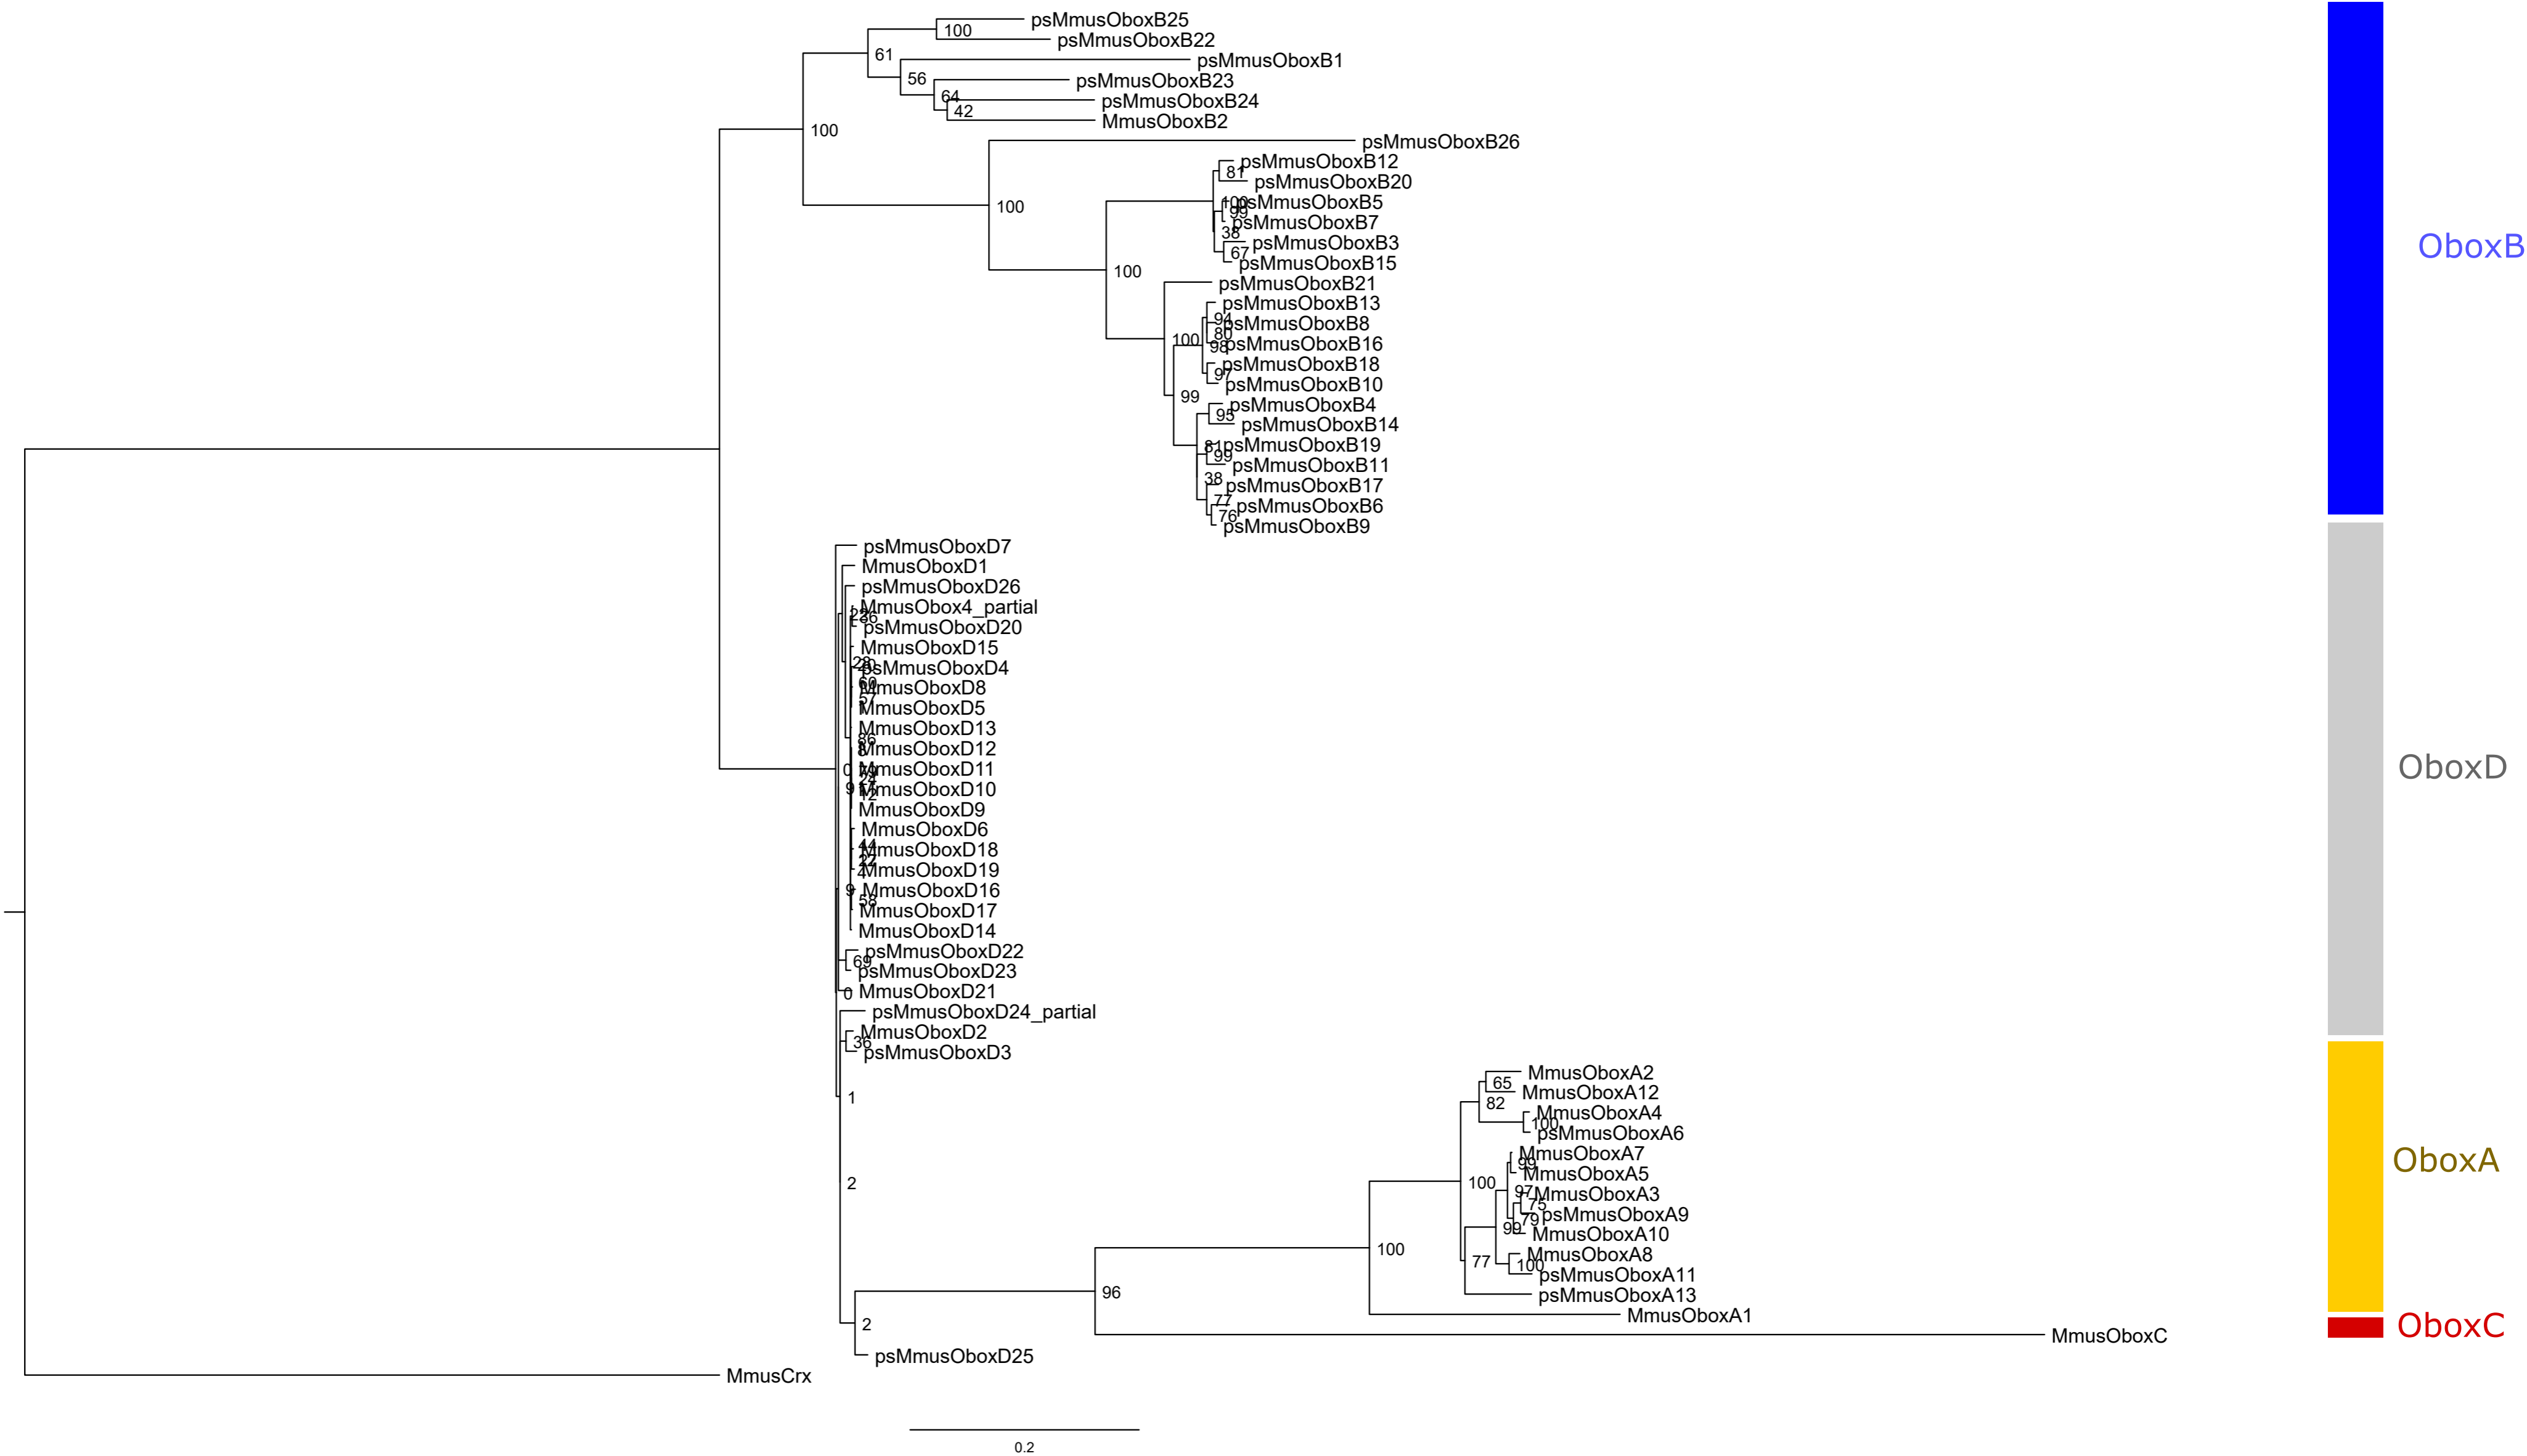

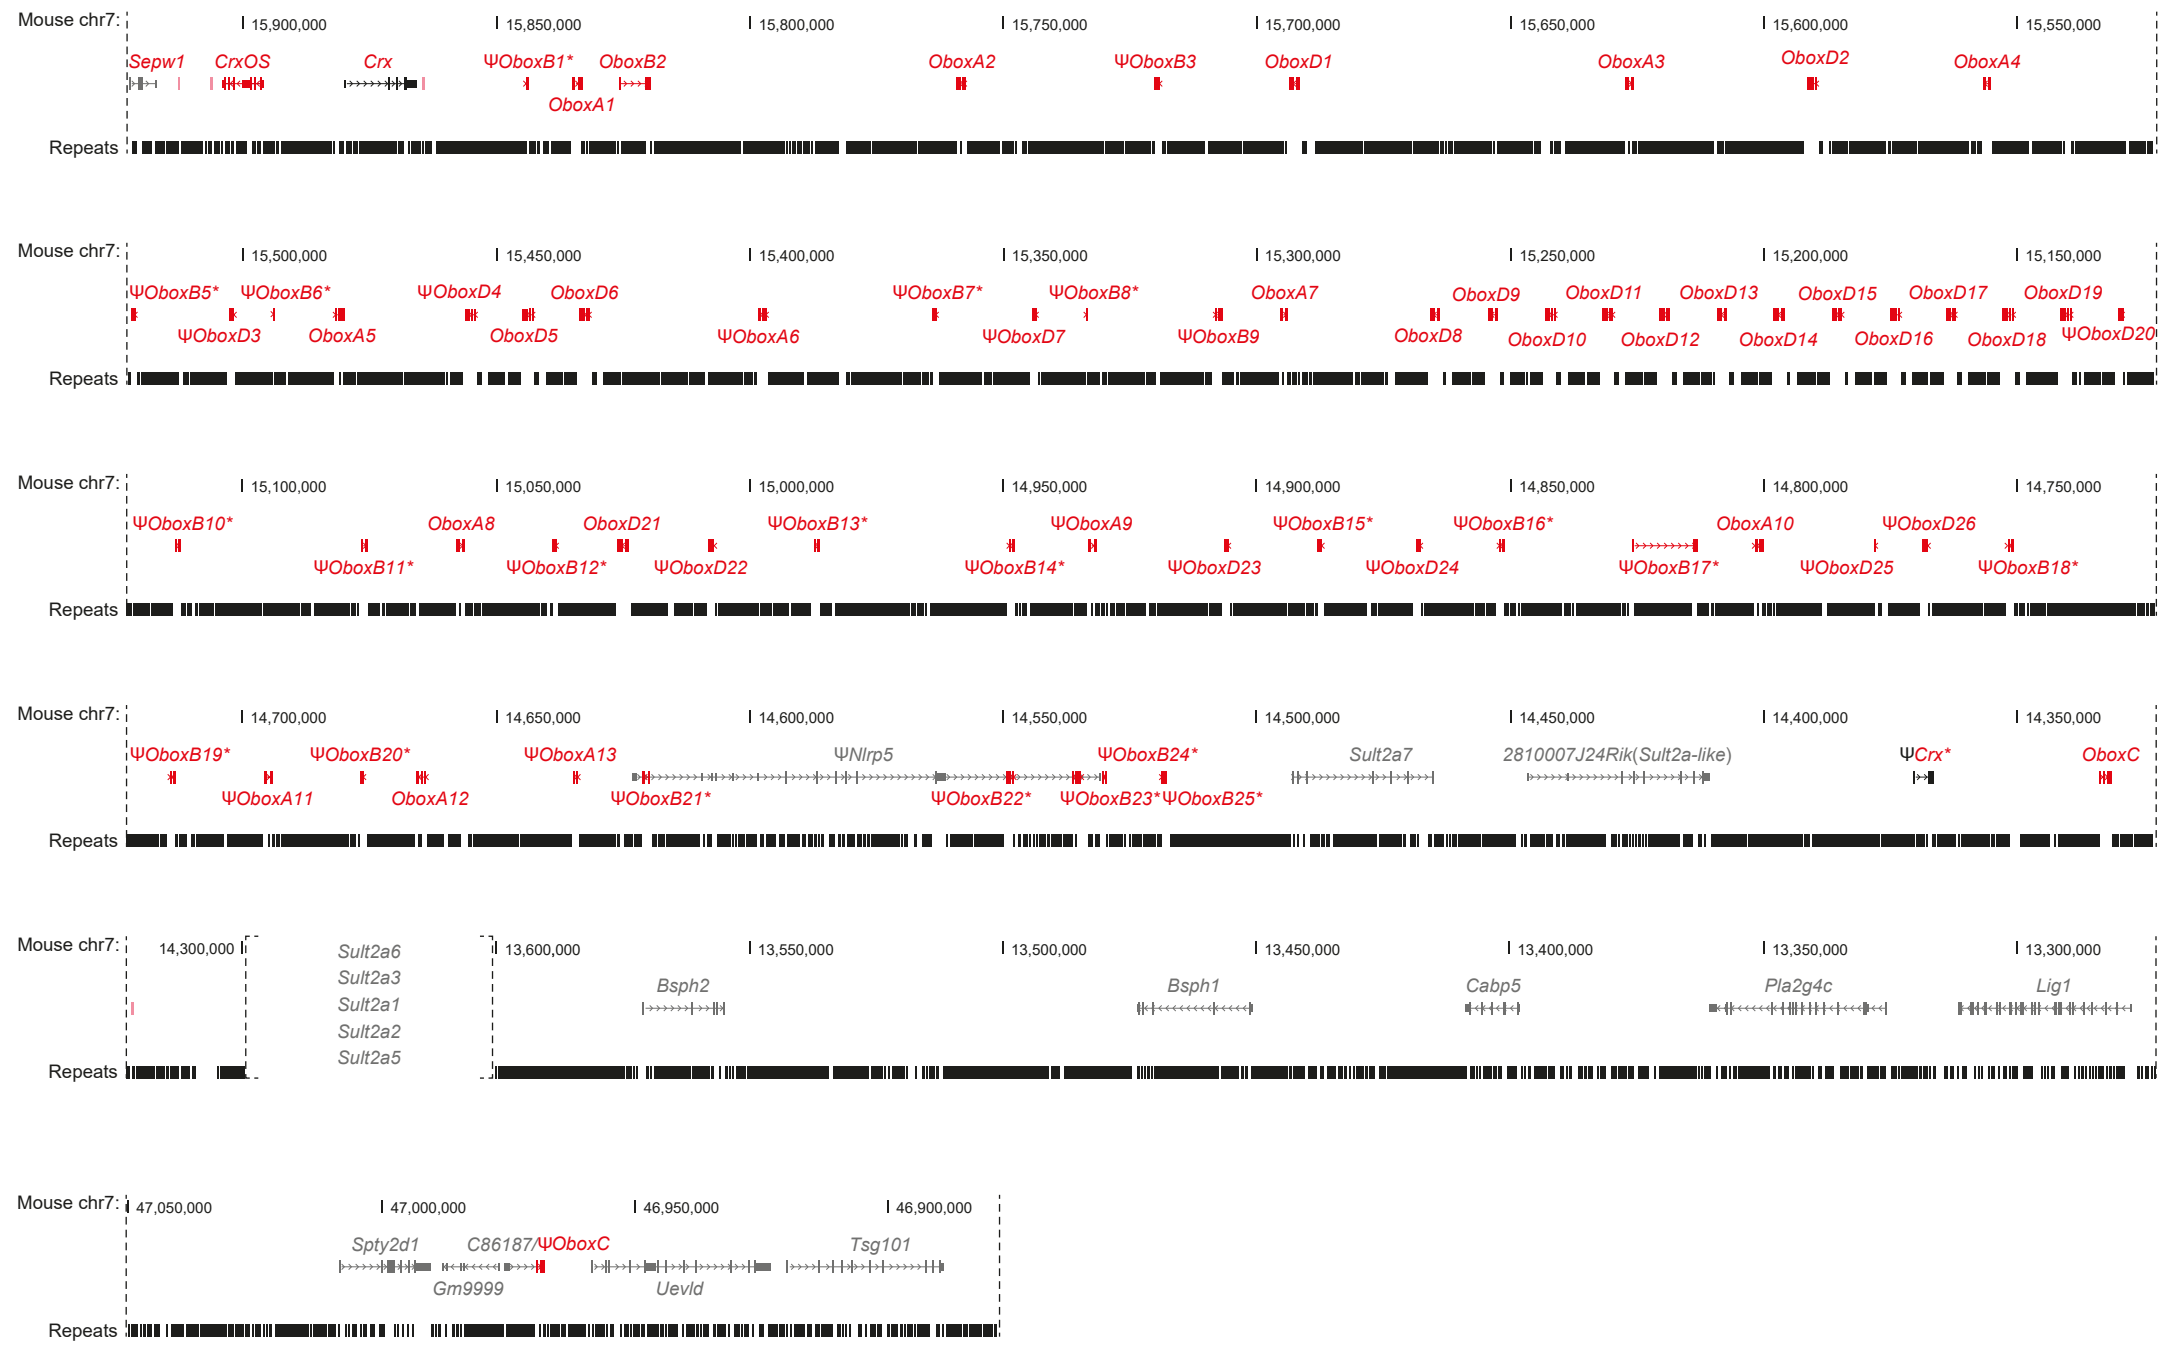

C

Alias	New nomenclature	Pseudogene?	Expressed in<br>preimplantation<br>Embryos?	Group
<i>Gm5585/Obox8</i>	<i>Oboxc</i>	N	Y	OboxC
<i>Obox6</i>	<i>Oboxa1</i>	N	Y	OboxA
<i>Obox5</i>	<i>Oboxa2</i>	N	N	OboxA
<i>Obox3</i>	<i>Oboxa3</i>	N	Y	OboxA
<i>Obox1</i>	<i>Oboxa4</i>	N	Y	OboxA
<i>Gm5889/ obox3 ps6</i>	<i>Oboxa5</i>	N	Y	OboxA
<i>Obox2</i>	<i>Oboxa6</i>	Y	N	OboxA
<i>Gm8053/ obox3 ps5</i>	<i>Oboxa7</i>	N	Y	OboxA
<i>Gm8072/ obox3 ps4</i>	<i>Oboxa8</i>	N	Y	OboxA
<i>Gm8064/ obox3 ps3</i>	<i>Oboxa9</i>	N	N	OboxA
<i>Gm8040/obox3 ps2</i>	<i>Oboxa10</i>	N	Y	OboxA
<i>Gm8057/ obox3 ps1</i>	<i>Oboxa11</i>	N	N	OboxA
<i>Gm4745</i>	<i>Oboxa12</i>	N	Y	OboxA
<i>Gm18533 partial/obox3 ps7</i>	<i>Oboxa13</i>	Y	N	OboxA
<i>Gm4830/ obox3 ps8</i>	--	--		Not analysed
--	<i>Oboxb1 partial</i>	Y	N	OboxB
<i>Gm7235</i>	<i>Oboxb2</i>	N	Y	OboxB
<i>Gm20622/obox4 ps34</i>	<i>Oboxb3</i>	Y	N	OboxB
<i>Obox4 ps32</i>	<i>Oboxb4</i>	Y	N	OboxB
--	<i>Oboxb5 partial</i>	Y	N	OboxB
--	<i>Oboxb6 partial</i>	Y	N	OboxB
--	<i>Oboxb7 partial</i>	Y	N	OboxB
<i>Obox4 ps25</i>	<i>Oboxb8 partial</i>	Y	N	OboxB
<i>Gm20624 Obox4 ps24</i>	<i>Oboxb9</i>	Y	N	OboxB
--	<i>Oboxb10</i>	Y	N	OboxB
<i>Obox4 ps10</i>	<i>Oboxb11</i>	Y	N	OboxB
--	<i>Oboxb12 partial</i>	Y	N	OboxB
--	<i>Oboxb13</i>	Y	N	OboxB
<i>Obox4 ps7</i>	<i>Oboxb14</i>	Y	N	OboxB
<i>Gm27258/obox4 ps39</i>	<i>Oboxb15 partial</i>	Y	N	OboxB
--	<i>Oboxb16</i>	Y	N	OboxB
<i>Obox4 ps5</i>	<i>Oboxb17</i>	Y	N	OboxB
--	<i>Oboxb18</i>	Y	N	OboxB
<i>Obox4 ps4</i>	<i>Oboxb19</i>	Y	N	OboxB
--	<i>Oboxb20 partial</i>	Y	N	OboxB
--	<i>Oboxb21</i>	Y	N	OboxB
<i>Gm207180/Obox4 ps3</i>	<i>Oboxb22</i>	Y	N	OboxB
--	<i>Oboxb23 partial</i>	Y	N	OboxB
<i>Gm27172/Obox4 ps2</i>	<i>Oboxb24 partial</i>	Y	N	OboxB
<i>Gm27171/Obox4 ps1</i>	<i>Oboxb25 partial</i>	Y	N	OboxB
--	<i>Oboxb26</i>	Y	N	OboxB
<i>Obox4</i>	<i>Obox4</i>	--	N	Not annotated
<i>Gm4023/ obox4 ps33</i>	<i>Oboxd1</i>	N	N	OboxD
<i>Gm4018/obox4 ps31</i>	<i>Oboxd2</i>	N	N	OboxD
<i>Gm4016/obox4 ps30</i>	<i>Oboxd3 partial</i>	Y	N	OboxD
<i>Gm4014/ obox4 ps29</i>	<i>Oboxd4</i>	Y	N	OboxD
<i>Gm10678/obox4 ps28</i>	<i>Oboxd5</i>	N	N	OboxD
<i>Gm10679/obox4 ps27</i>	<i>Oboxd6</i>	N	N	OboxD
<i>Gm20623/ obox4 ps26</i>	<i>Oboxd7 partial</i>	Y	N	OboxD
<i>Gm4897/obox4 ps23</i>	<i>Oboxd8</i>	N	N	OboxD
<i>Gm4003/obox4 ps22</i>	<i>Oboxd9</i>	N	N	OboxD
<i>Gm4001/obox4 ps21</i>	<i>Oboxd10</i>	N	Y	OboxD
<i>Gm3998/obox4 ps20</i>	<i>Oboxd11</i>	N	N	OboxD
<i>Gm3996/obox4 ps19</i>	<i>Oboxd12</i>	N	N	OboxD
<i>Gm3994/obox4 ps18</i>	<i>Oboxd13</i>	N	N	OboxD
<i>Gm3989/obox4 ps17</i>	<i>Oboxd14</i>	N	N	OboxD
<i>Gm3987/obox4 ps16</i>	<i>Oboxd15</i>	N	N	OboxD
<i>Gm3684/obox4 ps15</i>	<i>Oboxd16</i>	N	N	OboxD
<i>Gm3981/obox4 ps14</i>	<i>Oboxd17</i>	N	N	OboxD
<i>Gm3980/obox4 ps13</i>	<i>Oboxd18</i>	N	N	OboxD
<i>Gm3977/obox4 ps12</i>	<i>Oboxd19</i>	N	N	OboxD
<i>Gm3968/obox4 ps11</i>	<i>Oboxd20 partial</i>	N	N	OboxD
<i>Gm3965/obox4 ps9</i>	<i>Oboxd21</i>	N	N	OboxD
<i>Gm3959/obox4 ps8</i>	<i>Oboxd22 partial</i>	Y	N	OboxD
<i>Gm20710/ obox4 ps6</i>	<i>Oboxd23 partial</i>	N	N	OboxD
<i>Gm20709/obox4 ps38</i>	<i>Oboxd24 partial</i>	Y	N	OboxD
<i>Gm20664/obox4 ps37</i>	<i>Oboxd25 partial</i>	Y	N	OboxD
<i>Gm20665/obox4 ps36</i>	<i>Oboxd26 partial</i>	Y	N	OboxD
<i>Gm7235/Obox4 ps35</i>	--	--		Not annotated

D

Protein-sequences with complete homeodomain:

Sub-group

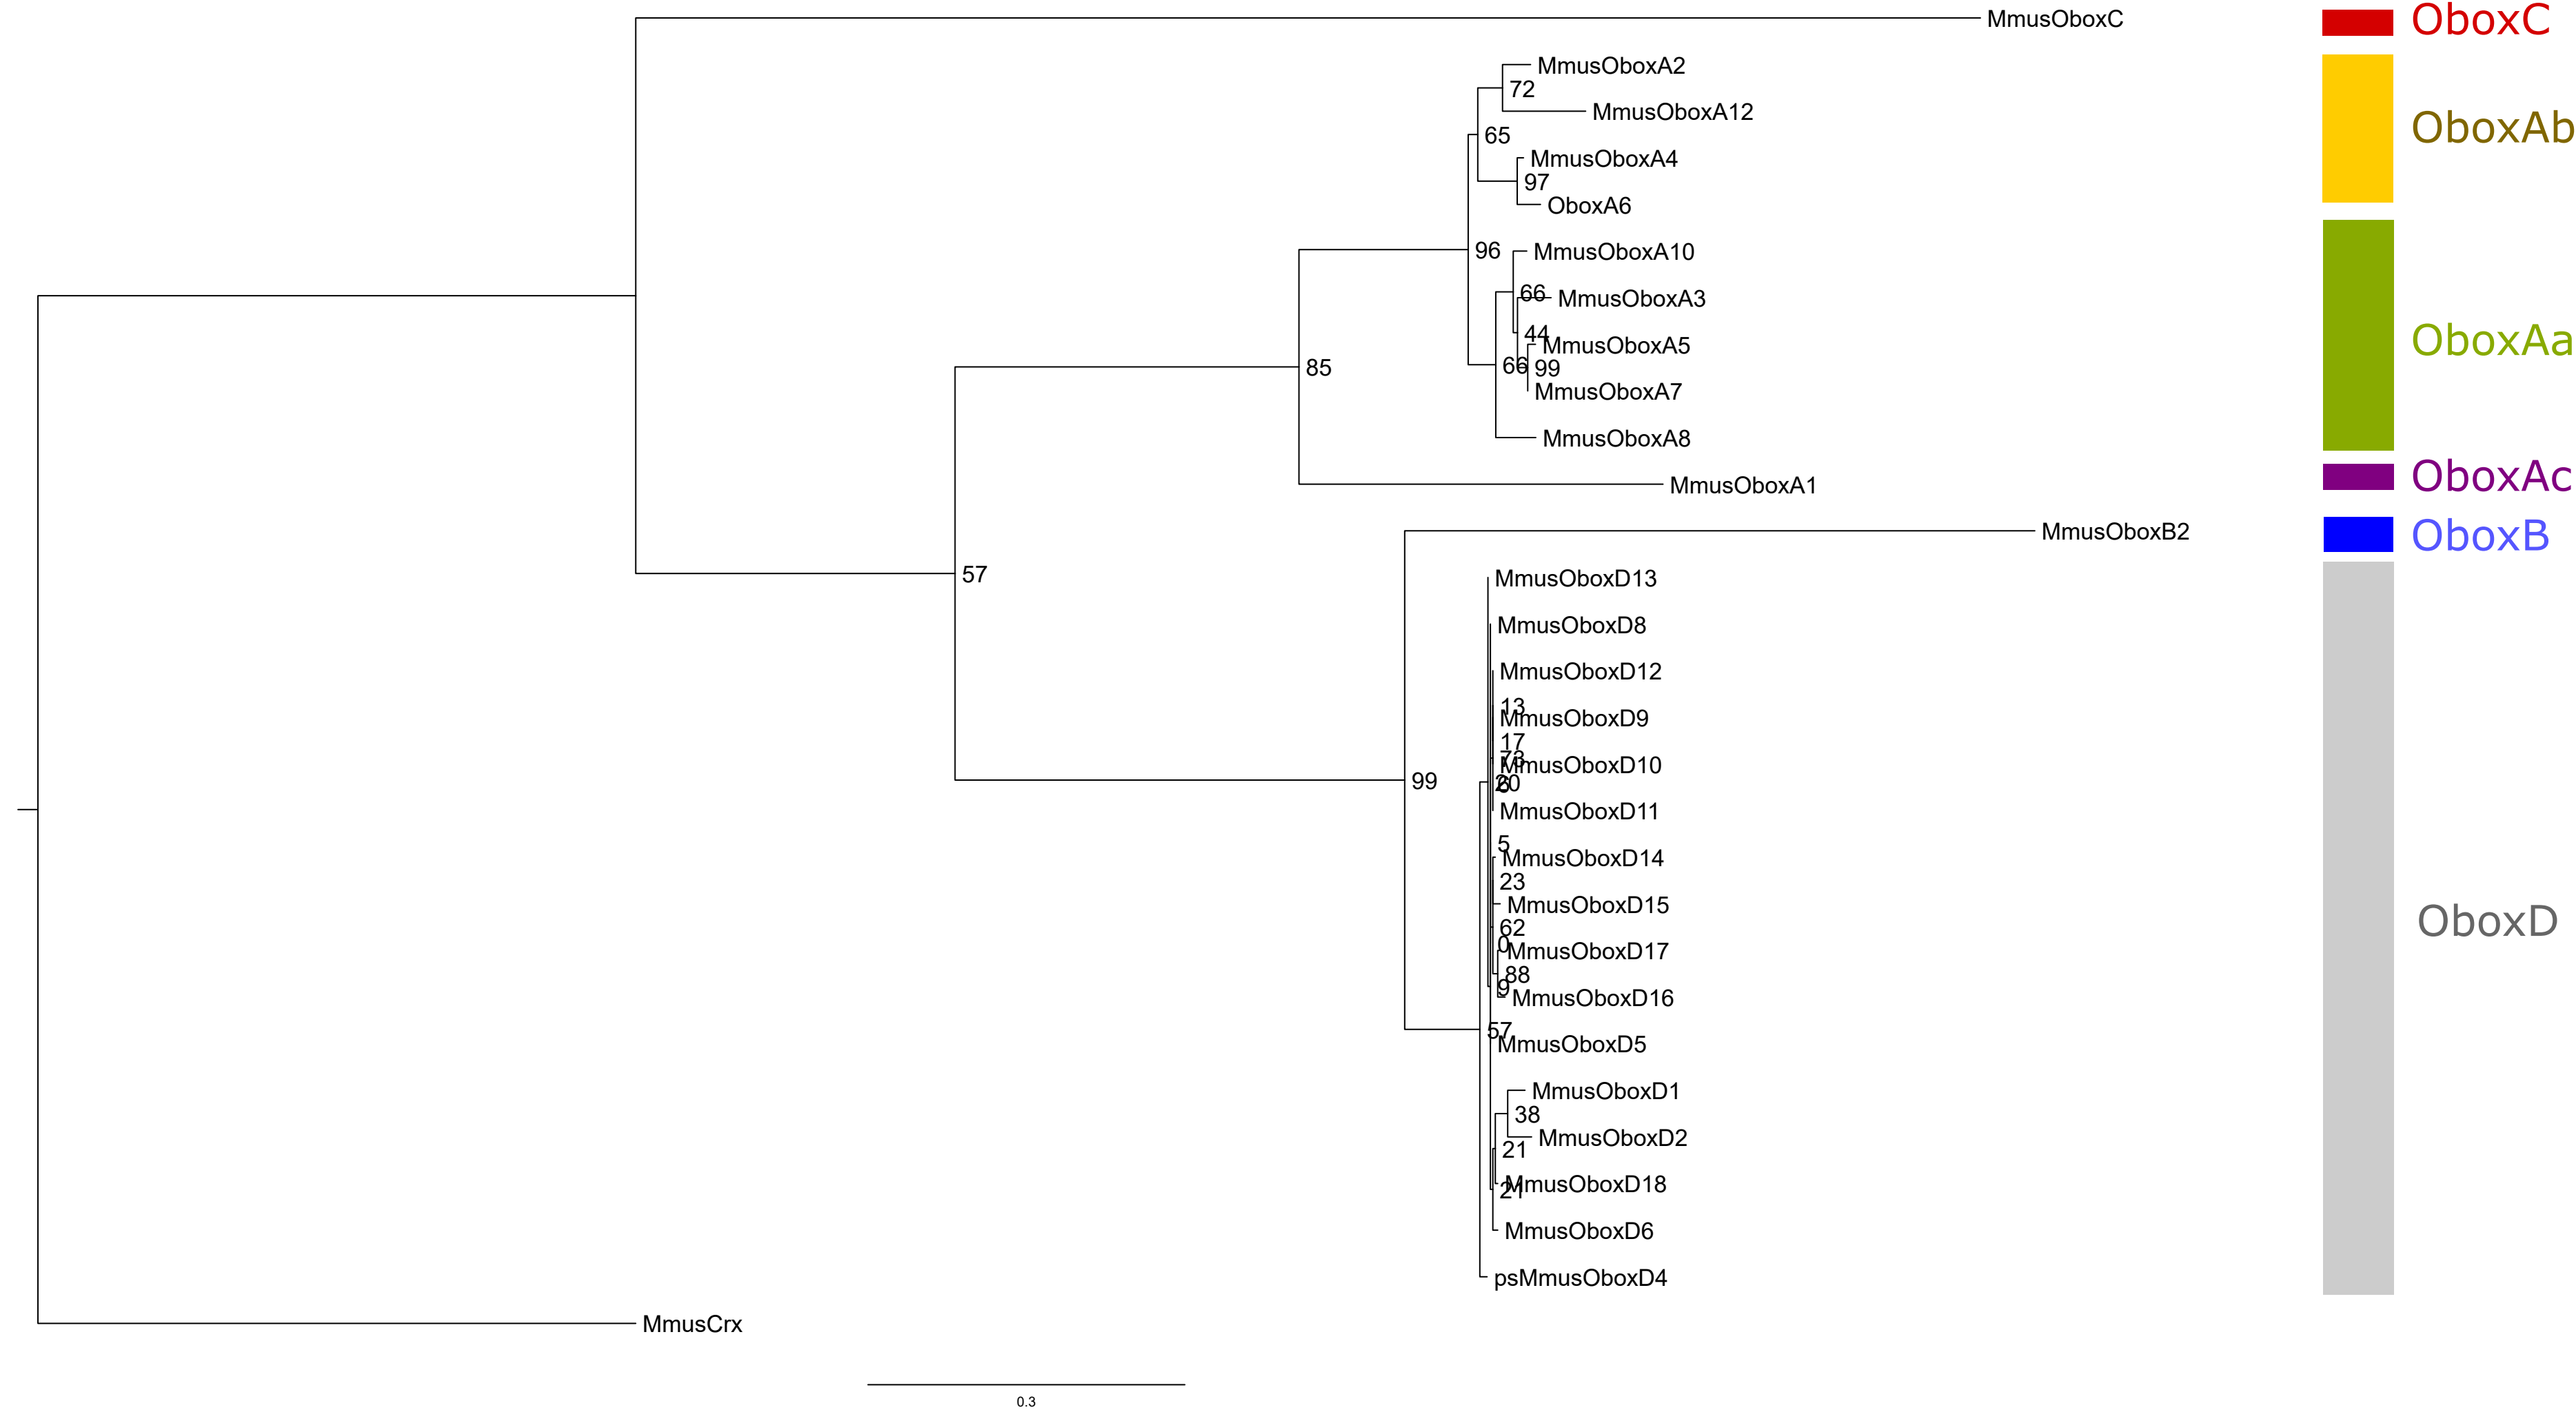

E

Species	Genome assembly	Number of homeodomains<br>in <i>Tprx1</i> region
Algerian mouse	GCA_001624865.1	2
Naked mole rat	HetGla_female_1.0	1
Guinea pig	Broad/cavPor3	1
Cow	UMD 3.1.1	1
Rat	RGSC Rnor_6.0	2*

F

CLUSTAL O(1.2.4) multiple sequence alignment

```

CrxOS2spretus      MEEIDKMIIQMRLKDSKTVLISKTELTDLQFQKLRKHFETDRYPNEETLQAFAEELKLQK
CrxOS2musculus      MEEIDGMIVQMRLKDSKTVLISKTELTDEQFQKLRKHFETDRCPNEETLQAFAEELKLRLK
CrxOS1spretus        MEAS-----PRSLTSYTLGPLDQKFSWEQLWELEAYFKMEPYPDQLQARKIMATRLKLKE
CrxOS1musculus        MEAS-----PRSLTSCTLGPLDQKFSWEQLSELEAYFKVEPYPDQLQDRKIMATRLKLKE
                  **          *   *  *:   .  :::  *:  :*.  :*:  :   *:  :   :  :*  .***::

```

```

CrxOS2spretus      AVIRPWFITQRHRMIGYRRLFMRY--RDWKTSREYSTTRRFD
CrxOS2musculus      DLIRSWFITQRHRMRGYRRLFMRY--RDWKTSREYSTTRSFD
CrxOS1spretus        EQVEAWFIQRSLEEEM-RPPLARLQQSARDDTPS-----
CrxOS1musculus        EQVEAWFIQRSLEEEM-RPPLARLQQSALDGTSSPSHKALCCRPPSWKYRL-----IPIN
                  :.  ***  :   .   *   :  *

```

```

CrxOS2spretus      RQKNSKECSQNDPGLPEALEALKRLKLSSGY-SRDGMSQDF
CrxOS2musculus      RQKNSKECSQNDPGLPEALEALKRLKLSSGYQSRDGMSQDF
CrxOS1spretus        -----
CrxOS1musculus      PPESSTSCKHSC-----

```

G

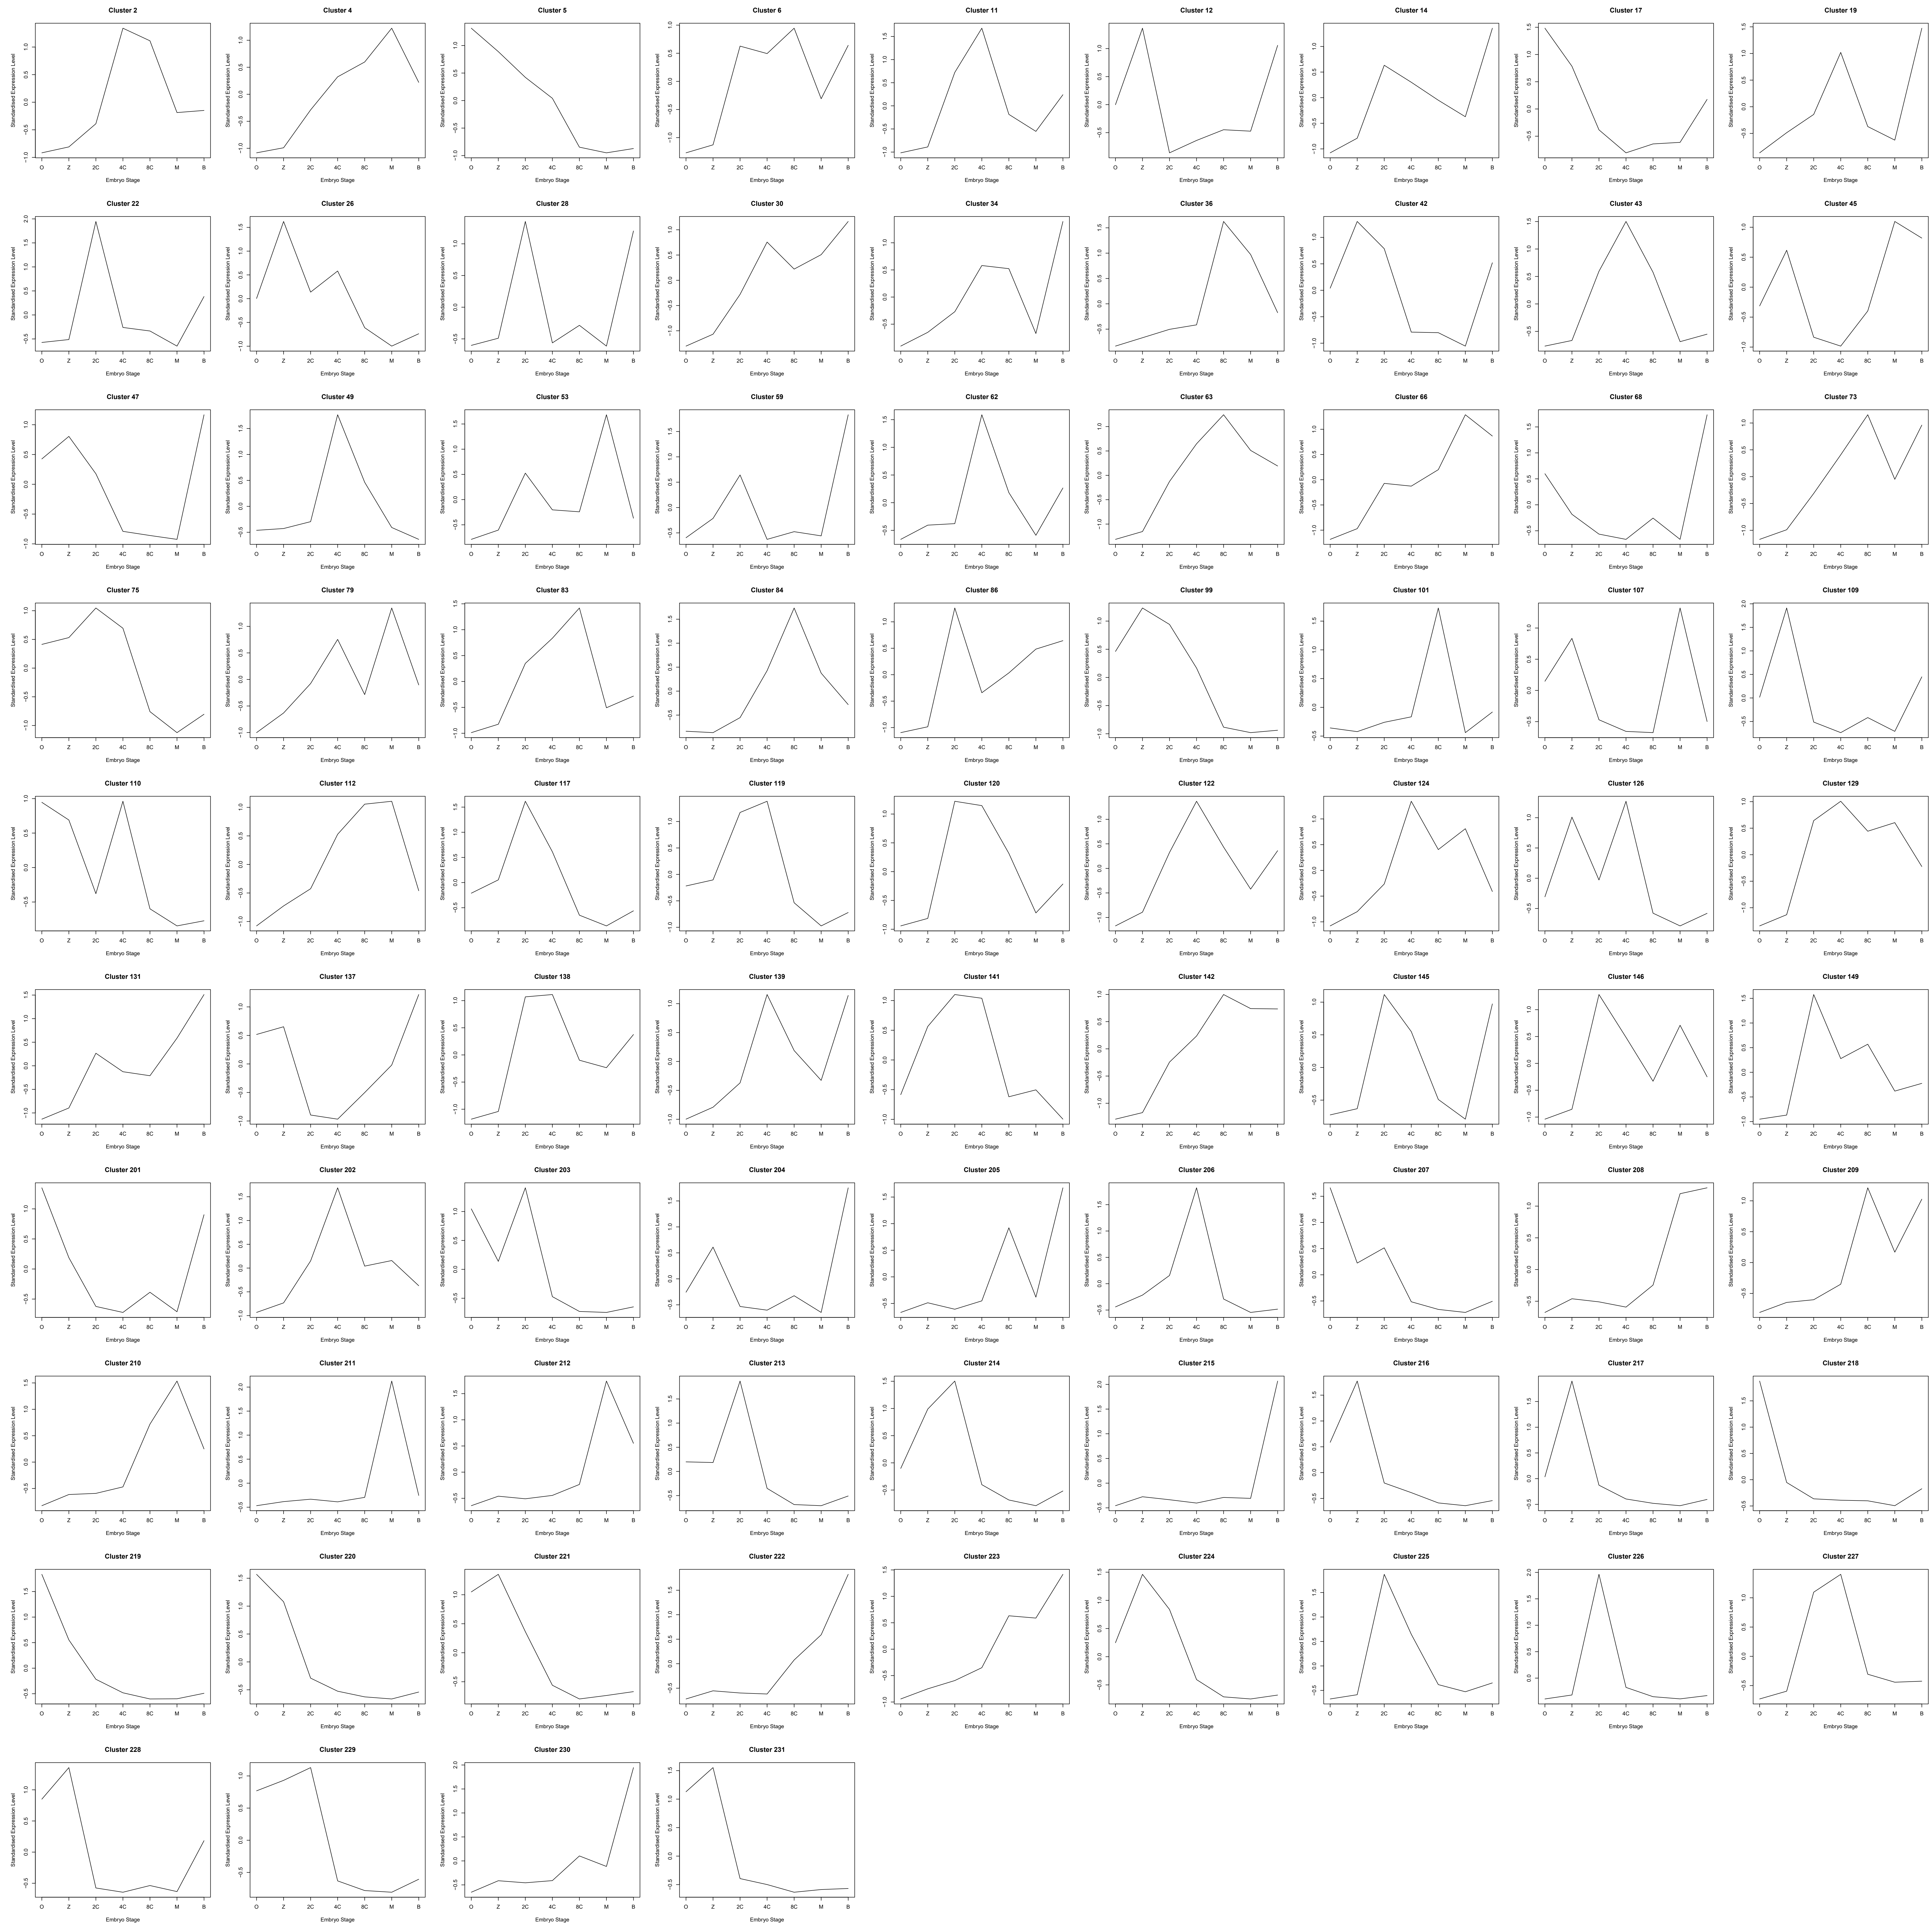

H

Up-regulated following ectopic expression

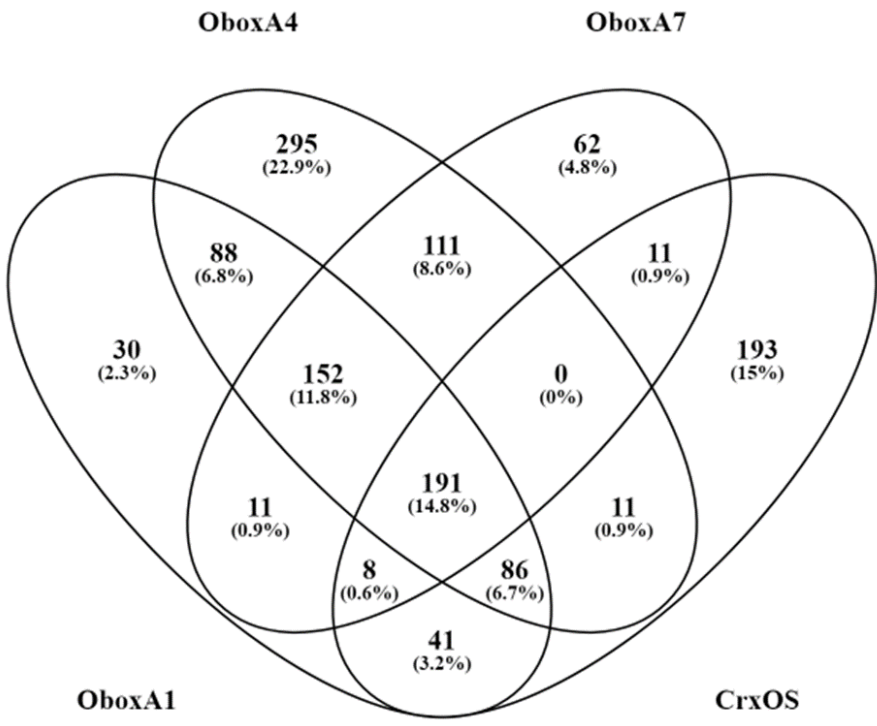

Down-regulated following ectopic expression

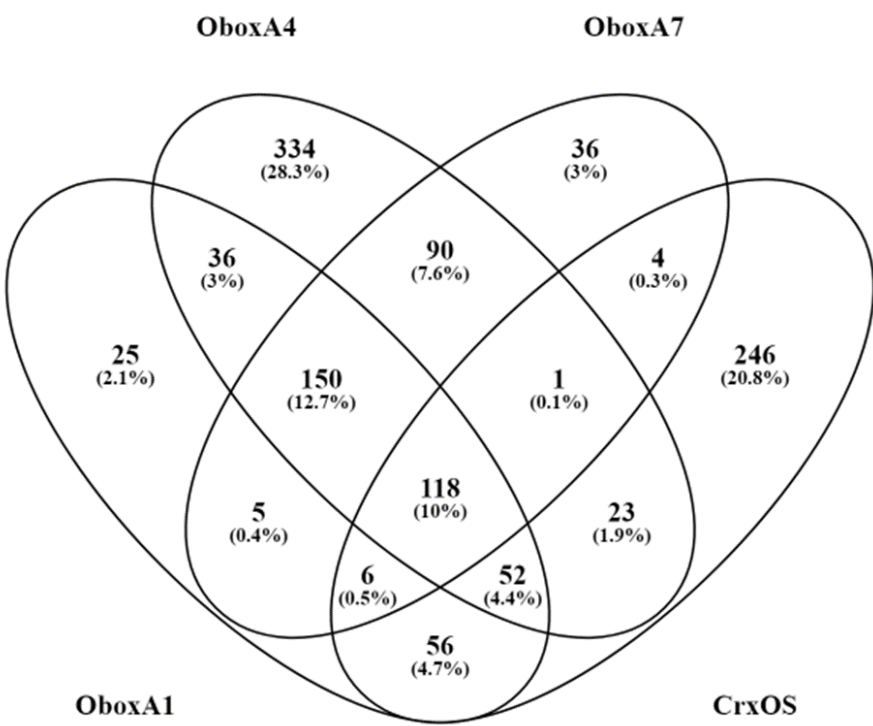

Obox jointly up-regulated following ectopic expression GO terms

Platform	Description	Count	P_Value	Benjamini
GOTERM_CC_DIRECT	proteinaceous extracellular matrix	52	2.00E-35	4.90E-33
UP_KEYWORDS	Glycoprotein	153	3.00E-34	7.30E-32
UP_KEYWORDS	Extracellular matrix	42	9.60E-32	1.20E-29
UP_KEYWORDS	Secreted	96	6.00E-31	5.00E-29
UP_KEYWORDS	Disulfide bond	131	3.80E-30	2.30E-28
GOTERM_CC_DIRECT	extracellular region	102	3.60E-30	4.40E-28
UP_SEQ_FEATURE	signal peptide	143	6.50E-31	8.00E-28
UP_KEYWORDS	Signal	157	7.60E-28	3.80E-26
UP_SEQ_FEATURE	glycosylation site:N-linked (GlcNAc...)	143	6.90E-25	4.20E-22
GOTERM_CC_DIRECT	extracellular matrix	40	5.90E-24	4.80E-22
UP_SEQ_FEATURE	disulfide bond	110	5.80E-21	2.30E-18
GOTERM_CC_DIRECT	extracellular space	64	6.90E-12	4.20E-10
GOTERM_CC_DIRECT	collagen trimer	15	8.80E-11	4.30E-09
INTERPRO	Thrombospondin, type 1 repeat	14	3.00E-11	9.60E-09
UP_KEYWORDS	Collagen	14	4.00E-10	1.10E-08
INTERPRO	Insulin-like growth factor binding protein, N-terminal	18	2.60E-11	1.70E-08
KEGG_PATHWAY	Focal adhesion	21	3.70E-10	7.20E-08
KEGG_PATHWAY	ECM-receptor interaction	14	3.10E-09	3.00E-07
INTERPRO	Collagen triple helix repeat	13	2.50E-09	5.40E-07
INTERPRO	EGF-like calcium-binding, conserved site	14	4.40E-09	7.00E-07
UP_KEYWORDS	EGF-like domain	18	4.90E-08	1.20E-06
UP_KEYWORDS	Hydroxylation	12	7.90E-08	1.80E-06
GOTERM_MF_DIRECT	extracellular matrix structural constituent	10	2.40E-08	5.30E-06
INTERPRO	EGF-type aspartate/asparagine hydroxylation site	13	4.90E-08	6.30E-06
GOTERM_BP_DIRECT	collagen fibril organization	10	1.60E-08	7.60E-06
INTERPRO	EGF-like, conserved site	17	1.10E-07	9.80E-06
SMART	TSP1	12	6.20E-08	1.00E-05
INTERPRO	EGF-like calcium-binding	14	1.10E-07	1.10E-05
INTERPRO	Epidermal growth factor-like domain	18	2.60E-07	2.10E-05
GOTERM_BP_DIRECT	anterior/posterior pattern specification	14	6.60E-08	2.50E-05
INTERPRO	Fibrillar collagen, C-terminal	6	4.10E-07	2.90E-05
SMART	COLFI	6	1.60E-06	8.60E-05
SMART	EGF_CA	14	2.20E-06	8.80E-05
UP_SEQ_FEATURE	domain:Fibrillar collagen NC1	6	3.70E-07	9.10E-05
SMART	EGF	17	1.20E-06	9.50E-05
INTERPRO	Peptidase M12B, ADAM-TS	7	1.60E-06	1.00E-04
INTERPRO	ADAM-TS Spacer 1	7	1.60E-06	1.00E-04
INTERPRO	Homeodomain, metazoa	11	1.80E-06	1.00E-04
UP_KEYWORDS	Wnt signaling pathway	13	1.40E-05	2.70E-04
UP_SEQ_FEATURE	propeptide:C-terminal propeptide	5	3.10E-06	6.30E-04
KEGG_PATHWAY	PI3K-Akt signaling pathway	20	1.00E-05	6.40E-04
UP_SEQ_FEATURE	compositionally biased region:Cys-rich	13	4.50E-06	7.90E-04
KEGG_PATHWAY	Protein digestion and absorption	10	2.10E-05	1.00E-03
UP_KEYWORDS	Sushi	7	6.70E-05	1.20E-03
INTERPRO	Metallopeptidase, catalytic domain	10	2.40E-05	1.30E-03
KEGG_PATHWAY	Amoebiasis	11	3.50E-05	1.40E-03
UP_SEQ_FEATURE	region of interest:Triple-helical region	6	1.10E-05	1.50E-03
INTERPRO	Laminin G domain	8	3.50E-05	1.70E-03
INTERPRO	Laminin G domain	8	3.50E-05	1.70E-03
UP_SEQ_FEATURE	domain:EGF-like 4; calcium-binding	7	1.70E-05	2.10E-03
KEGG_PATHWAY	Hypertrophic cardiomyopathy (HCM)	9	6.50E-05	2.10E-03
UP_KEYWORDS	Metal-binding	77	1.40E-04	2.30E-03
UP_SEQ_FEATURE	domain:Ig-like C2-type 3	10	2.30E-05	2.60E-03
KEGG_PATHWAY	Dilated cardiomyopathy	9	9.30E-05	2.60E-03
SMART	FN3	13	8.50E-05	2.80E-03
UP_SEQ_FEATURE	domain:EGF-like 2; calcium-binding	8	3.20E-05	3.20E-03
UP_SEQ_FEATURE	domain:TSP type-1 1	7	3.40E-05	3.20E-03
UP_SEQ_FEATURE	domain:TSP type-1 2	7	3.40E-05	3.20E-03
UP_KEYWORDS	Cleavage on pair of basic residues	13	3.70E-04	5.10E-03
KEGG_PATHWAY	Proteoglycans in cancer	13	2.10E-04	5.20E-03
UP_SEQ_FEATURE	domain:EGF-like 3; calcium-binding	7	6.30E-05	5.50E-03
INTERPRO	Concanavalin A-like lectin/glucanase, subgroup	13	1.40E-04	6.20E-03
INTERPRO	Immunoglobulin subtype 2	14	1.40E-04	6.20E-03
INTERPRO	Fibronectin, type III	13	1.40E-04	6.20E-03
INTERPRO	Leucine-rich repeat-containing N-terminal	7	1.80E-04	7.00E-03
INTERPRO	Homeobox, conserved site	12	1.80E-04	7.10E-03
GOTERM_MF_DIRECT	metalloendopeptidase activity	11	5.00E-05	7.30E-03
INTERPRO	Peptidase M12B, ADAM/reprolysin	7	2.50E-04	8.00E-03
INTERPRO	Sushi/SCR/CCP	7	2.50E-04	8.00E-03
INTERPRO	Peptidase M12B, propeptide	7	2.30E-04	8.10E-03
INTERPRO	Insulin-like growth factor-binding protein, IGFBP	5	2.40E-04	8.20E-03
INTERPRO	Homeobox protein, antennapedia type, conserved site	5	2.40E-04	8.20E-03
UP_SEQ_FEATURE	propeptide:N-terminal propeptide	4	1.00E-04	8.30E-03
UP_SEQ_FEATURE	domain:Ig-like C2-type 1	11	1.10E-04	8.40E-03
UP_KEYWORDS	Immunoglobulin domain	18	9.70E-04	1.10E-02
UP_KEYWORDS	Leucine-rich repeat	13	9.20E-04	1.10E-02
UP_KEYWORDS	Steroid metabolism	7	8.30E-04	1.10E-02
UP_SEQ_FEATURE	domain:VWFC	5	1.80E-04	1.20E-02
UP_KEYWORDS	Homeobox	13	1.10E-03	1.20E-02
INTERPRO	von Willebrand factor, type C	6	4.50E-04	1.40E-02
UP_SEQ_FEATURE	domain:IGFBP N-terminal	5	2.30E-04	1.40E-02
INTERPRO	Leucine-rich repeat, typical subtype	11	4.90E-04	1.40E-02
UP_KEYWORDS	Cholesterol metabolism	6	1.30E-03	1.40E-02
SMART	IB	5	5.60E-04	1.50E-02
SMART	TSPN	5	1.00E-03	1.60E-02
INTERPRO	Immunoglobulin I-set	10	5.70E-04	1.60E-02
SMART	LRRNT	7	7.90E-04	1.60E-02
SMART	CCP	7	8.70E-04	1.60E-02
UP_SEQ_FEATURE	domain:TSP N-terminal	5	2.90E-04	1.70E-02
SMART	VVC	6	7.40E-04	1.70E-02
UP_SEQ_FEATURE	DNA-binding region:Homeobox	12	3.40E-04	1.80E-02
UP_SEQ_FEATURE	domain:Sushi 1	6	3.30E-04	1.80E-02
INTERPRO	Insulin-like growth factor binding protein, N-terminal, Cys-rich conserved site	4	7.80E-04	2.10E-02
UP_KEYWORDS	Endoplasmic reticulum	28	2.10E-03	2.10E-02
UP_KEYWORDS	Sterol metabolism	6	2.30E-03	2.20E-02
UP_KEYWORDS	Steroid biosynthesis	5	2.40E-03	2.20E-02
GOTERM_MF_DIRECT	metallopeptidase activity	11	4.30E-04	2.40E-02
UP_SEQ_FEATURE	domain:Disintegrin	6	5.00E-04	2.50E-02
SMART	IGc2	14	1.70E-03	2.50E-02
GOTERM_MF_DIRECT	sequence-specific DNA binding	24	5.80E-04	2.50E-02
GOTERM_MF_DIRECT	calcium ion binding	26	4.20E-04	2.60E-02
UP_SEQ_FEATURE	domain:Peptidase M12B	6	5.60E-04	2.70E-02
UP_KEYWORDS	Cholesterol biosynthesis	4	3.10E-03	2.70E-02
GOTERM_MF_DIRECT	insulin-like growth factor binding	5	5.70E-04	2.80E-02
GOTERM_BP_DIRECT	cholesterol biosynthetic process	6	2.00E-04	2.90E-02
GOTERM_BP_DIRECT	negative regulation of canonical Wnt signaling pathway	9	3.80E-04	3.20E-02
GOTERM_BP_DIRECT	Wnt signaling pathway	13	3.30E-04	3.30E-02
UP_SEQ_FEATURE	short sequence motif:Antp-type hexapeptide	5	7.40E-04	3.40E-02
INTERPRO	Homeodomain	13	1.40E-03	3.40E-02
GOTERM_MF_DIRECT	platelet-derived growth factor binding	4	9.70E-04	3.80E-02
INTERPRO	Complement C1q protein	5	1.60E-03	3.80E-02
SMART	C1Q	5	2.90E-03	3.90E-02
UP_KEYWORDS	Zymogen	10	4.80E-03	3.90E-02
GOTERM_BP_DIRECT	face morphogenesis	6	5.90E-04	4.40E-02
UP_KEYWORDS	Metalloprotease	8	5.70E-03	4.50E-02
SMART	LRR_TYP	11	3.70E-03	4.50E-02

Obox jointly down-regulated following ectopic expression GO terms

Platform	Description	Count	P_Value	Benjamini
UP_KEYWORDS	DNA replication	11	1.50E-07	1.70E-05
UP_KEYWORDS	Glycoprotein	76	1.20E-06	9.00E-05
GOTERM_BP_DIRECT	DNA replication	11	4.20E-06	3.70E-03
GOTERM_BP_DIRECT	DNA replication initiation	6	1.20E-05	6.80E-03
GOTERM_CC_DIRECT	MCM complex	4	1.70E-04	1.50E-02
UP_KEYWORDS	Kinase	20	6.10E-04	1.50E-02
UP_KEYWORDS	Growth factor	8	7.00E-04	1.60E-02
UP_KEYWORDS	Nucleotide-binding	36	1.10E-03	2.00E-02
UP_KEYWORDS	ATP-binding	30	1.10E-03	2.00E-02
INTERPRO	Mini-chromosome maintenance, conserved site	4	3.70E-05	2.10E-02
UP_KEYWORDS	Cell cycle	18	1.00E-03	2.20E-02
KEGG_PATHWAY	DNA replication	6	1.50E-04	2.80E-02
UP_KEYWORDS	Tyrosine-protein kinase	7	2.00E-03	3.00E-02
SMART	MCM	4	2.40E-04	3.30E-02
INTERPRO	Mini-chromosome maintenance, DNA-dependent ATPase	4	1.50E-04	4.20E-02

Top 10 genes by fold change down-regulated following over-expression

	<i>OboxA1</i>		<i>OboxA4</i>		<i>OboxA7</i>		<i>CrxOS</i>	
	Gene	Log ₂ Fold Change	Gene	Log ₂ Fold Change	Gene	Log ₂ Fold Change	Gene	Log ₂ Fold Change
1	<i>Blnk</i>	-1.28	<i>Ptpn22</i>	-2.36	<i>Mmp13</i>	-1.94	<i>Dynap</i>	-1.54
2	<i>Igsf11</i>	-1.18	<i>Mmp13</i>	-2.14	<i>Ptpn22</i>	-1.85	<i>Ahrr</i>	-1.43
3	<i>Hs3st1</i>	-1.14	<i>Itga2</i>	-1.87	<i>Mmp3</i>	-1.57	<i>Krt19</i>	-1.26
4	<i>Gprc5a</i>	-1.13	<i>Dynap</i>	-1.64	<i>Hs3st1</i>	-1.24	<i>Itga3</i>	-1.22
5	<i>Clic5</i>	-1.12	<i>Fam110c</i>	-1.63	<i>Clic5</i>	-1.2	<i>Ccbe</i>	-1.1
6	<i>Itga6</i>	-1.12	<i>Areg</i>	-1.62	<i>Nptx1</i>	-1.17	<i>Aqp5</i>	-1.08
7	<i>Ngef</i>	-1.08	<i>Mmp3</i>	-1.53	<i>Fam110c</i>	-1.08	<i>Rasgrp3</i>	-1.02
8	<i>Esm1</i>	-1.08	<i>Clic5</i>	-1.5	<i>Lgr6</i>	-1.07	<i>Coch</i>	-1.01
9	<i>Sox2</i>	-0.99	<i>Serpinb2</i>	-1.49	<i>Slc14a1</i>	-1.06	<i>Nqo1</i>	-0.98
10	<i>Hmga1-rs1</i>	-0.99	<i>Upp1</i>	-1.42	<i>Areg</i>	-1.04	<i>Ngef</i>	-0.97

K

OboxA1				OboxA4		
<u>Gene</u>	<u>Up/Down regulated</u>	<u>Corrected P-value</u>		<u>Gene</u>	<u>Up/Down regulated</u>	<u>Corrected P-value</u>
Nanog	NA	NA		Nanog	NA	NA
Oct4/Pou5F1	NA	NA		Oct4/Pou5F1	NA	NA
Sox2	Down	7.23E-10		Sox2	Down	4.22E-13
Klf4	NA	NA		Klf4	Down	9.47E-07
Myc	NA	NA		Myc	Down	1.83E-31
Tead4	Down	2.64E-05		Tead4	Down	5.07E-06
Cdx2	NA	NA		Cdx2	NA	NA
Gata3	Down	2.51E-08		Gata3	Down	1.31E-07
OboxA7				CrxOS		
<u>Gene</u>	<u>Up/Down regulated</u>	<u>Corrected P-value</u>		<u>Gene</u>	<u>Up/Down regulated</u>	<u>Corrected P-value</u>
Nanog	NA	NA		Nanog	NA	NA
Oct4/Pou5F1	NA	NA		Oct4/Pou5F1	NA	NA
Sox2	Down	2.92E-11		Sox2	Down	0.03
Klf4	NA	NA		Klf4	NA	NA
Myc	Down	0.000000212		Myc	NA	NA
Tead4	Down	0.00056		Tead4	Down	0.006
Cdx2	NA	NA		Cdx2	NA	NA
Gata3	Down	0.0000216		Gata3	Down	0.006041

L

CrxOS

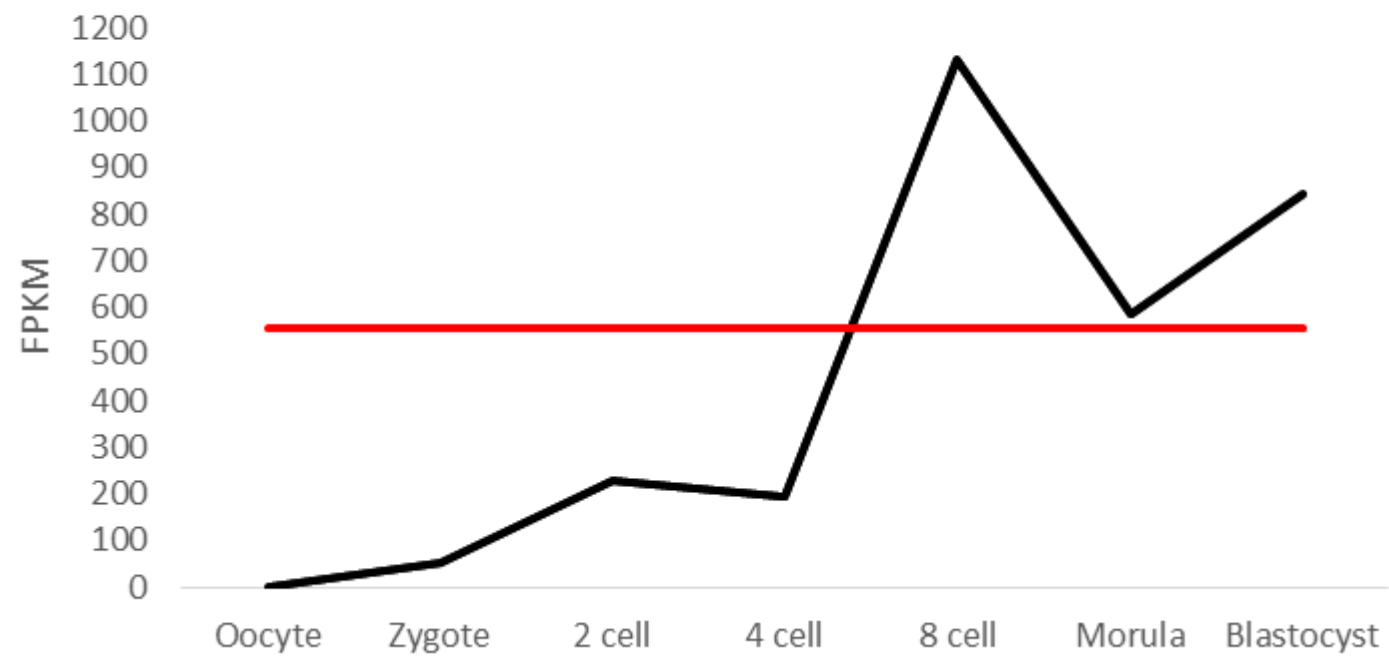

OboxA1

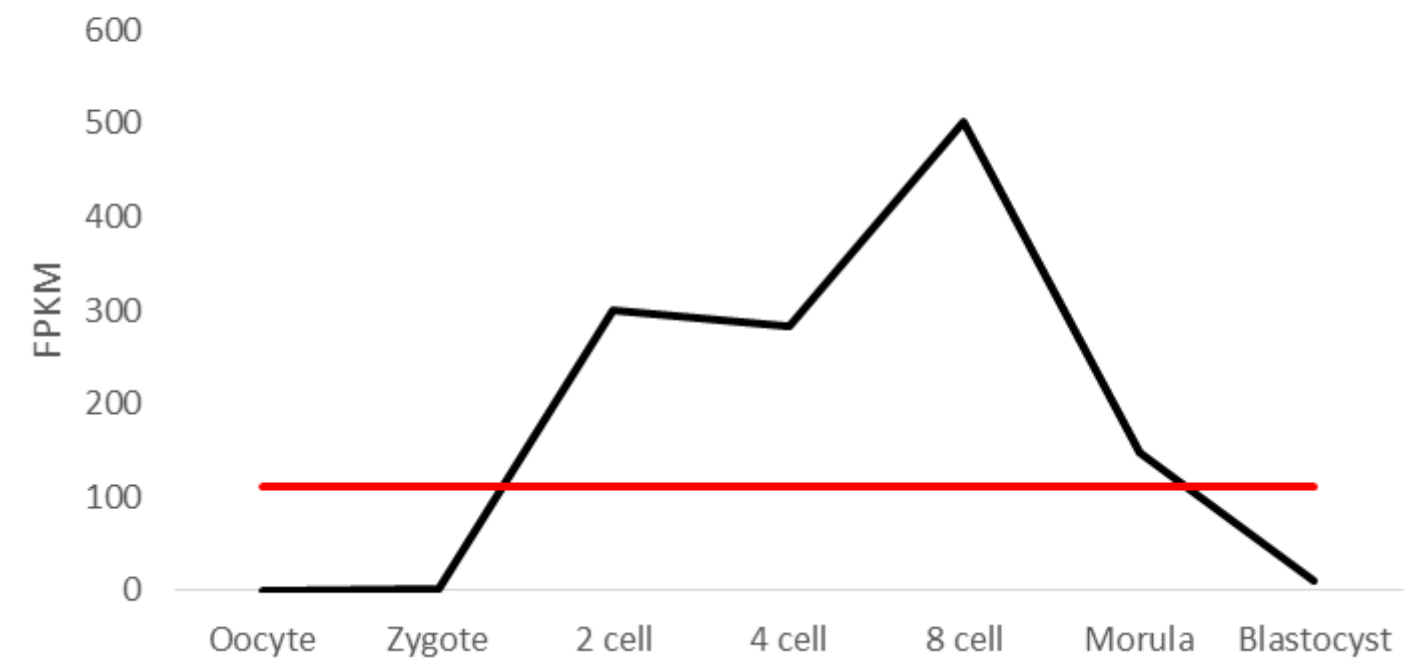

OboxA4

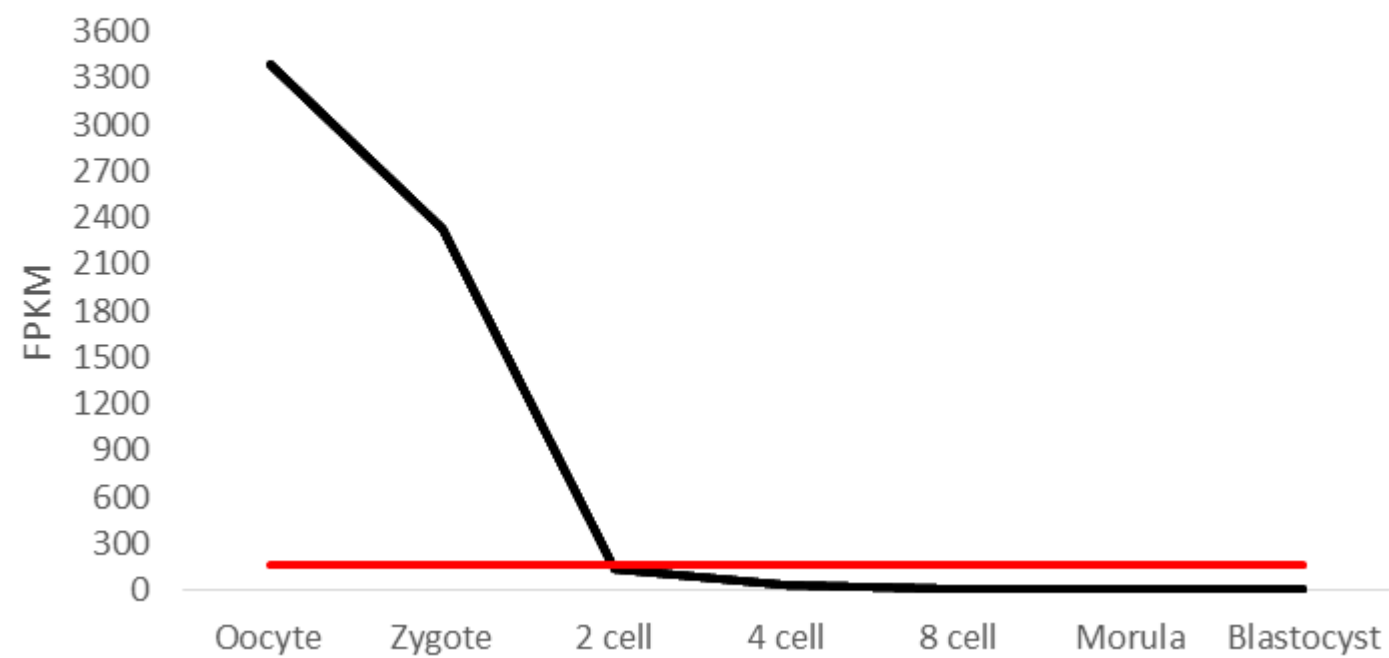

OboxA4 (2 cell to Blastocyst)

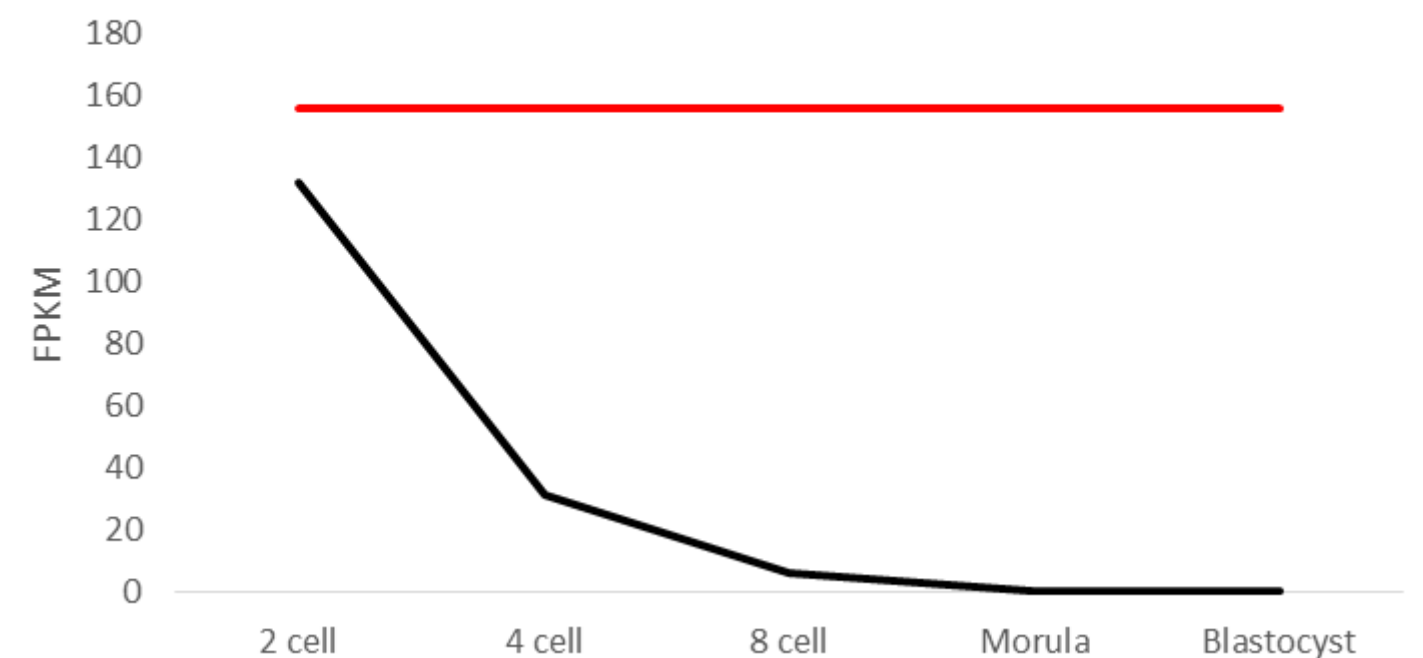

OboxA7

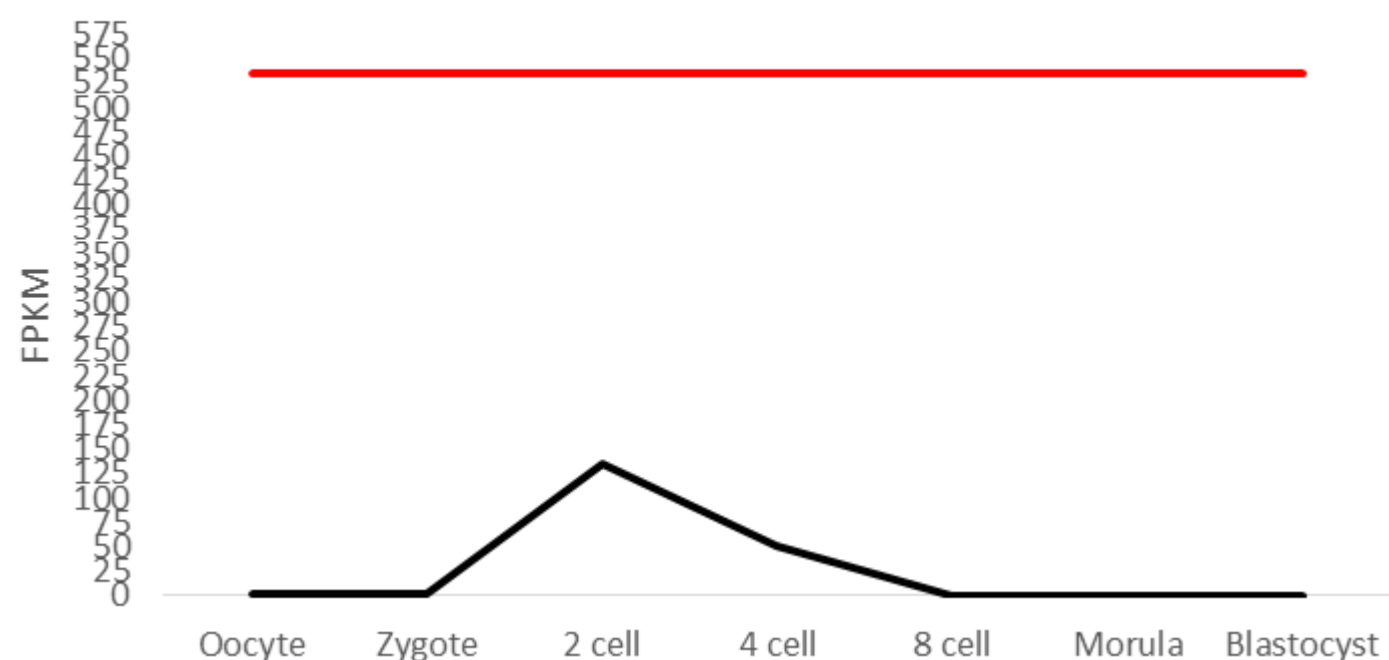

— Endogenous expression

— Ectopic expression level

How the deposited data were processed for this re-analysis (not part of the article)

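The data are RNA-seq counts from 15 libraries of primary mouse embryonic fibroblasts sorted 48 h after electroporation with a plasmid that expresses Crxos, Oboxa1, Oboxa4, Oboxa7 or no insert, with 3 libraries for each of the 5 conditions. Conditions and replicate numbers were taken from the sample labels and the paper. The authors sequenced paired-end reads, aligned them to GRCm38/mm10 with STAR and assigned them to protein-coding genes of the NCBI annotation with featureCounts, which the submitters' processing notes also name; the versions of these tools and their settings for strand and for reads that match several genes are not given in the sources used here. The deposited values are the authors' counts of reads per gene, whole numbers that were not normalized or filtered. The table holds 22063 rows, of which 2 share a name with an earlier row and 0 name no gene, and 0 of its columns were left unused. Rows of genes alike in sequence, such as those of the Obox family, may share reads, and so may the rows Crxos and Crxos2.

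The total count per library was 28440415 to 42778823, with a median of 33849761. At these totals, counting error is small for all but the least expressed genes, and the spread between libraries sets the precision. A library's counts were scaled by TMM and genes with too few counts were removed by edgeR's filterByExpr, which kept 14012 genes. Each of the 4 transfected genes was compared with the empty vector, each Obox gene with each other, and Crxos with the mean of the 3 Obox genes, by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) in a single model over all 15 libraries, without a block. The paper states that its experiments were matched by date and gives no date for a library, and this model takes no account of dates. A gene was called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change above 1.25. Log2 fold changes are those edgeR fits with a prior count of 0.125, and the log2 CPM behind the principal components and the list tests use a prior count of 2. A fold against a group with a count of 0 in each library is a lower bound, computed with 3 counts over that group. Levels are CPM, counts scaled to a common library total after TMM, given as means with the SD over 3 libraries. Levels of the transfected genes were expressed as RPKM, the count per kilobase scaled to the library's total, with the gene lengths of the deposited table. Coordinates are those of GRCm38.p6.

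Gene lists were written after the paper had been read and before the data were examined, 22 of pathways, complexes and gene families and 9 of markers of other cell types. The pathway lists cover collagens and collagen-modifying enzymes, elastic fibre, proteoglycan and matricellular proteins, metalloproteases, integrins and focal adhesion proteins, DNA replication, mitosis, ribosome biogenesis, cytoplasmic ribosomal proteins, cholesterol biosynthesis, immediate-early genes, ERK pathway genes, smooth muscle proteins, insulin-like growth factor signalling, amino acid and unfolded protein stress, interferon-stimulated genes, p53 targets, cytokines and chemokines, Wnt regulators, Hox genes, glycolysis and hypoxia, regulators of the early embryo and genes of the major zygotic genome activation. The marker lists cover macrophages, endothelium, epithelium, skeletal myoblasts, neural crest and Schwann cells, chondrocytes, adipocytes, pericytes and sex. The pathway lists were tested against the other genes with camera at a preset correlation of 0.01, adjusted over 88 tests, and again with an estimated correlation. Named genes are the 10 with the largest fold change in each direction among called genes whose 3 libraries all lie beyond the 3 controls and whose mean is at least 1 CPM (5 in each direction between transfected genes), every gene the paper names in its text, Table 2 and Additional file 1J and 1K, up to 4 called members of each list with the smallest p, and the called members of temporal profiles 5, 59, 79, 84 and 101. The paper's Table 2 and Additional file 1 had been read before this rule was written. Members of the temporal profiles were read from the 1999 of 9463 rows of Additional file 4 used here, so no enrichment of a profile was tested, and the gene ontology analysis was not repeated.

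The alternatives set before the data were examined were size factors of DESeq2, upper-quartile scaling, DESeq2's Wald test with and without a normal prior (DESeq2 1.42.0), no filter and a stricter filter of 1 CPM in 3 libraries, a model of only the compared groups, a replicate block, no threshold on the fold change, a test against a fold change of 1.25 (glmTreat), an estimated correlation for the gene lists, and leaving out each library in turn. After the counts had been seen, 9 further settings were added because principal component 1 of the 1000 most variable genes separates 5 libraries from 10. They include the within-set fit, a term for the 2 sets in edgeR, and DESeq2 fits restricted to libraries of shared sets. The within-set fit gives each condition a mean within each set and compares conditions within a set. For Crxos it compares against 1 control library, with the spread taken from the other groups, the Crxos libraries among them. The correlations between responses were set against simulations in which the groups were unchanged and shared the control libraries. Each gene was drawn independently, and the simulated values are means over 20 draws. The tests were tried on simulated counts with 200 changed genes. For Crxos against the control with the sets alike, the 15-library fit recovered 89.6% of genes changed 1.5-fold and all changed 2-fold or more, and called 8 of 13509 unchanged genes; with the sets different it recovered 65.7%, 89.6% and 95.5% of genes changed 1.5-fold, 2-fold and 4-fold, and the within-set fit 68.7%, 95.5% and 100%. With the sets different edgeR called 15 of 13562 unchanged genes over 15 libraries and 11 within sets, while DESeq2 over 15 libraries called 199 of 13801.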

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

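The tests of library size, of the sex of the embryos and of another preparation of fibroblasts, the term for the 2 sets of libraries and the within-set fit were chosen after the results had been seen, and the test inside the set of 5 libraries was written down before its result was seen but after that of the term for the sets.

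The 15 libraries fall into a set of 5 (Crxos replicates 1 to 3, Oboxa1 replicate 3 and control replicate 1) and a set of 10, and the difference between the sets recurs in the Oboxa1 and control libraries that lie on both sides (r = 0.63 across genes; of 858 genes with a log2 difference above 1 in the control, 763 have the same sign in Oboxa1). Library size is argued against, since 5 of the 5 totals lie inside the range of the other 10, and so is the sex of the embryos of origin, since the largest bound on the difference of a Y-linked gene is 0.47 on the log2 scale (Uty, the difference plus 2 standard errors). Another preparation of fibroblasts is a candidate explanation, since 85.3% of the measured Hox genes, whose expression in fibroblasts follows the position of origin in the body, differ between the sets, against 18.3% of all genes. The paper states that experiments were matched by date, but neither it nor the labels give the day or preparation of a library, so a difference in day, culture state or library preparation stays open. All Crxos libraries lie in the set of 5 and all Oboxa4 and Oboxa7 libraries in the set of 10, and the design holds no condition that would give a biological explanation for the sets to test.

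The responses to Crxos and to the mean of the 3 Obox genes differed at 2452 genes by edgeR's quasi-likelihood test of the difference itself (1130 without Crxos replicate 1 and 1032 without Crxos replicate 2). With a term for the 2 sets of libraries 1 gene was called, and inside the set of 5, where Crxos could be compared with Oboxa1 replicate 3, 4 were (694 at an unadjusted p under 0.05), against 1695 (4238) for Crxos and 1142 (3384) for Oboxa1 replicate 3 when each was compared with control replicate 1. The sets may therefore account for most of the 2452 genes, although the comparison inside the set of 5 rests on 1 Oboxa1 library, assumed to vary like the other groups. With the term for the sets, Crxos is compared through the Oboxa1 and control libraries that lie in both sets. The 1 call with the term is fewer than the rows of the transfected genes, which hold at least 2009 reads in their own libraries and at most 34 elsewhere. That fit missed differences known to be present, so its count alone cannot show how few genes differ. Of 100 groupings of the libraries, 2 gave a count as large, which makes a grouping by chance unlikely but says nothing against the sets. The 3 highest other groupings (2682, 2451 and 2293 genes) each join Oboxa1 3 with 2 Crxos libraries, all of the set of 5, and every grouping below these gave at most 2. A smaller difference specific to Crxos stays open: the within-set fit gave 838 genes, but it compares changes measured against different control libraries.

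All 4 transfected genes changed many of the same genes against the empty vector. Shared control libraries are argued against as the whole cause, since the log2 fold changes of Crxos and Oboxa4 against controls that they do not share still correlate with r = 0.44 across genes. Simulated unchanged groups gave a mean of 0.00058, but each gene was drawn independently, so this value does not show how far r varies between real libraries. Deviations of single Oboxa4 and Oboxa7 libraries from their group means correlated with r from -0.21 to 0.19. An effect of expressing any insert cannot be told apart from a response common to these homeobox genes, because 0 libraries carry an unrelated insert. The biological explanation, that the 4 proteins act on common targets, was not tested separately from this. Of 100 groupings of the libraries, 1 (the real one) gave as many as the 238 genes higher and 1 as many as the 189 genes lower after all 3 Obox genes, with 0 and 2 genes in the highest other grouping. A grouping by chance is therefore unlikely for these libraries, but it is not known whether the 3 libraries of a condition came from separate cultures. Without single libraries the counts of 238 and 189 ran from 103 and 56 (without Oboxa7 replicate 1) to 521 and 317 (without Oboxa1 replicate 3), with 157 and 95 without Oboxa1 replicate 1, 119 and 79 without Oboxa7 replicate 2, and 104 and 68 without control replicate 3.

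Direct tests of the difference between Obox genes called 26 genes for Oboxa4 and Oboxa7 and 17 for Oboxa1 and Oboxa7, the transfected genes among them. For Oboxa4 and Oboxa1 they called 4, which are the 2 transfected genes under 2 names each, so no other row was called over 15 libraries, whereas the fits that use the sets and DESeq2 called more rows. Each of these tests allows 10 groupings of its libraries, too few for a share under 0.05; the highest other grouping gave 0 in each. The 26 became 128 without Oboxa1 replicate 3, 98 without control replicate 1, 11 without Oboxa4 replicate 1 or 3, 13 without Oboxa7 replicate 2 or 3, 15 without Oboxa4 replicate 2, 16 without control replicate 2 and 17 without Crxos replicate 2 or Oboxa7 replicate 1, and the 17 became 104 without control replicate 1, 34 without Oboxa1 replicate 3, 11 without Oboxa7 replicate 3 and 7 without Oboxa1 replicate 1. A fit of only Oboxa4 and Oboxa7 and the within-set fit also called many more than 26 between these genes. The 26 therefore does not show that Oboxa4 and Oboxa7 act alike. The comparisons with the control also allow only 10 groupings each, with 2351 genes called after Crxos (highest other 0), 1055 after Oboxa1 (highest other 798, for the group of Oboxa1 1, Oboxa1 3 and control 1, which puts both libraries of the set of 5 on one side), 1946 after Oboxa4 (highest other 0) and 794 after Oboxa7 (highest other 0). For the 938 genes called after Oboxa4 and no other Obox gene, 1 of 84 groupings gave as many, the real one, which makes a grouping by chance unlikely. The highest other count, 848 (Oboxa1 1, Oboxa4 1 and Oboxa4 2), however, lies above the 629 and 630 genes left without Oboxa4 replicate 2 or 1. In edgeR's direct test 0 of the 938 genes differed between Oboxa4 and Oboxa1 (281 at an unadjusted p under 0.05, 2 by DESeq2), so the count does not show genes particular to Oboxa4.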

How the results depend on the processing

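The within-set fit (matched libraries), the term for the 2 sets of libraries and the DESeq2 settings that use the sets were chosen after seeing the data, and every other setting was set before the data were examined.

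Size factors of DESeq2, upper-quartile scaling and no filter on low counts left every count at a claim within 1.5 times its value. With DESeq2's Wald test the count in direct comparison moved to 109 for Oboxa4 and Oboxa7 and 90 for Oboxa1 and Oboxa7, and with its normal prior to 118 for Oboxa4 and Oboxa7 and 106 for Oboxa1 and Oboxa7; the stricter filter gave 16 for Oboxa4 and Oboxa7 and 11 for Oboxa1 and Oboxa7, and the replicate block 16 for Oboxa4 and Oboxa7. For these the cause was not tested. The replicate numbers gave no clear pairing of the libraries: of 30 same-numbered pairs, 3 had a correlation above 0.1, and 8 of 15 libraries were most alike to one of their own number. A pairing is not excluded. Between Oboxa4 and Oboxa7 the same-numbered pairs had r = 0.16, 0.19 and 0.087, and the other pairs -0.21 to 0.066. In Oboxa1 and the control, the libraries of the set of 5 have unlike numbers (Oboxa1 3 and control 1), so this check cannot decide there. With the replicate block 1101 genes were higher and 1065 lower after Crxos, 520 and 413 after Oboxa1, 1042 and 774 after Oboxa4, and 410 and 287 after Oboxa7.

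The test against a fold change of 1.25 (glmTreat) calls fewer genes by construction: higher than control 414 for Crxos, 128 for Oboxa1, 212 for Oboxa4 and 66 for Oboxa7; lower than control 331 for Crxos, 51 for Oboxa1, 110 for Oboxa4 and 14 for Oboxa7; higher after all 3 Obox genes 26; lower after all 3 10; called after Oboxa4 only 178; in direct comparison 14 for Oboxa4 and Oboxa7 and 316 for Crxos and the mean of the Obox genes; jointly up-regulated orthologues higher 37 for Crxos, 13 for Oboxa1, 14 for Oboxa4 and 5 for Oboxa7; jointly down-regulated orthologues lower 39 for Crxos, 0 for Oboxa1, 0 for Oboxa4 and 0 for Oboxa7; profile 5 members lower 4 for Crxos; profile 59 members higher 1 for Crxos; profile 101 members higher 1 for Oboxa1, 1 for Oboxa4 and 1 for Oboxa7; profile 84 members lower 1 for Oboxa4; profile 79 members lower 0 for Oboxa4. Where it gave 0, edgeR's quasi-likelihood test had 106, 80 and 67 of the down-regulated orthologues lower at an unadjusted p under 0.05 after Oboxa1, Oboxa4 and Oboxa7 and DESeq2 called 52, 26 and 18, and for profile 79 after Oboxa4 these were 23 and 8. With no fold change threshold more genes are called by construction: lower than control 1821 for Crxos, 855 for Oboxa1, 1721 for Oboxa4 and 703 for Oboxa7; lower after all 3 425; called after Oboxa4 only 1574; in direct comparison 4202 for Crxos and the mean of the Obox genes; jointly down-regulated orthologues lower 46 for Oboxa4 and 26 for Oboxa7; profile 79 members lower 17 for Oboxa4; shared in direction 1218 for Crxos and Oboxa1, 1186 for Crxos and Oboxa4, 644 for Crxos and Oboxa7, 1335 for Oboxa1 and Oboxa4, 797 for Oboxa1 and Oboxa7 and 1075 for Oboxa4 and Oboxa7. With only the compared groups in the fit, which leaves fewer libraries to estimate the spread, the counts were: higher than control 49 for Oboxa1; lower than control 18 for Oboxa1; higher after all 3 Obox genes 36; lower after all 3 15; in direct comparison 393 for Oboxa4 and Oboxa7; jointly up-regulated orthologues higher 6 for Oboxa1; jointly down-regulated orthologues lower 1 for Oboxa1 and 9 for Oboxa7; profile 101 members higher 1 for Oboxa1 and 4 for Oboxa4.

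Settings that take account of the sets moved these counts, and the cause was not tested beyond the sets themselves. The counts shared in direction in this section include the rows of the transfected genes and of related names, which the overlaps and correlations given with the results leave out. Matched libraries: higher than control 1248 for Oboxa1, 1780 for Oboxa4 and 1068 for Oboxa7; lower than control 804 for Oboxa1 and 603 for Oboxa7; higher after all 3 Obox genes 671; lower after all 3 415; in direct comparison 9 for Oboxa4 and Oboxa1, 494 for Oboxa4 and Oboxa7, 245 for Oboxa1 and Oboxa7 and 838 for Crxos and the mean of the Obox genes; jointly up-regulated orthologues higher 58 for Oboxa1 and 36 for Oboxa7; profile 101 members higher 7 for Oboxa1 and 6 for Oboxa7; shared in direction 573 for Crxos and Oboxa7, 1607 for Oboxa1 and Oboxa4, 1168 for Oboxa1 and Oboxa7 and 1363 for Oboxa4 and Oboxa7. Term for the 2 sets: higher than control 1186 for Oboxa1 and 858 for Oboxa7; lower than control 726 for Crxos and 749 for Oboxa1; higher after all 3 Obox genes 568; lower after all 3 340; in direct comparison 9 for Oboxa4 and Oboxa1, 280 for Oboxa4 and Oboxa7, 64 for Oboxa1 and Oboxa7 and 1 for Crxos and the mean of the Obox genes; jointly up-regulated orthologues higher 58 for Oboxa1, 53 for Oboxa4 and 37 for Oboxa7; shared in direction 1151 for Crxos and Oboxa1, 1040 for Crxos and Oboxa4, 729 for Crxos and Oboxa7, 1533 for Oboxa1 and Oboxa4, 999 for Oboxa1 and Oboxa7 and 1034 for Oboxa4 and Oboxa7. DESeq2 with a term for the 2 sets: higher than control 1156 for Oboxa1 and 841 for Oboxa7; lower than control 738 for Crxos and 701 for Oboxa1; higher after all 3 Obox genes 561; lower after all 3 319; jointly up-regulated orthologues higher 59 for Oboxa1, 53 for Oboxa4 and 37 for Oboxa7. DESeq2 with a normal prior and a term for the 2 sets: higher than control 983 for Oboxa1 and 745 for Oboxa7; lower than control 715 for Crxos; higher after all 3 Obox genes 474; lower after all 3 285; jointly up-regulated orthologues higher 52 for Oboxa1, 53 for Oboxa4 and 35 for Oboxa7; jointly down-regulated orthologues lower 15 for Oboxa4, and with 2 groups at a time: higher than control 779 for Oboxa7; lower than control 684 for Crxos; higher after all 3 Obox genes 449; lower after all 3 290; jointly up-regulated orthologues higher 54 for Oboxa1 and 33 for Oboxa7; jointly down-regulated orthologues lower 9 for Oboxa7; profile 101 members higher 6 for Oboxa7. DESeq2 with a normal prior, matched libraries and 2 groups at a time: higher than control 632 for Crxos and 785 for Oboxa7; lower than control 533 for Crxos; higher after all 3 Obox genes 456; lower after all 3 303; in direct comparison 269 for Oboxa4 and Oboxa7 and 126 for Oboxa1 and Oboxa7; jointly up-regulated orthologues higher 54 for Oboxa1 and 34 for Oboxa7; jointly down-regulated orthologues lower 10 for Oboxa7; profile 101 members higher 6 for Oboxa7; shared in direction 801 for Oboxa1 and Oboxa7 and 1020 for Oboxa4 and Oboxa7, and over the expressed genes alone: higher than control 536 for Crxos; lower than control 496 for Crxos; jointly up-regulated orthologues higher 53 for Oboxa1 and 32 for Oboxa7; jointly down-regulated orthologues lower 10 for Oboxa7; profile 101 members higher 5 for Oboxa7. DESeq2 with a normal prior in the set of 10 only, which gives no value for Crxos: higher than control 1014 for Oboxa1 and 785 for Oboxa7; lower than control 788 for Oboxa1; higher after all 3 Obox genes 540; lower after all 3 376; called after Oboxa4 only 572; jointly up-regulated orthologues higher 34 for Oboxa7; jointly down-regulated orthologues lower 29 for Oboxa1 and 10 for Oboxa7; profile 101 members higher 6 for Oboxa7.

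Leaving out each library in turn gave these ranges where any count moved by more than 1.5 times (the library left out in brackets): higher after Crxos 635 (control 3) to 1781 (control 1); lower after Crxos 685 (control 3) to 1627 (control 1); higher after Oboxa1 285 (Oboxa1 1) to 1096 (control 1); lower after Oboxa1 187 (Oboxa1 1) to 694 (control 1); higher after Oboxa7 171 (Oboxa7 1) to 842 (Oboxa1 3); lower after Oboxa7 86 (Oboxa7 1) to 479 (Oboxa1 3); higher after all 3 Obox genes 103 (Oboxa7 1) to 521 (Oboxa1 3); lower after all 3 Obox genes 56 (Oboxa7 1) to 317 (Oboxa1 3); direct comparison of Oboxa4 and Oboxa7 11 (Oboxa4 1) to 128 (Oboxa1 3); direct comparison of Oboxa1 and Oboxa7 7 (Oboxa1 1) to 104 (control 1); direct comparison of Crxos and the mean of the Obox genes 1032 (Crxos 2) to 3194 (Oboxa1 3); down-regulated orthologues lower after Oboxa1 14 (Oboxa1 1) to 62 (Oboxa1 2); down-regulated orthologues lower after Oboxa4 14 (Oboxa4 1) to 29 (Oboxa4 3); up-regulated orthologues higher after Oboxa7 8 (Oboxa7 2) to 25 (Oboxa1 3); down-regulated orthologues lower after Oboxa7 3 (Oboxa7 1) to 23 (Oboxa7 3); profile 59 higher after Crxos 1 (Crxos 2) to 7 (control 1); profile 101 higher after Oboxa1 2 (Oboxa1 1) to 7 (control 1); profile 79 lower after Oboxa4 5 (Oboxa4 2) to 9 (control 1). A library of a condition outside the comparison enters through the spread that all groups share. Every other count at a claim for which libraries were left out stayed within 1.5 times, among them those after Oboxa4: higher 759 (control 3) to 1477 (Oboxa1 3), lower 607 (Oboxa4 1) to 914 (Oboxa1 3) and called after no other Obox gene 629 (Oboxa4 2) to 1151 (Oboxa1 1).

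Of the 88 list tests, 59 were called by camera at the preset correlation and 0 with an estimated correlation (24 at an unadjusted p under 0.05), and 50 by fry, which tests a list against no change and not against the other genes; with matched libraries and an estimated correlation 0 were called (22). The cause of the difference between the correlations was not tested. The call and direction of 86 list tests were unchanged with DESeq2 size factors, 85 with upper-quartile scaling, 84 with DESeq2's Wald test, 84 without a filter, 71 with fry, 73 with matched libraries and 75 with the term for the sets. The Hox list after Crxos reversed with matched libraries, to a median log2 fold change of -0.16. Ms4a4d and Ripk4, in Crxos against the mean of the Obox genes, changed sign with matched libraries, to -0.13 and 0.20. The cause was not tested. Of 728 values of named genes, 721 kept their call and direction with DESeq2 size factors, 709 with upper-quartile scaling, 703 with DESeq2's Wald test, 715 without a filter, 694 with the replicate block, 455 with glmTreat, 596 with matched libraries and 599 with the term for the sets. Leaving out single libraries kept 601 to 700 of them. The list tests have no value without the fold threshold, with glmTreat or with DESeq2 and a term for the sets. Of the genes of the embryo few had enough counts: 3 of 35 listed genes of the major zygotic genome activation passed the filter for a test.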

Differences from the paper's values

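DESeq2 with a normal prior, matched libraries and 2 groups at a time, the setting under which the values below fall within the paper's, was chosen after seeing the values, as were the other settings that use the 2 sets of libraries. Of 81 log2 fold changes the paper gives in its text, Table 2 and Additional file 1J, 37 differ here by more than the spread between replicates, and 0 differ in sign; of 11 counts compared at the paper's thresholds, 2 differ by more than 1.5 times; the paper gives the genes affected by Oboxa4 and no other Obox gene only as more than 600, which was taken as a bound that the 938 here meet. 25 alternatives were set before the data were examined: size factors of DESeq2, upper-quartile scaling, DESeq2's Wald test with and without a normal prior, no filter, a stricter filter, only the compared groups, a replicate block, no fold change threshold, glmTreat, and leaving out each of the 15 libraries. Below, an alternative is named where its value no longer differs from the paper's, and it differs under all of the others. The values here are edgeR's and the paper's come from DESeq2, so a difference can come from the measure alone. With matched libraries, 22 of the 81 differ by edgeR and 0 by DESeq2 with a normal prior. There, Fmo1 and Chit1 after Oboxa7 stood at 5.70 and 4.04 by edgeR and at 2.45 and 1.35 by DESeq2 with that prior.

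The paper's catalogue for Crxos holds 541 higher and 506 lower genes, and here 1174 and 1177 were called. The first does not differ with glmTreat against a fold change of 1.25 or without Crxos replicate 2 or without control replicate 2 or without control replicate 3, and the other does not differ without Crxos replicate 2 or without control replicate 3. The paper states that experiments were matched by date, whereas the counts here compare Crxos with all 3 control libraries, so the groups of libraries behind the counts may not be the same; within sets, against control replicate 1 alone, the counts were 896 and 799.

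After Crxos, with the paper's log2 fold change first and the value here after it, Ahrr (-1.43 and -2.46), Itga3 (-1.22 and -2.03), Aqp5 (-1.08 and -1.46), Rasgrp3 (-1.02 and -1.46), Coch (-1.01 and -1.27), Megf6 (1.53 and 2.17), Dpt (1.52 and 2.28) and Serping1 (1.43 and 1.92) do not differ with DESeq2's Wald test with a normal prior. Krt19 (-1.26 and -1.87) does not differ with DESeq2's Wald test with a normal prior or without control replicate 3. Ngef (-0.97 and -1.33), Apod (1.85 and 2.21), Egfl6 (1.49 and 2.54) and Ch25h (1.48 and 2.08) differ under every alternative set before the data were examined. Tnn (1.56 and 0.21) does not differ without control replicate 2. Cxcl14 (1.53 and 2.11) does not differ with DESeq2's Wald test with a normal prior or without control replicate 2 or control replicate 3. Mfap4 (1.53 and 1.72) does not differ with DESeq2's Wald test with a normal prior or without Crxos replicate 2 or Crxos replicate 3 or control replicate 2. Slco2a1 fell by 0.94 on the log2 scale in the paper and by 1.45 here, and does not differ with DESeq2's Wald test with a normal prior or without control replicate 3.

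After Oboxa1, with the paper's log2 fold change first and the value here after it, Blnk (-1.28 and -2.41) does not differ with DESeq2's Wald test with a normal prior or without Oboxa1 replicate 3 or control replicate 3. Megf6 (1.82 and 2.32) does not differ with DESeq2's Wald test with a normal prior or without Oboxa1 replicate 1.

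After Oboxa4, with the paper's log2 fold change first and the value here after it, Ptpn22 (-2.36 and -2.62) does not differ with upper-quartile scaling or without Oboxa4 replicate 3 or control replicate 2 or control replicate 3. Dynap (-1.64 and -2.41) and Gdpd2 (1.71 and 3.07) do not differ with DESeq2's Wald test with a normal prior or without control replicate 1. Col8a2 (1.71 and 2.13) does not differ with DESeq2's Wald test with a normal prior or without Oboxa4 replicate 2 or control replicate 1. Gucy1a3 (1.69 and 3.23) and Aoc3 (1.68 and 2.14) do not differ with DESeq2's Wald test with a normal prior. Hmcn1 (1.64 and 1.98) does not differ with DESeq2's Wald test with a normal prior or without Oboxa4 replicate 1 or control replicate 1.

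After Oboxa7, with the paper's log2 fold change first and the value here after it, Mmp13 (-1.94 and -2.16), Fmo1 (2.45 and 6.28) and Chit1 (1.35 and 4.02) differ under every alternative set before the data were examined. Ptpn22 (-1.85 and -2.26) does not differ without Oboxa7 replicate 1 or Oboxa7 replicate 2 or control replicate 2 or control replicate 3. Lgr6 (-1.07 and -1.66) does not differ with DESeq2's Wald test with a normal prior or without Oboxa7 replicate 2 or control replicate 1. Megf6 (1.65 and 1.92) and Egfl6 (1.57 and 1.95) do not differ with DESeq2's Wald test with a normal prior or without Oboxa7 replicate 2 or control replicate 2 or control replicate 3. Apoe (1.39 and 1.84) and Slpi (1.31 and 2.84) do not differ with DESeq2's Wald test with a normal prior. Gja5 (1.32 and 2.50) does not differ with DESeq2's Wald test with a normal prior or without Oboxa7 replicate 1 or Oboxa7 replicate 2 or control replicate 1. Rbp3 has a log2 fold change of 1.44 in the paper, and its control libraries hold a count of 0 here, so it is at least 70.4-fold higher (a bound of 6.14 on the log2 scale, from 3 counts over the control group); this differs under every alternative set before the data were examined, with 2.57 by DESeq2's Wald test with a normal prior.

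With DESeq2 with a normal prior, matched libraries and 2 groups at a time, 0 of the 81 log2 fold changes and 0 of the 11 counts differ from the paper's, and 81 of the log2 fold changes lie within 0.01; this setting was chosen after seeing the values, after 7 settings had been compared with the paper's lists (9 were added in all), and it drops 0 of the genes the paper calls. It calls 632 genes higher and 533 lower after Crxos. Restricted to expressed genes it gives 0 and 0 differences; DESeq2 with a normal prior and a term for the 2 sets, 2 groups at a time, gives 0 and 1. Among the settings planned before the data were examined, DESeq2's Wald test with a normal prior leaves 21 log2 fold changes differing.

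The paper lists Tnn among the genes raised most by Crxos, and here its log2 fold change of 0.21 was not called (1.68 and called within sets). It lists Ccbe1 among the genes lowered most by Crxos (under a shortened symbol), and here Ccbe1 fell by 0.91 on the log2 scale without a call; it was called with DESeq2's Wald test with a normal prior, no filter, only the compared groups, the replicate block and without any of the 3 Oboxa1 libraries. Sox2, Myh1 and Itga11 after Oboxa1 (-1.32, 2.34 and 1.43) and Hs3st1, Slc14a1 and Areg after Oboxa7 (-1.25, -0.67 and -0.90), all among the paper's most changed genes, were not called either. Sox2 was called without control replicate 1, Myh1 without Oboxa1 replicate 3, Itga11 with DESeq2's Wald test, no filter, the stricter filter and without Oboxa1 replicate 2 or control replicate 1, Hs3st1 and Areg with DESeq2's Wald test with and without the prior and without Oboxa1 replicate 3 or control replicate 1, and Slc14a1 under none of these. The within-set fit, the term for the 2 sets and the DESeq2 settings that use the sets, all chosen after seeing the data, call all of these genes, except that the set of 10 gives no value for Crxos and that Myh1 has no adjusted p among the expressed genes alone. The other genes of these lists were called here in the paper's direction.

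Of the regulators of the early embryo in Additional file 1K, the paper has Sox2, Gata3 and Tead4 lower after every gene and Myc lower after Oboxa4 and Oboxa7. Here Sox2 after Oboxa4 (-0.76) and Oboxa7 (-0.63), Gata3 after Oboxa1 (-0.62), Oboxa4 (-0.21) and Oboxa7 (-0.12), Tead4 after Oboxa4 (-0.53) and Oboxa7 (-0.33) and Myc after Oboxa7 (-0.32) were not called, while Sox2, Gata3 and Tead4 after Crxos, Tead4 after Oboxa1 and Klf4 and Myc after Oboxa4 were called lower. Within sets all of these were called lower, and by the term for the sets and the DESeq2 settings that use the sets all but Myc after Oboxa7, which only the within-set fit and the DESeq2 fits of 2 groups at a time call; without control replicate 1, Sox2 after Oboxa4, Gata3 after Oboxa1 and Tead4 after Oboxa4 were called, and Tead4 after Oboxa4 also with DESeq2's Wald test with and without the prior and without Oboxa1 replicate 2 or 3.

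The paper names profile 59 among the genes raised by Crxos, and of its 73 measured members here 4 were higher and 11 lower. The tally moved when single libraries were left out. The enrichment itself was not tested, since Additional file 4 is held only in part here. The paper sets Crxos apart from the Obox genes in the genes that rise. Here Crxos shared 411, 397 and 216 higher genes with Oboxa1, Oboxa4 and Oboxa7. Of the 47 measured members of profile 101, 4 were higher after Crxos and 4 after Oboxa1. Among all 14012 genes tested, 1174 were higher after Crxos and 595 after Oboxa1. The equal member counts therefore do not speak against the paper's enrichment, which was not tested.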

Other observations

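The within-set values were chosen after the data had been seen, and the lists below before the data were examined. Each series of 4 values is in the order Crxos, Oboxa1, Oboxa4 and Oboxa7 against the empty vector, the calls are those of edgeR's quasi-likelihood test over 15 libraries, and an unadjusted p is counted where it is under 0.05. None of the lists was called by camera with an estimated correlation, so the list tests rest on the preset correlation.

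Among genes of contractile cells more were called higher than lower, and among ERK pathway genes more were called lower than higher, after each transfected gene over 15 libraries, and among genes of cholesterol synthesis more were called higher than lower after Oboxa1, Oboxa4 and Oboxa7. Of 24 measured genes of cholesterol biosynthesis, 1, 4, 8 and 4 were higher and 0 after every gene lower (lower at unadjusted p 0 after every gene, by DESeq2 0 after every gene), with 0, 5, 8 and 10 higher and 0 after every gene lower when adjusted over the list alone and 0, 6, 18 and 19 and 1, 0, 0 and 0 within sets; camera gave adjusted p 0.169, 1.2e-06, 1.7e-06 and 9.1e-09, and with an estimated correlation 0.768, 0.305, 0.310 and 0.231. After Crxos the cholesterol list has 1 called gene over 15 libraries and changes sign with the fit, with a median of 0.08 over 15 libraries and -0.13 within sets, where camera called it lower (adjusted p 0.00925, or 0.542 with an estimated correlation). Hmgcs1, the enzyme at the start of this pathway, had log2 fold changes of 0.58, 0.64 and 0.61 after Oboxa1, Oboxa4 and Oboxa7. Of 19 measured smooth muscle and contractile proteins, 7, 9, 7 and 7 were higher and 0 after every gene lower (lower at unadjusted p 2, 0, 0 and 0, by DESeq2 0 after every gene), with 7, 12, 7 and 12 higher and 0 after every gene lower when adjusted over the list alone and 5, 13, 12 and 14 and 1, 0, 0 and 0 within sets; camera gave adjusted p 0.00631, 4.1e-08, 0.000101 and 1.0e-09, and with an estimated correlation 0.341, 0.114, 0.211 and 0.114. The smooth muscle myosin Myh11 had log2 fold changes of 2.05, 1.78, 1.31 and 1.40. Pericyte markers moved with this list, with 2, 1, 1 and 2 of 5 measured called higher and 1, 3, 3 and 3 within sets, among them Notch3 after every gene, Rgs5, Abcc9 and Kcnj8, so a rise within the fibroblasts was not separated from a change in the share of pericyte-like cells. Of 25 measured ERK pathway ligands and feedback genes, 1, 1, 1 and 2 were higher and 8, 11, 16 and 5 lower, with 3, 1, 1 and 2 higher and 10, 15, 16 and 6 lower when adjusted over the list alone and 4, 1, 1 and 2 and 4, 16, 21 and 15 within sets; camera gave adjusted p 0.0376, 4.4e-07, 7.5e-08 and 0.00196, and with an estimated correlation 0.630, 0.245, 0.227 and 0.477. The medians of the ERK list were -0.23, -0.51, -0.72 and -0.25, and within sets 0.02, -0.51, -0.71 and -0.36, and Fosl1, a transcription factor that responds to the pathway, had log2 fold changes of -0.77 after Oboxa1 and -1.0 after Oboxa4.

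Signalling lists went further in one direction after some genes than after others, and these differences between the transfected genes were not tested. Of 13 measured genes of insulin-like growth factor signalling, 7, 3, 4 and 2 were higher and 1, 0, 0 and 0 lower (lower at unadjusted p 4, 1, 0 and 0, by DESeq2 2, 0, 0 and 0), with 7, 4, 5 and 2 higher and 2, 0, 0 and 0 lower when adjusted over the list alone and 7, 6, 7 and 5 and 1 after every gene within sets; camera gave adjusted p 0.0479, 0.00327, 0.00288 and 0.0203, and with an estimated correlation 0.221, 0.114, 0.114 and 0.176. Of 36 measured Wnt pathway regulators, 14, 11, 12 and 8 were higher and 5, 1, 3 and 3 lower, with 16, 11, 12 and 12 higher and 8, 3, 3 and 3 lower when adjusted over the list alone and 13, 17, 15 and 12 and 3, 6, 5 and 5 within sets; camera gave adjusted p 0.0137, 0.000925, 0.0144 and 0.00781, and with an estimated correlation 0.114, 0.114, 0.114 and 0.114. Of 30 measured cytokines and chemokines, 14, 6, 6 and 4 were higher and 3, 4, 5 and 3 lower, with 15, 10, 6 and 4 higher and 4, 5, 5 and 4 lower when adjusted over the list alone and 16, 13, 10 and 9 and 1, 5, 8 and 5 within sets; camera gave adjusted p 0.000188, 0.0457, 0.521 and 0.330, and with an estimated correlation 0.190, 0.460, 0.808 and 0.703. Of 26 measured immediate-early genes, 4, 4, 6 and 9 were higher and 1, 1, 6 and 1 lower, with 6, 4, 6 and 11 higher and 1, 4, 8 and 1 lower when adjusted over the list alone and 10, 5, 5 and 11 and 2, 6, 9 and 3 within sets; camera gave adjusted p 0.284, 0.546, 0.826 and 0.000259, and with an estimated correlation 0.738, 0.862, 0.925 and 0.265.

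Lists of stress, metabolism, the early embryo and translation follow, and differences between lists were not tested. Of 28 measured genes of amino acid and unfolded protein stress, 10, 6, 4 and 0 were higher and 1, 1, 1 and 2 lower (higher at unadjusted p 15, 10, 8 and 2, by DESeq2 12, 6, 4 and 0), with 13, 6, 4 and 0 higher and 1, 1, 1 and 2 lower when adjusted over the list alone and 13, 7, 5 and 2 and 1, 3, 2 and 4 within sets; camera gave adjusted p 0.00264, 0.0461, 0.206 and 0.707, and with an estimated correlation 0.460, 0.617, 0.740 and 0.923. Of 24 measured p53 targets, 7, 4, 4 and 3 were higher and 2, 0, 1 and 0 lower (lower at unadjusted p 2, 0, 4 and 0, by DESeq2 2, 0, 2 and 0), with 7, 5, 4 and 3 higher and 2, 0, 1 and 0 lower when adjusted over the list alone and 6, 5, 5 and 3 and 1, 0, 2 and 0 within sets; camera gave adjusted p 0.0126, 0.0514, 0.315 and 0.0144, and with an estimated correlation 0.211, 0.278, 0.565 and 0.211. Of 26 measured glycolysis and hypoxia-responsive genes, 1 after every gene were higher and 2, 1, 1 and 1 lower, with 1 after every gene higher and 2, 1, 1 and 1 lower when adjusted over the list alone and 2, 2, 2 and 1 and 2, 2, 3 and 3 within sets; camera gave adjusted p 0.757, 0.0618, 0.00783 and 0.0687, and with an estimated correlation 0.925, 0.662, 0.533 and 0.666. Of 3 measured genes of the major zygotic genome activation, 0 after every gene were higher and 0 after every gene lower (higher at unadjusted p 0 after every gene, by DESeq2 0 after every gene; lower at unadjusted p 0, 0, 1 and 0, by DESeq2 0 after every gene), with 0 after every gene higher and 0 after every gene lower when adjusted over the list alone and 0, 0, 0 and 1 and 0 after every gene within sets; camera gave adjusted p 0.433, 0.916, 0.321 and 0.620, and with an estimated correlation 0.565, 0.925, 0.460 and 0.727. Of 40 measured cytoplasmic ribosomal proteins, 0 after every gene were higher and 0, 1, 5 and 1 lower (higher at unadjusted p 0 after every gene, by DESeq2 0 after every gene; lower at unadjusted p 2, 9, 18 and 13, by DESeq2 0, 1, 5 and 1), with 0 after every gene higher and 0, 1, 6 and 1 lower when adjusted over the list alone and 0 after every gene and 0, 1, 6 and 1 within sets; camera gave adjusted p 0.994, 0.000698, 1.2e-07 and 4.7e-06, and with an estimated correlation 0.998, 0.492, 0.278 and 0.354. For metalloproteases and their inhibitors after Crxos, 12 were higher and 1 lower (14 and 2 adjusted over the list alone).

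Hox and interferon-stimulated genes differ between the 2 sets of libraries, and within sets more of each list were called higher than lower after Oboxa1, Oboxa4 and Oboxa7. Of 34 measured Hox genes, 9, 0, 0 and 0 were higher and 5, 0, 0 and 0 lower (higher at unadjusted p 13, 5, 2 and 0, by DESeq2 9, 1, 0 and 0; lower at unadjusted p 7, 0, 0 and 0, by DESeq2 6, 0, 0 and 0), with 9, 0, 0 and 0 higher and 6, 0, 0 and 0 lower when adjusted over the list alone and 1, 15, 20 and 15 and 7, 1, 0 and 0 within sets; camera gave adjusted p 0.00796, 0.00474, 0.0376 and 0.408, and with an estimated correlation 0.492, 0.463, 0.583 and 0.826. Of the Hox genes 22 were higher and 7 lower in the set of 5 (camera adjusted p 0.000985, or 0.845 with an estimated correlation; median log2 difference 0.77). The list median was 0.61, 0.35, 0.19 and -0.09 over 15 libraries and -0.16, 0.50, 0.63 and 0.42 within sets, so its sign after Crxos and Oboxa7 depends on the fit. Within sets camera gave adjusted p 3.7e-06, 2.7e-11 and 6.3e-09 for the Hox list after Oboxa1, Oboxa4 and Oboxa7, and 0.179 after each with an estimated correlation. The paper lists anterior/posterior pattern specification among the terms enriched in genes raised by all 3 Obox genes. Of 35 measured interferon-stimulated genes, 9, 0, 0 and 0 were higher and 0, 2, 2 and 0 lower (higher at unadjusted p 16, 2, 4 and 3, by DESeq2 12, 0, 1 and 1; lower at unadjusted p 1, 3, 2 and 0, by DESeq2 0, 2, 2 and 0), with 9, 0, 0 and 0 higher and 0, 2, 2 and 0 lower when adjusted over the list alone and 1, 5, 15 and 14 and 2, 2, 1 and 0 within sets; camera gave adjusted p 0.000138, 0.143, 0.547 and 0.433, and with an estimated correlation 0.533, 0.808, 0.923 and 0.911. Of these 26 were higher and 0 lower in the set of 5 (camera adjusted p 1.1e-13, or 0.421 with an estimated correlation; median log2 difference 0.49), with 0 lower at an unadjusted p under 0.05. Of the glycolysis and hypoxia-responsive genes 11 were higher and 1 lower in the set of 5 (camera adjusted p 2.6e-05, or 0.421 with an estimated correlation; median log2 difference 0.25).

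Markers of other cell types were measured at low to moderate levels, with the highest mean over the 15 libraries at 10.7 CPM among macrophage genes, 28.8 among endothelial, 32.8 among epithelial, 1.68 among skeletal myoblast, 94.4 among neural crest and Schwann cell, 51.0 among chondrocyte, 31.7 among adipocyte and 306 among pericyte, and no share of another cell type was estimated. Numbers called per list are as follows. Macrophage: 5 measured, higher 2 after every gene and lower 0, 0, 1 and 0 (at an unadjusted p higher 3, 2, 3 and 3 and lower 0, 0, 1 and 0; by DESeq2 higher 2, 2, 1 and 2 and lower 0, 0, 1 and 0; within sets higher 1, 2, 3 and 2 and lower 1, 0, 0 and 0); endothelial: 6 measured, higher 1, 0, 0 and 0 and lower 1, 0, 2 and 1 (at an unadjusted p higher 1, 1, 1 and 0 and lower 2, 2, 3 and 1; by DESeq2 higher 3, 0, 0 and 0 and lower 1, 1, 3 and 1; within sets higher 2, 2, 2 and 1 and lower 0, 2, 3 and 2); epithelial: 7 measured, higher 0, 0, 0 and 2 and lower 3, 0, 1 and 0 (at an unadjusted p higher 0, 0, 0 and 3 and lower 3, 2, 2 and 0; by DESeq2 higher 0, 0, 0 and 2 and lower 3, 2, 1 and 0; within sets higher 0, 0, 0 and 2 and lower 2, 3, 3 and 1); skeletal myoblast: 4 measured, higher 0 after every gene and lower 0, 0, 1 and 0 (at an unadjusted p higher 0, 0, 0 and 1 and lower 0, 0, 1 and 1; by DESeq2 higher 0 after every gene and lower 0, 0, 1 and 1; within sets higher 0, 0, 0 and 1 and lower 0, 1, 1 and 1); neural crest and Schwann cell: 7 measured, higher 1, 0, 0 and 0 and lower 3, 1, 1 and 1 (at an unadjusted p higher 3, 0, 0 and 0 and lower 3, 2, 1 and 1; by DESeq2 higher 2, 0, 0 and 0 and lower 3, 1, 1 and 1; within sets higher 0, 1, 1 and 0 and lower 2, 3, 2 and 2); chondrocyte: 9 measured, higher 1, 2, 3 and 0 and lower 0 after every gene (at an unadjusted p higher 2, 3, 4 and 3 and lower 1, 0, 0 and 0; by DESeq2 higher 1, 2, 2 and 2 and lower 0 after every gene; within sets higher 1, 5, 6 and 1 and lower 1, 0, 0 and 0); adipocyte: 5 measured, higher 2, 0, 0 and 0 and lower 3, 0, 0 and 0 (at an unadjusted p higher 2, 1, 0 and 0 and lower 3, 0, 0 and 0; by DESeq2 higher 2, 1, 0 and 0 and lower 3, 0, 0 and 0; within sets higher 1 after every gene and lower 3, 3, 0 and 2); pericyte: 5 measured, higher 2, 1, 1 and 2 and lower 0 after every gene (at an unadjusted p higher 3, 2, 2 and 2 and lower 0 after every gene; by DESeq2 higher 2, 1, 1 and 2 and lower 0 after every gene; within sets higher 1, 3, 3 and 3 and lower 0 after every gene); Y-linked and X-inactivation: 4 measured, higher 0 after every gene and lower 0 after every gene (at an unadjusted p higher 1, 0, 0 and 0 and lower 0 after every gene; by DESeq2 higher 0 after every gene and lower 0 after every gene; within sets higher 0 after every gene and lower 0 after every gene).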
